# Time-resolved transcriptomic profiling of mammary gland tissue during ductal morphogenesis, lactation activation, and involution in sows

**DOI:** 10.5713/ab.250560

**Published:** 2025-11-14

**Authors:** Yanan Peng, Biqing Xuan, Jinhao Tian, Yiyi Guo, Jinlin Cao, Linfan Zhang, Rong Xuan

**Keywords:** Lactation Cycle, Mammary Gland Involution, Porcine, RNA-seq, Weighted Gene Co-expression Network Analysis

## Abstract

**Objective:**

Mammary development and lactation are vital for piglet survival, but gene expression profiles from gestation to early involution (W2) in sows remain unclear. This study profiles key transcriptomic changes to reveal molecular features.

**Methods:**

Mammary gland tissue samples were collected from hybrid half-sibling sows (Danish Landrace×Yorkshire) at five physiological stages: mid-gestation (MG), late gestation (LG), early lactation (EL), peak lactation (PL), and W2 (day 2 after weaning). Transcriptome sequencing (RNA-seq) was performed on 30 samples (n = 6 per stage). Differential expression analysis and clustering were conducted to identify expression patterns. Functional enrichment, pathway analysis, and weighted gene co-expression network analysis (WGCNA) were used to identify stage-specific regulatory networks and hub genes involved in mammary gland development, metabolism, immune response, and structural remodeling.

**Results:**

Transcriptome profiling yielded over 61,000 expressed transcripts, with 27,244 shared across all stages. A total of 12,239 transcripts were differentially expressed, with the greatest transcriptomic shift occurring between PL and W2 (4,829 differentially expressed transcript [DETs]). DETs were grouped into five expression clusters, each showing stage-specific enrichment in biological processes. W2-associated transcripts were enriched in pathways related to cell junction integrity and apoptosis, while MG and LG stages were associated with proliferation and metabolic pathways. EL and PL stages showed enrichment in immune and lipid metabolism pathways. WGCNA identified nine gene modules, with modules linked to gestational growth (brown, blue), lactation (green, turquoise), and involution (yellow, turquoise). Key regulatory genes such as *EGF*, *AKT1*, *SRC*, *GATA3*, *STAT6*, *TNFSF11*, and *NFKB1* were identified as central hubs within six major functional networks.

**Conclusion:**

This study constructed a time-resolved transcriptomic atlas of porcine mammary gland development, lactation, and involution. It reveals gene expression dynamics, identifies candidate pathways, and delineates molecular signatures associated with structural and functional changes in the mammary gland. The findings offer potential targets and a theoretical framework for improving sow lactation performance and regulating mammary function.

## INTRODUCTION

The mammary gland is essential for providing nutrition and immune protection to neonates, with its development, lactation, and involution regulated by dynamic molecular networks [1]. During gestation, it undergoes ductal and alveolar development, followed by secretory activation during lactation, and rapid remodeling after weaning [2]. In pigs, mammary function directly affects piglet survival and growth [3]. Therefore, characterizing transcriptomic changes and associated pathways in the porcine mammary gland from gestation to early involution (W2) can provide insights into the molecular mechanisms underlying functional transitions during the lactation cycle.

Several studies have contributed to our understanding of transcriptional changes during porcine mammary development and lactation. Fan et al [4] used scRNA-seq to profile mammary cell populations from late gestation (LG) to involution, while Keel et al [5] analyzed colostrum and mature milk transcriptomes across parities. Palombo et al [6] identified key genes regulating the transition from colostrogenesis to lactogenesis, and Zhao et al [7] characterized transcriptomic dynamics at gestational days 80, 100, and 110 [7]. Other studies examined hormonal regulation [8] and gene expression related to breast cancer traits [9]. Collectively, these works have provided important insights into transcriptional regulation at specific stages or under defined conditions. Nevertheless, many of these studies were conducted with limited sample sizes and concentrated on particular developmental windows or individual aspects of mammary function. A comprehensive, stage-by-stage analysis covering the entire cycle of development, lactation, and involution is currently absent.

In this study, we performed high-resolution RNA-seq across five key stages—mid-gestation (MG), LG, early lactation (EL), peak lactation (PL), and W2 (Day 2 post-weaning)—capturing the continuum of ductal expansion, alveolar formation, lactation initiation and maintenance, and subsequent involution. We constructed a dynamic transcriptional atlas of the sow mammary gland and, through differential expression, functional enrichment, and co-expression network analyses, identified key biological processes and regulatory factors at each stage. These findings offer novel insights into the molecular basis of mammary development and function, with implications for improving lactational performance and genetic selection in pigs.

## MATERIALS AND METHODS

### Animal handling and mammary tissue collection

Mammary gland tissue samples were collected from 30 multiparous hybrid half-sibling sows (Danish Landrace×Yorkshire, Supplement 2). All sows were individually housed in standardized farrowing crates at a large-scale pig farm affiliated with the Cooperative of Regiment 13, Aral City, Xinjiang Uygur Autonomous Region, to ensure environmental consistency and controllable sow health status. According to key physiological stages of mammary gland development and the lactation cycle, tissue samples were collected at the following five time points: day 70 of gestation (MG, characterized by continuous ductal development), day 110 of gestation (LG, characterized by progressive alveolar formation), day 2 postpartum (EL, characterized by rapid activation of secretory function), day 10 postpartum (PL, characterized by sustained milk secretion), and day 2 after weaning (W2, characterized by the onset of mammary gland remodeling). At each time point, six sows were selected as biological replicates. Prior to slaughter, sows were stunned using electrical stunning, followed by exsanguination. Immediate dissection was performed to expose the mammary glands. A standardized sampling protocol was followed: approximately 0.5–1 cm^3^ of parenchymal mammary tissue was excised from the left third mammary gland, located 1–2 cm below the teat, carefully avoiding contamination with fat, skin, and connective tissue. The collected tissue samples were rapidly frozen in liquid nitrogen within 15 seconds of excision and subsequently stored at −80°C for total RNA extraction and transcriptome sequencing. All sampling instruments were treated with RNase inhibitors prior to use to prevent RNA degradation.

### Mammary tissue sequencing and data analysis

Total RNA was extracted from porcine mammary gland samples using RNAiso Plus (Takara). RNA quality was assessed with a NanoDrop 2000C spectrophotometer, and samples with RNA integrity number (RIN)>8 were used for library construction. Thirty libraries were prepared using the TruSeq RNA Library Preparation Kit ver. 2 (Illumina) and sequenced on the Illumina HiSeq 2500 platform. Raw data have been deposited in the NCBI GEO database (accession number: GSE295679).

Sequencing quality was evaluated using FastQC (ver. 0.12.0), and reads were trimmed with Trimmomatic (ver. 0.40) to remove adapters, primers, poly-A tails, and low-quality bases. Clean reads were aligned to the *Sus scrofa* reference genome (GCF_000003025.6) using HISAT2 (ver. 2.2.1). SAM files were converted and sorted into BAM format using SAMtools (ver. 1.21). Transcript assembly and quantification were performed with StringTie (ver. 3.0.0). Transcript quantification and subsequent analyses were performed at the transcript level to capture the dynamics of comprehensive transcript expression. Each transcript was designated by its unique RefSeq accession number, and transcript isoforms with the same gene symbol were retained to preserve isoform-level resolution instead of being combined into a single gene-level value.

Transcripts with FPKM≥0.5 in at least one stage were retained. Normalization and correction of expression data for unwanted variation, primarily inter-individual differences unrelated to the time-series design, were performed using the RUVs function from the RUVSeq package (ver. 1.42.0). Principal component analysis (PCA) and relative log expression (RLE) analysis were conducted with the same package.

### Differential expression analysis and gene expression pattern analysis

Differential expression analysis was performed using the R package edgeR (ver. 4.6.1; University of Melbourne). In total, 10 pairwise comparisons were conducted among the five developmental stages (MG, LG, EL, PL, and W2). All comparisons were defined according to the written order, with the earlier stage representing expression relative to the later stage. Specifically, the following comparisons were analyzed: LG vs. MG, EL vs. MG, PL vs. MG, W2 vs. MG, EL vs. LG, PL vs. LG, W2 vs. LG, PL vs. EL, W2 vs. EL, and W2 vs. PL. Transcripts were considered differentially expressed when the adjusted p-value (*p*.adj) was less than 0.05 and the absolute value of log2 fold change was ≥2. Heatmaps showing the expression patterns of all differentially expressed transcripts (DETs) were generated using the R package pheatmap (ver. 1.0.12). Line plots illustrating gene expression trends across stages were created with the R package TCseq (ver. 1.32.0). The number of DETs among different comparison groups was calculated using the R package UpSetR (ver. 1.4.0; Harvard Medical School).

### Weighted gene co-expression network analysis

To identify genes associated with specific developmental stages, weighted gene co-expression network analysis (WGCNA) was performed using the WGCNA package (ver. 1.73; University of California). After filtering missing values with the goodSamplesGenes function, Pearson correlation coefficients were computed, and a soft-thresholding power was selected using pickSoftThreshold. The co-expression network was constructed using the blockwiseModules function (minModuleSize = 100, mergeCutHeight = 0.25). Module eigengenes were calculated using moduleEigengenes and correlated with developmental stages using the Spearman method implemented in cor, with corPvalueStudent employed to calculate the asymptotic p-values for the corresponding correlations. Module–trait relationships were visualized as heatmaps (labeledHeatmap). Gene significance (GS) and module membership (MM, or kME) were first computed using the *signedKME* function, and their relationship was visualized using *verboseScatterplot*. Genes within each target module were then filtered based on the absolute values of GS (|GS|≥0.4, p<0.05) and MM (|MM|≥0.4, p<0.05) to ensure a strong correlation—either positive or negative—with both the module eigengene and the corresponding trait. The filtered genes were subsequently subjected to Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses to identify the predominant biological processes and pathways represented in each module. Finally, the top 10 genes with the highest absolute GS and MM values in each module were defined as hub genes.

### Gene Ontology and Kyoto Encyclopedia of Genes and Genomes pathway enrichment analysis and mammary function–related regulatory network construction

Functional enrichment analysis was performed using the clusterProfiler package (ver. 4.16.0) for both differentially expressed genes (DEGs) identified across developmental stages and genes from WGCNA-derived modules significantly associated with stage transitions, within a time-series framework (MG → LG → EL → PL → W2). This approach enabled the characterization of dynamic expression trajectories (captured by DEGs and fuzzy C-means clustering) as well as stage-related co-expression patterns (captured by WGCNA modules). GO terms and KEGG pathways with FDR<0.05 were considered significantly enriched. The background gene set included all annotated *Sus scrofa* genes in the GO and KEGG databases. Genes related to mammary development, apoptosis, immunity, and metabolism were further analyzed for protein–protein interactions (PPIs) using the STRING database (ver. 12.0). Interactions from all available evidence sources with combined score ≥0.4 (medium confidence) were retained, and those below this threshold were excluded. The resulting PPI network was imported into Cytoscape (ver. 3.10.3) for visualization. Network topology parameters were calculated using the NetworkAnalyzer plugin in Cytoscape, and degree centrality (node connectivity) was used as the primary metric. Genes with degree values ranking in the top 10%–50% of the network were considered hub genes to capture both highly connected core regulators and moderately connected but potentially important genes.

### Real-time quantitative reverse transcription polymerase chain reaction analysis

Gene-specific primers were designed using Primer-BLAST (NCBI) with melting temperatures set between 55°C–65°C, GC contents of 40%–60%, and amplicon lengths of 100–300 bp to ensure specificity and amplification efficiency. Total RNA was extracted with TRIzol reagent (Invitrogen), and reverse transcription coupled with polymerase chain reaction (PCR) amplification was performed using the One Step TB Green PrimeScript RT-PCR Kit (Takara). Real-time quantitative reverse transcription polymerase chain reaction (RT-qPCR) reactions were conducted on a LightCycler 96 system (Roche). Primer efficiency was verified by standard curves generated from serially diluted cDNA, and only primers with efficiencies between 90% and 105% were used. For data normalization, reference genes were selected using NormFinder from 15 candidates, and the geometric mean of GAPDH and TPT1 was applied as the internal control. Relative expression levels were calculated using the modified Pfaffl method (specific calculation steps at https://toptipbio.com/qpcr-multiple-reference-genes/) [10]. Primer sequences and efficiencies are listed in Supplement 3.

### Statistical analysis

One-way ANOVA tested gene expression differences across developmental stages. p<0.05 was considered significant. Tukey’s HSD was used for post-hoc comparisons. All analyses and graphs were performed using R (ver. 4.5.0).

## RESULTS

### Basic statistical analysis of sequencing results

Transcriptome sequencing yielded an average of 10.51 million clean reads per library, with alignment rates exceeding 92% (Supplement 4). 

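The 30 libraries came from mammary parenchyma taken on day 70 of gestation (MG), day 110 of gestation (LG), day 2 postpartum (EL), day 10 postpartum (PL) and day 2 after weaning (W2), with 6 sows per stage. The authors trimmed the reads, aligned them to the Sscrofa11.1 genome with HISAT2 and assembled and quantified transcripts with StringTie. They kept transcripts with FPKM of at least 0.5 in at least 1 stage and name RUVs for the removal of unwanted variation. The paper's text does not state whether the deposited table was written before or after that correction. The table holds 1 value for each of 61773 transcripts in each of the 30 samples. The authors call these values FPKM, but they add up to between 997480 and 1002643 per sample, as TPM values do, and they are called units here. The paper's Supplement 4 lists 8317817 to 17931635 clean reads per library, with a median of 9802358 and a mean of 10513947, and mapping rates of 92.0% to 96.8%. The table gives no reads per transcript. Supplement 6 of the paper points to a raw count matrix held elsewhere, which was not analysed here, so no counting error is given for a single value. Of the transcripts, 32726 (53.0%) carry the identifier of a reference transcript and belong to 14930 genes. The other 29047 (47.0%), in 11061 loci, are assembled transcripts whose names begin with MSTRG and for which the table gives no coordinates. In the sample records, the samples titled EL carry the stage name mid-gestation and those titled MG the stage name early lactation. Supplement 3C of the paper lists values of 15 genes by sample name and group. All 450 of them equal the value of the same-named sample in the table, and 30 of 30 samples stand under the group of their name, so the sample names were followed here.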

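Within every stage, 3 of the 6 samples were nearly identical to one another: samples 2, 4 and 5 of MG, 2, 5 and 6 of LG, 1, 2 and 5 of EL, 1, 4 and 5 of PL, and 1, 4 and 5 of W2. Over transcripts with a stage mean of at least 10 units, the largest median relative difference between any pair of these 3 samples was 1.80% to 1.85% by stage. Between pairs of the other 3 samples it was 19.6% to 59.8%. The mean of the near-identical samples differed from the mean of the other 3 by a median of 0.688% to 0.741% by stage. The SD of their difference from that mean lay between 0.470 and 0.525 units in every range of levels from 1 unit up. The SD among the other samples was 2.08 to 2.36 units by stage for transcripts at 1 to 3 units. For transcripts above 1000 units it ran from 1951 in W2 to 7766 in PL. Where all 3 other samples of a stage were listed at 0 (7358 to 11620 transcripts per stage), 49.8% to 50.6% of the near-identical values were above 0, up to 2.12 units. Transcripts above 0 numbered 51080 to 54675 in a near-identical sample and 34065 to 46114 in another. By a rule set from the paper's Supplement 3C and Figure 6A before the table was opened, samples whose mean equals the mean of the others are not counted as replicates. The main values therefore rest on n = 3 samples per stage: 1, 3 and 6 of MG, 1, 3 and 4 of LG, 3, 4 and 6 of EL, 2, 3 and 6 of PL, and 2, 3 and 6 of W2. With 3 samples against 3, an exact permutation test of a single value cannot give a two-sided p below 0.10.

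**Figure D1:**
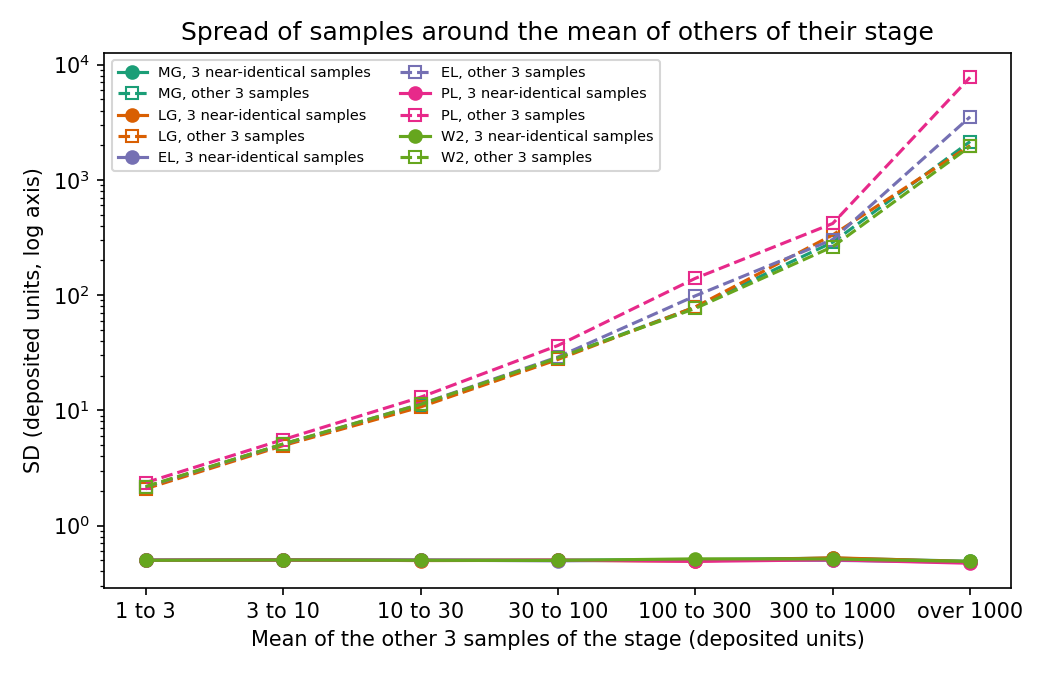
SD in deposited units (log axis) by level of expression for each stage. Solid lines give the SD of the near-identical samples' difference from the mean of the other 3 samples of their stage, which stays between 0.470 and 0.525; dashed lines give the SD of each of the other 3 samples around the mean of the remaining pair, which rises with the level.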

PCA revealed dispersed sample distribution prior to normalization, while normalization markedly improved within-group clustering and intergroup separation (Figure 1A and Supplement 5). 

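Principal components were computed from log2(value + 0.5) of the 61773 transcripts in the 15 counted samples, centred per transcript. The first component held 16.6% of the variance and the second 8.22%. The mean silhouette width of the 5 stages on these components, which is 1 for fully separate stages and below 0 where samples lie nearer another stage, was -0.0733. It lay between -0.156 and 0.00100 with each sample left out in turn. The alternative that moved it most was the use of all 6 samples per stage, with a width of 0.652. Across transcripts, the correlation between samples of the same stage averaged 0.749, and that between samples of different stages 0.731. The difference of 0.0185 exceeded that from most permuted stage labels (one-sided permutation test, 100000 permutations, p = 0.0018, n = 15).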

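A transcript was counted as expressed in a stage when its mean over the 3 counted samples reached 0.5 units. This held for 44279 transcripts in MG, 43496 in LG, 40567 in EL, 38791 in PL and 45504 in W2. All 61773 deposited transcripts reached it in at least 1 stage, and 27248 in every stage. Means over all 6 samples gave 60932 and 27244 transcripts. A demand for 0.5 units in every counted sample moved the number in every stage most, to 14113.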

In total, 61,773 non-redundant expressed transcripts (FPKM≥0.5) were expressed, of which 27,244 were commonly detected across all groups (Figure 1B and Supplement 6). 

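The median transcript stood at a log2(value + 0.5) of 0.65 ± 0.11 (SD, n = 3) in MG, 0.60 ± 0.05 in LG, 0.33 ± 0.07 in EL and 0.77 ± 0.05 in W2. In PL it was -0.00184 ± 0.50 (SD, n = 3), a spread larger than in any other stage, with -0.57 in PL sample 2. The lower quartile was -1 in every counted sample, the value that stands for 0 units on this scale. The upper quartile ran from 1.74 ± 0.37 in PL to 2.38 ± 0.05 in W2. The table holds 1 set of values, and values before and after correction were not compared here.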

Boxplot analyses demonstrated that normalization enhanced the consistency of gene expression distributions and reduced sample variability, thereby improving data reliability and comparability (Figure 1C).

### Expression characteristics of highly expressed genes in mammary glands across five physiological stages

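Ranked by stage mean, the 5 lists of 20 transcripts held 34 different transcripts. Of these, 7 stood in all 5 lists: PAEP, TPT1, the mitochondrial COX1, COX2, COX3 and ATP8, and the mitochondrial tRNA gene KEF22_t12. The list of a stage took 27.9% of all units in MG, 31.6% in LG, 36.7% in EL, 47.6% in PL and 26.8% in W2. In PL sample 2 alone, its own 20 highest transcripts took 59.9%. As the values of a sample add up to a fixed total, a larger share of these transcripts lowers the values of all others. A ranking by the median in place of the mean moved the lists most and left 97 of 100 places with the same transcripts.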

To investigate transcript abundance across stages, we identified the top 20 highly expressed transcripts in each group (MG, LG, EL, PL, and W2) (Figures 2A, 2B, Supplement 7).

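The MG list held 7 mitochondrial, 7 ribosomal and 2 assembled transcripts. Means are given in units (SD, n = 3). RPS12 (NM_214363.1) stood at 5330.3 ± 283 and RPS3A (NM_001137619.1) at 5007 ± 326. COX1 (KEF22_p11, mitochondrial genome, 6511 to 8055) stood at 13339 ± 309, COX2 at 12436 ± 299, COX3 at 12992 ± 321, ATP8 at 13272 ± 606 and ND2 at 5542 ± 310.1. The mitochondrial transcripts together took 9.46 ± 0.213% of all units.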

At the MG stage, ribosomal (e.g., *RPS3A*, *RPS12*) and mitochondrial transcripts (e.g., *ND2*, *COX1–3*, *ATP8*) were predominant, indicating active protein synthesis and energy metabolism. Early high expression of *CSN2* and *PAEP* suggested preparatory activation for lactation.

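PAEP (NM_213754.2, on a sequence not placed on a chromosome) ranked 1 in MG with 119811 ± 17345 units (SD, n = 3), which was 12.0 ± 1.74% of the total. It also ranked 1 in every other stage. CSN2 (NM_214434.2, on chromosome 8 from 66914231 to 66922636) ranked 8 with 9818 ± 6351 units, and its samples ran from 4862 to 16977. The caseins, LALBA and WAP together took 1.96 ± 0.900% of all units.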

During LG, transcripts related to milk protein synthesis (e.g., *CSN1S1*, *CSN2*), translation (*RPLP1*, *EEF1A1*, *TPT1*), and energy metabolism (*COX* genes) were enriched, reflecting epithelial cell proliferation and secretory readiness.

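In LG, CSN2 ranked 2 with 21899 ± 9719 units (SD, n = 3) and CSN1S1 ranked 7 with 13303 ± 5062. In limma's fit, the log2 fold change from MG to LG was 1.25 (standard error 0.61, limma adjusted p = 0.97) for CSN2 and 1.42 (standard error 0.31, limma adjusted p = 0.42) for CSN1S1. RPLP1 (XM_021100696.1) stood at 8484 ± 425 against 8850.5 ± 529 in MG, EEF1A1 (NM_001097418.2) at 7054 ± 6338 against 10110.4 ± 2434, and TPT1 (NM_214373.1) at 11426 ± 448 against 11544 ± 355. The differences of RPLP1, EEF1A1 and TPT1 from MG were no larger than the spread between samples. COX1 stood at 15122 ± 569, COX2 at 14026 ± 536 and COX3 at 13500.2 ± 87.6. Milk protein transcripts took 4.44 ± 1.33% of all units.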

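Transcripts named in the text were tested with limma on log2(value + 0.5), with all 5 stages in a single fit. A claim about 1 stage was tested as that stage against the mean of the other 4. The added 0.5 understates fold changes of transcripts with low values. The family held 111 such tests, of which 82 had the direction that the paper states. Of these, 26 reached an adjusted p below 0.05 over all 61773 transcripts and 49 over the named list alone. Among the alternatives set in advance, all 6 samples per stage moved the first number most, to 64. The paper chose the named list from these same data. An adjusted p over that list alone can therefore come out too small, and is no independent evidence of a change. On chromosome 8, CSN1S1 (NM_001004029.2) lies from 66888231 to 66908306, CSN1S2 (NM_001004030.1) from 66971081 to 67012343 and CSN3 (NM_001004026.1) from 67099131 to 67109112. In EL, CSN1S1 stood at 14094 ± 4595 units (SD, n = 3), CSN1S2 at 15038 ± 14232, CSN2 at 46799 ± 12868 and CSN3 at 18397 ± 8278. FABP3 (NM_001099931.1, on chromosome 6 from 87943003 to 87950708) stood at 6341 ± 617, against 4750.1 ± 859.8 in LG. The log2 fold change at EL was 1.21 (standard error 0.25, limma adjusted p = 0.34) for CSN1S1, 4.06 (standard error 1.33, limma adjusted p = 0.74) for CSN1S2, 1.98 (standard error 0.48, limma adjusted p = 0.49) for CSN2, 1.38 (standard error 0.34, limma adjusted p = 0.49) for CSN3 and 0.43 (standard error 0.22, limma adjusted p = 0.84) for FABP3. Over the named list alone, limma's adjusted p was 0.0011, 0.021, 0.0043, 0.0044 and 0.12 in the same order. Only 1 ribosomal transcript remained in the EL list, RPLP1 at 7068 ± 1294 units.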

In EL, sharp upregulation of casein genes (*CSN1S1*, *CSN1S2*, *CSN2*, *CSN3*) and *FABP3* indicated robust activation of milk production and lipid metabolism. High expression of ribosomal and translation factors further supported intense protein synthesis.

At the PL stage, expression of milk protein genes (e.g., *CSN1S1–3*, *LALBA*, *WAP*), mitochondrial transcripts, and immune-related genes (*SAA3* isoforms, *PAEP*) peaked, reflecting maximal secretory and metabolic activity. 

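CSN1S2, CSN2 and CSN3 had their highest stage mean in PL, with 54676 ± 26683, 51535 ± 42085 and 35611 ± 13948 units (SD, n = 3). CSN1S1 was lower in PL, at 7979 ± 2749.5, than in EL. LALBA (NM_214360.1, on chromosome 5 from 79214487 to 79216791) reached 13160.1 ± 15507 and WAP (NM_213841.2, on chromosome 18 from 50359599 to 50361906) 8503 ± 3085. SAA3, on chromosome 2 from 41021349 to 41025950, stood at 36103 ± 7641 for NM_001044552.1 and 6447 ± 2522 for XM_013994502.2. At PL against the other stages, the log2 fold change was 7.29 (standard error 1.33, limma adjusted p = 0.0061) for CSN1S2, 2.63 (standard error 0.34, limma adjusted p = 0.00066) for CSN3, 6.62 (standard error 1.18, limma adjusted p = 0.0054) for LALBA and 8.55 (standard error 1.06, limma adjusted p = 0.00055) for WAP. It was 5.70 (standard error 0.33, limma adjusted p = 1.8e-06) for SAA3 NM_001044552.1, whose PL samples were all above every other sample (exact permutation test, two-sided, p = 0.0022, the smallest that 3 samples against 12 allow). CSN1S1 changed by 0.18 (standard error 0.25, limma adjusted p = 0.73) and PAEP by -0.05 (standard error 0.10, limma adjusted p = 0.78). Quantile normalization between samples turned CSN1S1 to -0.26, and scaling by the median ratio of transcripts with at least 10 units in every sample turned PAEP to 0.52. Of the mitochondrial transcripts, COX1 rose by 0.11 (standard error 0.07, limma adjusted p = 0.39) and turned to -0.94 under quantile normalization. COX3 fell, with a log2 fold change of -0.35 (standard error 0.08, limma adjusted p = 0.023), and turned to 0.22 under median ratio scaling. COX2 and ND2 were also lowest in PL, at 11626 ± 1609.5 and 4314 ± 882 units. Milk protein transcripts took 17.2 ± 10.1% of all units, with 28.5% in PL sample 2. The paper describes milk protein, mitochondrial and immune-related transcripts as peaking at this stage. It takes this to reflect the highest secretory and metabolic activity.

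**Figure D2:**
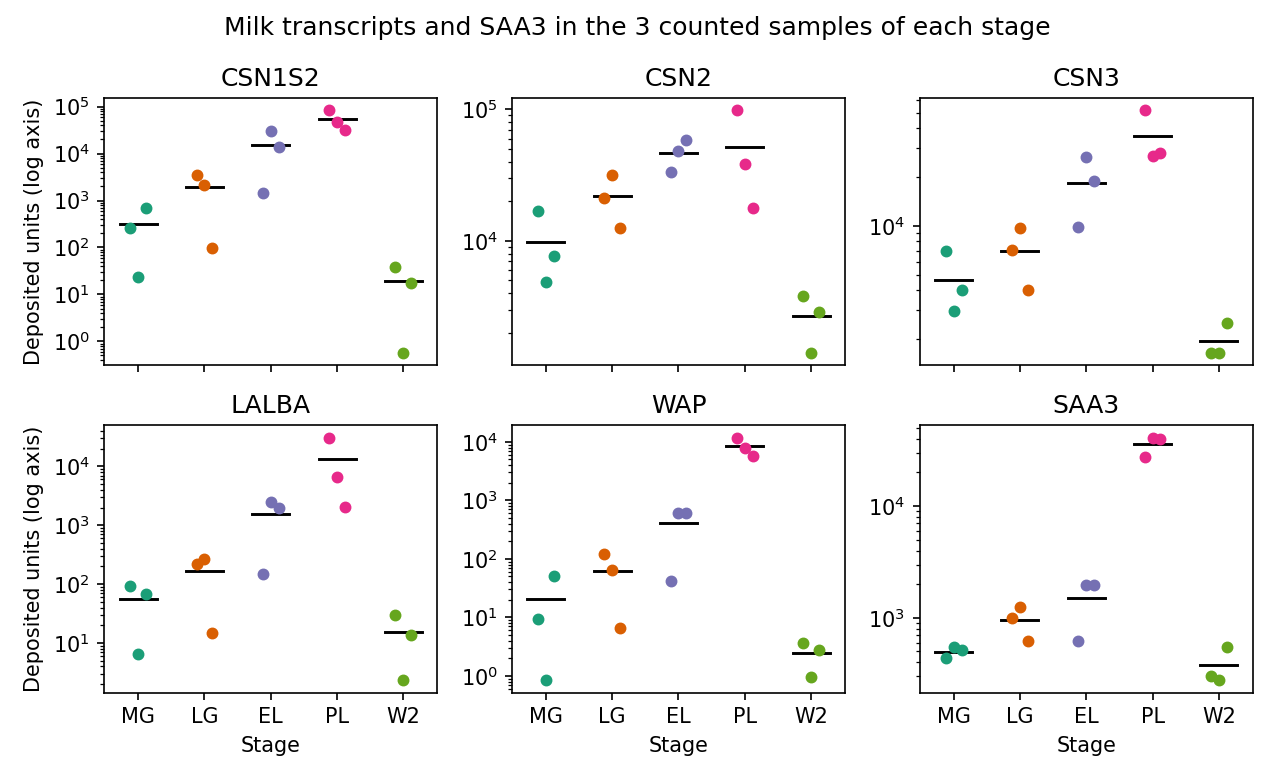
Deposited units (log axis) of 5 milk protein transcripts and SAA3 NM_001044552.1 in the 3 counted samples of each stage. Points are samples and bars stage means; SAA3 stands at 36103 ± 7641 (SD, n = 3) in PL, above every sample of the other stages.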

Novel transcripts (e.g., *MSTRG.10840*, *MSTRG.10841*) were also highly expressed, suggesting uncharacterized roles in lactation.

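Of the second of these assembled loci, isoform 1 stood at 12587 ± 8356 units (SD, n = 3) in PL, a log2 fold change of 0.94 (standard error 0.31, limma adjusted p = 0.090) against the other stages (adjusted p over the named list alone 0.021), and it was also among the 20 highest transcripts of MG, EL and W2. Isoform 2 of that locus stood at 7070.1 ± 1801, against 6601 ± 989 in MG, and changed by 0.95 (standard error 0.50, limma adjusted p = 0.31). Summed over the isoforms of the locus, the change at PL was 1.06 (standard error 0.26, limma adjusted p = 0.0096). For the first locus, isoform 2 had 29106, 12066 and 0.601 units in the 3 PL samples. In EL it had 33642 units in sample 4 and 0.842 and 0.788 in the others. Every sample of MG, LG and W2 was below 1 unit. Its log2 fold change was 8.39 (standard error 3.00, limma adjusted p = 0.12), and over the named list alone the adjusted p was 0.032.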

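The W2 list held 9 mitochondrial and 7 ribosomal transcripts. COX1 stood at 14498 ± 1148 units (SD, n = 3), COX2 at 12836 ± 459 and COX3 at 13496 ± 495. ATP6 stood at 5063 ± 862 and ND2 at 5764 ± 447. EEF1A1 reached 11139 ± 598, TPT1 11224 ± 1103, RPS20 (NM_001129954.1) 6492 ± 133 and RPS12 5745 ± 164. PAEP had its lowest stage mean here, 111118 ± 16861, a difference from MG below the SD of either stage. Mitochondrial transcripts took 9.95 ± 0.0532% of all units, and milk protein transcripts 0.732 ± 0.133%.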

In W2, transcripts associated with mitochondrial function (e.g., *COX1–3*, *ATP6*, *ND2*), protein synthesis (ribosomal genes, *EEF1A1*), and stress adaptation (*TPT1*, *PAEP*) remained abundant, indicating sustained biosynthesis and cellular remodeling during W2.

Overall, dynamic shifts in transcript expression across stages reflected distinct biological priorities, including preparation for lactation, secretory activation, and tissue remodeling.

### Differential gene expression analysis and validation by real-time quantitative reverse transcription polymerase chain reaction

Differential expression analysis identified 12,239 transcripts with significant changes across five lactation stages (Figure 3A, Supplement 8). 

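The table holds no read counts, so edgeR was not used. DETs were called with limma 3.58.1 on log2(value + 0.5), with its trended variance, at the paper's thresholds (adjusted p below 0.05, absolute log2 fold change of at least 2). With n = 3 counted samples per stage, 2148 of 61773 transcripts passed in at least 1 of the 10 comparisons. Of these, 2145 passed in a comparison with PL, and 891 (41.5%) were assembled transcripts. The alternatives that moved the number most used all 6 samples per stage, which gave 12594 DETs. Of the 2148 DETs, 2034 were also DETs there in at least 1 comparison, whether or not it was the same one. Counting the near-identical samples of a stage as 1 further sample gave 6627. Scaling by the median ratio, which sets the typical transcript equal between samples, gave 1283. In simulated data with n = 3, 91.5% of the planted changes were called. All of them were larger than the threshold and lay in transcripts with a higher mean and a small spread. This share therefore does not hold for smaller changes or for low or variable transcripts.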

The comparison between W2 and PL showed the greatest number of DETs, totaling 4,829, including 1,467 upregulated and 3,362 downregulated transcripts. 

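Between PL and W2, 1754 transcripts passed, 1415 higher and 339 lower in W2. Without adjustment, 13805 transcripts had p below 0.05. Over all transcripts, passed or not, the counted samples of PL and W2 did not overlap in 24.2%, where chance gives 10%. The split by direction depended on the scaling: 19.3% of DETs were lower in W2 with the values as deposited and 48.9% (458 of 936) after median ratio scaling. Without PL sample 2, 868 were higher and 532 lower. PL and W2 fitted alone gave 277 DETs. With all 6 samples per stage, 4311 were higher and 1363 lower.

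**Figure D3:**
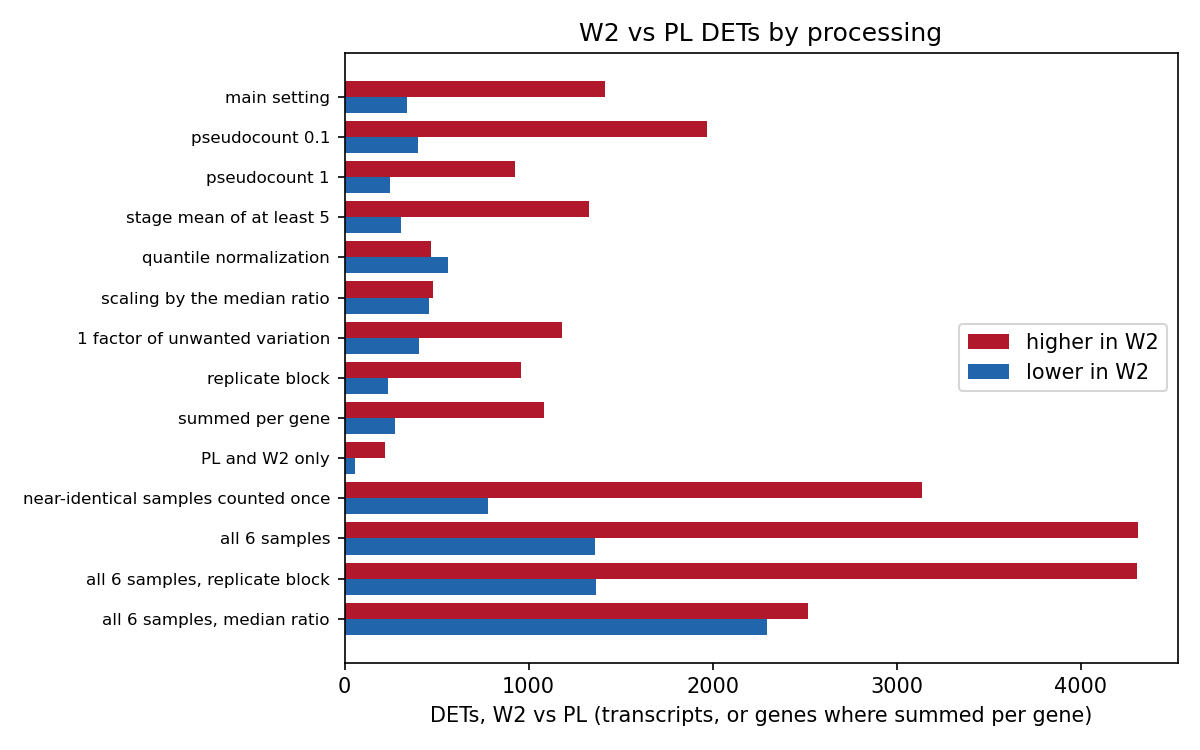
Number of W2 vs PL DETs higher and lower in W2 (bars from 0) under each processing. The main setting gives 1415 higher and 339 lower, and scaling by the median ratio 478 and 458.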

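In LG vs MG, 10 transcripts passed, 5 of them higher in LG, and in EL vs LG 11, with 4 higher in EL. EL vs MG gave 24, W2 vs MG 17, W2 vs LG 20 and W2 vs EL 39. The comparisons with PL gave more: 1086 for PL vs MG, 674 for PL vs LG and 252 for PL vs EL. Of the DETs in these 3 comparisons, 78.1%, 75.4% and 65.9% were lower in PL, and 48.4%, 53.1% and 49.0% after median ratio scaling. Without PL sample 2, the shares were 54.6%, 47.9% and 32.2%. At an unadjusted p below 0.05, LG vs MG held 2733 transcripts, EL vs LG 3036, PL vs MG 11539 and PL vs EL 6118. With all 6 samples per stage, LG vs MG gave 2164 DETs and EL vs LG 2290.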

Fewer DETs were observed in EL vs LG and LG vs MG comparisons, indicating more pronounced transcriptional remodeling during the transition from lactation to involution.

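GNAS XM_021077156.1 (on chromosome 17 from 58985580 to 59053022) stood at 53.6 ± 36.6 units (SD, n = 3) in W2 and 0.126 ± 0.219 in PL, a log2 fold change of 6.18 (standard error 0.59, limma adjusted p = 0.00020). This transcript held 6.25% of the units of its gene, whose sum was 598 ± 193 in W2 and 248 ± 198 in PL, a change of 1.59 (standard error 0.59, limma adjusted p = 0.057). COL9A1 XM_021089350.1 (on chromosome 1 from 50403355 to 50498356) changed by 6.17 (standard error 1.20, limma adjusted p = 0.0095). PABPC1 XM_001927747.4 (on chromosome 4 from 36137644 to 36228075) was listed at 0 in all 3 PL samples and at 524 ± 369.5 in W2. Among PABPC4 transcripts, XM_003482030.4 (on chromosome 6 from 95382295 to 95399452) changed by 1.55 (standard error 0.67, limma adjusted p = 0.19), and its PL samples ran from 2.87 to 36.9 units. The sum over PABPC4 changed by 1.65 (standard error 0.34, limma adjusted p = 0.0035). RPS3 XM_021102267.1 (on chromosome 9 from 9612939 to 9630404) rose from 2.62 ± 3.10 to 356 ± 105, a log2 fold change of 7.46 (standard error 1.16, limma adjusted p = 0.0030), and held 3.75% of the units of its gene, whose sum changed by 1.33 (standard error 0.22, limma adjusted p = 0.0012). In the other direction, WAP NM_213841.2 changed by -11.57 (standard error 1.34, limma adjusted p = 0.00059), down to 2.43 ± 1.35 units. LBP NM_001128435.1 (on chromosome 17 from 41398935 to 41429467) fell from 1583 ± 1158 to 4.81 ± 3.08, a change of -7.81 (standard error 0.81, limma adjusted p = 0.00036). The assembled locus named beside LBP had an isoform 1 that fell from 2621 ± 1766 to 8.84 ± 2.39, a change of -7.92 (standard error 0.83, limma adjusted p = 0.00037), and its isoforms 2, 3 and 6 also passed. The largest rises among non-overlapping DETs were those of PABPC1, an assembled transcript (8.63) and RPS3, and the largest falls those of CSN1S2 (-12.44), WAP and a further assembled transcript (-11.36).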

The volcano plot of the W2 vs PL group (Figure 3B) highlighted significant upregulation of transcripts such as *GNAS*, *COL9A1*, *PABPC4*, and *RPS3*, while key lactation-related genes, including *WAP*, *LBP*, and novel transcripts (e.g., *MSTRG.2267*), were downregulated, consistent with mammary gland involution and cessation of milk secretion.

Upset analysis revealed 937 transcripts shared across multiple comparisons, with additional smaller overlaps among other group pairs (Figure 3C). 

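Of the 2148 DETs, 1175 passed in 1 comparison and 973 in 2 or more. Those in all 4 comparisons with PL and in no other numbered 186. With all 6 samples per stage it was 899, and with the replicate number as a block in the same samples 906. The block in the counted samples gave 35. With 1 counted sample left out, the number of DETs ran from 108 without EL sample 3 to 381 without PL sample 2. Sows differed between stages, so a shared replicate number links no animals. Deviations of counted samples from their stage mean had a mean correlation of 0.0047 for shared numbers and -0.0013 for others.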

Heatmap clustering of all DETs demonstrated distinct stage-specific expression patterns (Figure 3D), reflecting dynamic transcriptional regulation during mammary development and involution.

To validate RNA-seq findings, RT-qPCR was performed on ten representative DETs (*LSAMP*, *BHLHE40*, *SPP1*, *UNG*, *DNAJC8*, *NCBP2*, *STAT5B*, *LZTS1*, *TCN1*, and *VDR*) across all stages (Supplement 9). Expression trends from RT-qPCR showed high concordance with RNA-seq data, confirmed by a strong Pearson correlation (R = 0.87, p<2.2e-16) (Supplement 9C). These results support the robustness and reliability of the transcriptomic analysis.

### Expression pattern analysis of differentially expressed genes

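The stage means of the 2148 DETs, standardized per transcript, were grouped with the fuzzy c-means of e1071 1.7.16 (5 clusters, fuzzifier 2, best of 10 starts). Each transcript was assigned to the cluster of its highest membership. The clusters held 544, 471, 446, 388 and 299 transcripts. The centres of the first 3 peaked in W2, that of the fourth in PL and that of the fifth in MG, so no cluster peaked in LG or EL. The alternative that moved the sizes most used all 6 samples per stage, with 4227 transcripts peaking in W2, 2748 in MG, 2167 in LG, 1948 in PL and 1504 in EL. TCseq, which the authors used, was not run here.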

Fuzzy C-means clustering identified five distinct transcript clusters with unique expression profiles across lactation stages (Figure 4, Supplement 10), reflecting dynamic gene expression changes in the mammary gland throughout the lactation cycle. 

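A membership above 0.7 was found for 29.4% of the DETs. By cluster, this share was 85.1% among transcripts that peaked in PL (330 of 388), 18.2%, 9.34% and 28.7% in the 3 clusters that peaked in W2, and 10.0% in the MG cluster. The fuzzifier sets how far memberships are shared: at 1.5 in place of 2, 72.9% were above 0.7. With all 6 samples per stage, the share was 43.2%.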

Most transcripts showed high membership probabilities (>0.7), supporting the reliability of the clustering results (Figure 4A).

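The 3 clusters with a peak in W2 all had their lowest centre in PL. Their centres, in SDs of a transcript over the 5 stage means, were 0.66 in MG, 0.06 in LG, -0.40 in EL, -1.33 in PL and 1.00 in W2 for the largest. In the smallest of them, PL stood at -0.94 and MG at -0.02. Counted by the stage with the highest mean instead, 1073 of the DETs (50.0%) were highest in W2. The lowest mean was in PL for 1544 DETs (71.9%).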

Cluster 1 transcripts peaked in expression at W2 and were significantly enriched in functions related to cytoskeleton organization, signal transduction, and metabolic regulation (Supplements 11A, 11B, Supplement 12), suggesting roles in mammary tissue remodeling during the dry period.

Cluster 2 transcripts were highly expressed during mid-pregnancy, then declined towards PL. 

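The MG cluster held 299 transcripts with a centre of 1.22 in MG, 0.12 in LG, -0.26 in EL, -1.11 in PL and 0.04 in W2. By the stage with the highest mean, 450 DETs were highest in MG.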

Functional enrichment indicated involvement in cell cycle regulation, proliferation, and structural remodeling (Supplements 13A, 13B), reflecting the physiological transition from cell growth to differentiation.

Cluster 3 showed elevated expression during EL, with genes associated with autophagy, mitochondrial regulation, and cell cycle processes (Supplements 14A, 14B), implying active cellular renewal and metabolic adjustment during this stage.

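Among the DETs, 79 (3.68%) had their highest mean in EL, and no cluster peaked in EL at either fuzzifier. In the grouping of all 6 samples per stage, the EL cluster had a centre of -0.31 in MG, -0.30 in LG, 1.39 in EL, -0.49 in PL and -0.29 in W2.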

Cluster 4 transcripts peaked at PL and were enriched in pathways related to lipid metabolism, energy production, and immune response (Figures 5A, 5B), consistent with the high metabolic demands of milk synthesis.

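The PL cluster held 388 transcripts, and its centre was -0.51 in MG, -0.44 in LG, -0.13 in EL, 1.66 in PL and -0.58 in W2. It held 387 at a fuzzifier of 1.5. When stage means of log2(value + 0.5) were grouped, 2 clusters peaked in PL, of 213 and 190 transcripts. The enrichment of pathways was not repeated here.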

Cluster 5 transcripts exhibited highest expression during late pregnancy, enriched in autophagy, chromatin modification, and cytoskeletal remodeling pathways (Supplements 13B, 15A), likely preparing the mammary gland for lactation onset.

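No centre peaked in LG at a fuzzifier of 2. At 1.5, a cluster of 298 transcripts did, with a centre of 0.10 in MG, 0.95 in LG, -0.10 in EL, -1.34 in PL and 0.39 in W2. By the highest mean, 195 DETs were highest in LG.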

Cluster 4 contained the largest number of transcripts (3,607), followed by Cluster 2 (2,805) and Cluster 5 (1,784) (Figure 4B). These findings reveal complex, stage-specific transcriptomic regulation during mammary gland development and lactation.

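With the counted samples, the 3 W2 clusters together were larger than the PL cluster, and the PL cluster was larger than the MG cluster. The MG cluster was the larger of these with all 6 samples per stage, as was the group of DETs with their highest mean in MG when each DET of the counted samples went to 1 stage. The largest single cluster peaked in W2, at a fuzzifier of 1.5 (with 734 transcripts) as with all 6 samples per stage.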

### Identification of co-expression modules associated with different stages of mammary gland development

WGCNA was conducted to explore coordinated gene expression patterns across five stages of mammary gland development (MG, LG, EL, PL, and W2) (Supplements 16–26). Sample clustering confirmed clear stage-specific grouping with no outliers (Figure 6A). 

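Each counted sample was paired with the sample of the highest correlation over all transcripts. The nearest sample was from the same stage in 3 of 15 cases: EL sample 3 and PL samples 3 and 6. MG and LG samples were nearest to LG, EL or MG samples, and W2 samples to MG or LG samples. PL sample 2 had the lowest correlation with its nearest sample, 0.714 with EL sample 6, against 0.740 to 0.784 for the others.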

A soft-thresholding power of six was selected to achieve a scale-free topology (Figure 6B). 

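The WGCNA package was not run here. Modules were built from the 15000 transcripts with the largest median absolute deviation: absolute Pearson correlation over n = 15 counted samples to the power 6, topological overlap, average linkage, a cut of the tree at a single height in place of the dynamic cut of WGCNA, at least 100 transcripts per module and merging of eigengenes correlated above 0.75. The height was the one that gave the most branches of at least 100 transcripts, so the number of modules is set high. These steps gave 21 modules of 11278 transcripts, the largest with 7657, and left 3722 unassigned. Selection of transcripts by mean value moved the number most, to 7 modules.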

Based on this, 15,000 transcripts were clustered into nine distinct modules (Figure 6C), with the gray module representing unassigned genes.

Module–trait correlation analysis identified stage-specific associations (Figure 6D). 

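Each eigengene was correlated with membership of a stage by Spearman's rho, which the paper's methods name, and by Pearson's r. Both were tested two-sided by exact permutation of the stage label over its 455 arrangements. Of the 105 pairs of module and stage, 14 had a rho of 0.5 or more in size and 11 an r. Exact p was below 0.05 for 9 pairs by either measure and adjusted p for 0, the smallest being 0.15 for rho and 0.077 for r. The 455 arrangements limit the adjusted p: over 105 pairs falling below 0.05 takes at least 5 pairs for r, or 10 for rho, at or near the smallest possible exact p. For MG, rho ran from -0.42 to 0.50 over the 21 modules, with a smallest exact p of 0.070. With the 2 samples farthest from the median of each eigengene left out, 10 of the 11 pairs kept an r of 0.5 or more in size, but for 2 of these, both with PL, only 1 sample of the stage was left, which shows no stability.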

At MG, significant negative correlations were observed for the blue (r = −0.51, p = 0.004) and brown modules (r = −0.59, p = 6×10^−4^). At LG, the blue module showed a significant positive correlation (r = 0.59, p = 6×10^−4^). 

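For LG, rho ran from -0.39 to 0.46 and r from -0.44 to 0.47 over the modules. The smallest exact p was 0.10 for rho.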

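For EL, a module of 121 transcripts that includes ATG5 XM_021090491.1 had Spearman's rho = 0.58 (exact p = 0.031) and Pearson's r = 0.60 (exact p = 0.018), with n = 15. A module of 309 transcripts that includes CSN1S1 and S100A6 had Spearman's rho = -0.54 (exact p = 0.048) and Pearson's r = -0.50 (exact p = 0.059). Over the family of pairs, their adjusted p for rho was 0.40 and 0.51.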

At EL, significant associations included a negative correlation for the green module (r = −0.64, p = 2×10^−4^) and a positive correlation for the yellow module (r = 0.52, p = 0.003). At PL, significant negative correlations were detected for the red (r = −0.52, p = 0.003), turquoise (r = −0.69, p = 2×10^−5^), and yellow modules (r = −0.54, p = 0.002). 

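For PL, 3 modules had a rho of -0.5 or lower and none of 0.5 or higher. The module of 121 transcripts with ATG5 had Spearman's rho = -0.69 (exact p = 0.0044) and Pearson's r = -0.71 (exact p = 0.0022). A rho of -0.69 means that the 3 PL samples had the 3 lowest eigengene values, and no stage of 3 in 15 samples can give a larger one. The module that includes CD36 and GSK3B had Spearman's rho = -0.58 (exact p = 0.031) and Pearson's r = -0.56 (exact p = 0.035).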

At W2, the turquoise module was positively correlated (r = 0.65, p = 9×10^−5^), whereas the yellow module was negatively correlated (r = −0.50, p = 0.005). 

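For W2, a module of 125 transcripts had Spearman's rho = 0.69 (exact p = 0.0044) and Pearson's r = 0.70 (exact p = 0.0022), and a further module had Spearman's rho = 0.66 (exact p = 0.0088) and Pearson's r = 0.56 (exact p = 0.022). No module had a rho of -0.5 or lower, the lowest being -0.46.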

Modules with |r|≥0.5 and p<0.05 were considered significantly associated with specific developmental stages.

These findings suggest that distinct co-expression modules are associated with specific physiological stages and may participate in key regulatory processes during mammary gland development and lactation.

### Functional analysis of genes within co-expression modules

To interpret the biological significance of the co-expression modules, functional enrichment analysis was performed for genes within each module (Supplements 16–26). The turquoise module (8,101 genes) showed a strong negative correlation with the PL stage (r = −0.69, p = 2×10^−5^) (Figures 6D, 7A). 

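The largest module, of 7657 transcripts, had Spearman's rho = -0.69 (exact p = 0.0044) and Pearson's r = -0.80 (exact p = 0.0022) with PL. Its adjusted p over the family was 0.15 for rho and 0.077 for r. With the 2 samples whose eigengene lay farthest from the median left out, both from PL, r was -0.53 and rested on 1 PL sample. All 3 PL samples lay below every other sample on this eigengene.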

GO and KEGG enrichment analyses indicated enrichment in RNA splicing, cell cycle regulation, AMPK, and Wnt signaling pathways (Figures 7C, 7D). Hub genes identified based on module eigengene and GS-MM correlation included *SAA3*, *TCN1*, *TOP2A*, *CCNB1*, *CDCA8*, and others (Figures 7B, 7E). 

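SAA3, TCN1, MATR3 and UNG were members of the largest module. SAA3 and TCN1 belong to it although they rose in PL, since modules were built on absolute correlation. TOP2A (NM_213884.1, on chromosome 12 from 22001300 to 22028452), CCNB1 and CDCA8 were not assigned to a module. TOP2A stood at 23.1 ± 1.88 units (SD, n = 3) in MG, 2.19 ± 0.923 in PL and 22.1 ± 7.51 in W2.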

Notably, *SAA3* and *TCN1* were significantly upregulated during PL and may contribute to immune modulation and epithelial metabolism, respectively. 

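TCN1 XM_021082977.1 (on chromosome 2 from 11633377 to 11646261) stood at 145 ± 23.7 units (SD, n = 3) in PL and at 6.38 ± 6.42 in EL, its next highest stage. At PL it changed by a log2 fold change of 5.59 (standard error 0.49, limma adjusted p = 7.0e-05). SAA3 NM_001044552.1 stood at 1519.9 ± 775 in EL and 499 ± 55.3 in MG, and held 82.8% of the units of its gene. The PL samples of TCN1 and SAA3 were above every other sample.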

Downregulation of *CCNB1*, *CDCA8*, *MATR3*, and *UNG* suggests a shift from cell proliferation to secretory activity during PL.

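CCNB1 NM_001170768.1 (on chromosome 16 from 47338239 to 47348385) stood at 2.43 ± 1.27 units (SD, n = 3) in PL, against 12.9 ± 1.02 in EL and 23.5 ± 7.79 in W2, a log2 fold change at PL of -2.70 (standard error 0.27, limma adjusted p = 0.00017). CDCA8 XM_021095971.1 (on chromosome 6 from 93750694 to 93764845) changed by -2.65 (standard error 0.30, limma adjusted p = 0.00031). MATR3 XM_021084855.1 (on chromosome 2 from 141179515 to 141230259) changed by -4.09 (standard error 0.41, limma adjusted p = 0.00015), and the sum over the transcripts of its gene from 121 ± 26.8 in EL to 72.2 ± 21.3 in PL. UNG XM_003132925.6 (on chromosome 14 from 41746498 to 41757841) was listed at 0 in all 3 PL samples and at 14.4 ± 9.48 in EL (limma adjusted p = 3.8e-05). From the fall of these genes, the paper proposes a shift from cell proliferation to secretion during PL.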

The brown module, associated with MG (r = −0.59, p = 6×10^−4^), contained genes involved in cell proliferation and tissue remodeling, including myeloid cell differentiation and mesenchymal proliferation (Supplements 21A, 21B). KEGG analysis showed enrichment in the cell cycle, ErbB, and axon guidance pathways (Supplement 21C). 

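VDR XM_021091108.1 (on chromosome 5 from 78205807 to 78266505) stood at 0.0752 ± 0.0932 units (SD, n = 3) in MG and 37.5 ± 13.0 in LG. The deposited table lists 2 transcripts of this gene, and their sum stood at 2.55 ± 4.23 and 54.3 ± 19.3. STAT5B XM_021066242.1 (on chromosome 12 from 20498103 to 20574365), with 16.4% of the units of its gene, stood at 0.443 ± 0.767 in MG and 29.2 ± 6.77 in LG. The sum for STAT5B was 123 ± 33.3 in MG and 131 ± 42.4 in LG, a difference within the spread between samples. RC3H1 XM_003357546.5 (on chromosome 9 from 116204807 to 116292455) stood at 4.81 ± 0.390 in MG and 2.76 ± 3.71 in LG.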

Hub genes such as *STAT5B*, *VDR*, and *RC3H1* exhibited stage-specific expression patterns (Supplement 21D), supporting their roles in mammary morphogenesis during gestation.

The blue module, correlated with LG (r = 0.59, p = 6×10^−4^), was enriched in DNA replication initiation, immune modulation, and apoptotic signaling (Supplements 22A, 22B). KEGG pathways included the cell cycle, autophagy, phospholipase D, and estrogen signaling (Supplement 22C). 

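DDX60 XM_021072212.1 (on chromosome 14 from 21077491 to 21163563) stood at 8.61 ± 2.59 units (SD, n = 3) in LG and 1.97 ± 1.78 in MG. Against the other stages it changed by a log2 fold change of 2.13 (standard error 0.65, limma adjusted p = 0.70). CDK18 XM_021063280.1 (on chromosome 9 from 66175539 to 66202799) stood at 11.9 ± 0.726 in LG and changed by 1.06 (standard error 0.33, limma adjusted p = 0.76). The LG samples of both were above every other sample (exact permutation test, two-sided, p = 0.0088 and 0.0044). UNKL XM_003124759.5 (on chromosome 3 from 40444997 to 40513050) stood at 5.76 ± 4.18 in LG against 8.14 ± 4.07 in MG, a change of -0.13 (standard error 0.78, limma adjusted p = 0.98). Summed over its transcripts, UNKL changed by 0.46 (limma adjusted p = 0.97).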

Key genes such as *DDX60*, *CDK18*, and *UNKL* were upregulated in LG, suggesting involvement in epithelial maturation and maternal-fetal adaptation (Supplement 22D).

The green module, positively associated with EL (r = −0.64, p = 2×10^−4^), showed enrichment in secretion regulation, response to nutrients and vitamin D, and hormone signaling (Supplements 23A–23C). KEGG pathways included estrogen, Toll-like receptor, lipid metabolism, and GH signaling. 

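The EL stage was taken as the stage of comparison for these genes. S100A6 NM_001044557.1 (on chromosome 4 from 96098264 to 96099686) stood at 25.0 ± 3.26 units (SD, n = 3) in EL, its lowest stage, and at 112 ± 72.1 in PL. The change at EL was a log2 fold change of -1.70 (standard error 0.48, limma adjusted p = 0.59), and all 3 EL samples were below every other sample (exact permutation test, two-sided, p = 0.0022). ANXA8 NM_001243599.1 (on chromosome 14 from 88319209 to 88340716) stood at 0.577 ± 0.970 in EL and 9.31 ± 9.26 in PL, a change at EL of -2.78 (standard error 0.84, limma adjusted p = 0.66). CXCL16 NM_213811.1 (on chromosome 12 from 52145100 to 52150267) stood at 12.1 ± 3.37 and 38.9 ± 26.5, a change of -1.12 (standard error 0.43, limma adjusted p = 0.84). Over the named list alone, the adjusted p of limma was 0.011, 0.017 and 0.045.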

Hub genes like *S100A6*, *ANXA8*, and *CXCL16* were significantly upregulated, indicating their contribution to immune activation, milk secretion, and tissue remodeling (Supplement 23D).

In W2, the turquoise module showed a moderate positive correlation (r = 0.65, p = 9×10^−5^) (Supplement 24A). 

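The eigengene of the largest module had Spearman's rho = 0.62 (exact p = 0.018) and Pearson's r = 0.52 (exact p = 0.037) with W2 over the 15 counted samples, and an adjusted p over the family of 0.31 for rho.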

Genes were enriched in RNA splicing, Wnt signaling, and chromatin remodeling (Supplements 24B, 24C), reflecting transcriptional reprogramming and immune activation during regression. Hub genes such as *PGLYRP1*, *MAP2K3*, and *NCALD* were upregulated, potentially regulating inflammation and stress responses (Supplement 24D). 

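PGLYRP1 NM_001001260.1 (on chromosome 6 from 52318544 to 52322504) had its lowest mean in W2, 297 ± 7.13 units (SD, n = 3), and its highest in EL, 4421 ± 1023. At W2 this gave a log2 fold change of -2.99 (standard error 0.39, limma adjusted p = 0.012). MAP2K3 XM_021068055.1 (on chromosome 12 from 61396337 to 61417333) stood at 7.98 ± 4.30 in W2 and 2.42 ± 1.38 in MG, a change at W2 of 2.76 (standard error 0.48, limma adjusted p = 0.055). It held 8.90% of the units of its gene, whose sum was 28.6 ± 1.48 in W2 and 28.7 ± 4.08 in MG. NCALD NM_001244466.1 (on chromosome 4 from 34924261 to 35369393) stood at 4.36 ± 2.08 in W2 and 1.43 ± 0.817 in MG, and was listed at 0 in all 3 PL samples. NCALD changed by 2.49 (standard error 0.44, limma adjusted p = 0.056) at W2, with 7.87% of the units of its gene. Over the named list alone, MAP2K3 and NCALD both had a limma adjusted p of 0.00037.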

Additional modules associated with W2 included the yellow (Supplement 25) and blue (Supplement 26) modules.

### Analysis of key genes involved in mammary gland development

Integrating differential expression and WGCNA results with pathway enrichment analysis, we identified seven core genes—*EGF*, *AKT1*, *SRC*, *GATA3*, *STAT6*, *TNFSF11*, and *NFKB1*—that form the central nodes of a regulatory network potentially governing mammary gland development (Figure 8A). These genes interact with 28 additional regulators and are likely involved in coordinating mammary epithelial proliferation, differentiation, and remodeling. 

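The transcripts that the paper shows for its core regulators are often minor forms of their gene. Over 33 of them, the median share of the units of the gene was 12.6%, and 13 held less than 10%. The highest stage mean was below 5 units for 18, and 25 were listed at 0 in at least 1 counted sample.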

Heatmap analysis further revealed stage-specific expression patterns (Figure 8B). 

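EGF (on chromosome 8 from 112235607 to 112330062) has 3 transcripts in the table. XM_021100462.1 and NM_214020.1 were listed at 0 in every sample of MG, LG and W2, and stood at 2.10 ± 2.33 and 3.38 ± 5.02 units (SD, n = 3) in PL. XR_002346366.1 stood at 0.887 ± 0.568 in EL and 1.46 ± 1.18 in PL, a log2 fold change of 1.24 (standard error 0.39, limma adjusted p = 0.077) for EL and PL against the other 3 stages. The sum over the 3 was 0.0199 ± 0.0200 in MG, 1.30 ± 0.312 in EL and 6.94 ± 4.07 in PL, a change of 2.48 for EL and PL (limma adjusted p = 0.00035). AKT1 XM_021081499.1, on a sequence not placed on a chromosome, stood at 2.24 ± 1.39 in LG, 0.997 ± 1.31 in EL and 1.38 ± 2.13 in PL. For LG, EL and PL against MG and W2 the log2 fold change was 0.83 (standard error 0.51, limma adjusted p = 0.43). This transcript held 1.01% of the units of AKT1, and the sum over the gene changed by -0.31 (limma adjusted p = 0.039). Sums were not tested under median ratio scaling, which raises PL values against MG and W2. The direction of this change is therefore not settled.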

*EGF* was upregulated during early and PL, promoting epithelial activation; *AKT1* showed stable elevation from LG to PL, supporting survival and metabolic activity. 

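SRC XM_001928614.7 (on chromosome 17 from 40470970 to 40524862) stood at 6.07 ± 2.52 units (SD, n = 3) in EL and 3.36 ± 2.76 in LG, and held 8.80% of the units of its gene. At EL the log2 fold change was 1.35 (standard error 0.72, limma adjusted p = 0.85). All SRC transcripts summed to 44.1 ± 11.5 in EL and 39.5 ± 7.88 in W2.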

*SRC* peaked at lactation onset, likely mediating cytoskeletal remodeling. 

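GATA3 NM_001044567.1 (on chromosome 10 from 63367684 to 63397977) stood at 1.54 ± 0.850 units (SD, n = 3) in PL and 0.606 ± 0.303 in LG, a log2 fold change at PL of 1.04 (standard error 0.33, limma adjusted p = 0.084). It held 1.80% of the units of GATA3. The sum over the gene was lowest in PL, 24.4 ± 1.85 against 45.5 ± 10.9 in EL, and its log2 fold change at PL was -0.74 (limma adjusted p = 0.014). The sum was tested without median ratio scaling, which raises PL values against the other stages and makes such a fall smaller.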

*GATA3* was enriched during PL, consistent with its role in epithelial maintenance. 

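STAT6 (on chromosome 5 from 22406356 to 22422412) is represented by XM_005663899.3 and XM_013997634.2 in the paper's heatmap. XM_005663899.3 was listed at 0 in 2 of the 3 samples of each of MG, LG, EL and PL, and its highest values were 23.8 units in W2 sample 2 and 15.7 in PL sample 3. For EL and PL against the other stages the log2 fold change was -0.05 (standard error 1.00, limma adjusted p = 0.98), and the sign turned with median ratio scaling (0.10). XM_013997634.2 was listed at 0 in every sample of PL and W2. The sum over the gene was 28.6 ± 0.585 (SD, n = 3) in LG, 23.7 ± 2.91 in EL, 27.1 ± 11.5 in PL and 29.8 ± 0.400 in W2.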

*STAT6* increased moderately during lactation, suggesting involvement in immune adaptation. 

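TNFSF11 XM_001925694.6 (on chromosome 11 from 24468011 to 24505421) stood at 15.8 ± 12.0 units (SD, n = 3) in MG, 7.56 ± 3.35 in LG, 4.70 ± 3.22 in EL, 1.71 ± 0.611 in PL and 15.5 ± 3.79 in W2. The log2 fold change of MG, LG and W2 against EL and PL was 1.92 (standard error 0.35, limma adjusted p = 0.0082). This was the only transcript of the gene in the table.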

*TNFSF11* showed higher expression during gestation and W2, indicating a role in tissue remodeling. *NFKB1* was elevated at PL and W2, linking inflammatory signaling to functional restructuring of the gland.

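NFKB1 NM_001048232.1 (on chromosome 8 from 118391010 to 118478927), its only transcript in the table, stood at 3.56 ± 2.25 units (SD, n = 3) in PL and 1.61 ± 1.42 in W2, against 0.815 ± 0.587 in MG and 0.556 ± 0.122 in EL. The log2 fold change of PL and W2 against the other stages was 1.15 (standard error 0.37, limma adjusted p = 0.40), and the limma adjusted p over the named list alone was 0.020. PL sample 2, at 1.01 units, lay below MG sample 6, at 1.48.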

### Analysis of key genes associated with mammary gland remodeling

To further elucidate the molecular basis of mammary gland remodeling, we examined key genes exhibiting marked expression changes during W2 (day 2 post-weaning). 

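CHD7 XM_021089334.1 (on chromosome 4 from 72572455 to 72754443) stood at 4.24 ± 3.41 units (SD, n = 3) in W2 and 3.53 ± 0.977 in EL. With a log2 fold change of 0.76 (standard error 0.72, limma adjusted p = 0.70), it did not differ at W2 by more than the spread between samples. XM_021089335.1 stood at 1.92 ± 3.26 in W2 and 2.74 ± 4.66 in LG. All CHD7 transcripts summed to 8.22 ± 6.58 in W2 and 7.79 ± 1.20 in LG.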

The chromatin remodeler *CHD7* was significantly upregulated, suggesting its role in transcriptional reprogramming. 

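RAB7A (on chromosome 13 from 71777422 to 71886758) and CAV1 (on chromosome 18 from 29648120 to 29682451) are shown in the paper with 4 and 2 transcripts. The transcript of RAB7A with the most units, XM_021069436.1, stood at 8.12 ± 14.1 units (SD, n = 3) in W2 and 16.4 ± 14.8 in LG, and none of the 4 changed by more than the spread between samples. Their shares of the units of RAB7A ran from 0.977% to 10.1%. The sum over RAB7A was 74.4 ± 1.80 in W2 and 68.7 ± 12.2 in MG. CAV1 NM_001348937.1 changed by 1.40 (standard error 0.80, limma adjusted p = 0.46) at W2, with 2.06% of the units of its gene. The sum over CAV1 was 187 ± 29.6 in W2, 169 ± 17.5 in MG and 78.7 ± 12.1 in PL, a change at W2 of 0.61 (limma adjusted p = 0.049).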

Genes involved in vesicle trafficking and endocytosis, such as *RAB7A* and *CAV1*, were also elevated, likely facilitating apoptotic debris clearance. Upregulation of *ATG5* and *CAPN1* indicated activation of autophagy and proteolysis pathways. 

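ATG5 XM_021090491.1 (on chromosome 1 from 72343950 to 72520402) stood at 5.91 ± 6.12 units (SD, n = 3) in W2 and 2.25 ± 0.551 in PL, with 11.4% of the units of its gene. Its log2 fold change at W2 was 1.65 (standard error 0.45, limma adjusted p = 0.18), and 0.010 was its limma adjusted p over the named list alone. CAPN1 XR_002340871.1 (on chromosome 2 from 6997513 to 7024410) stood at 5.97 ± 1.25 in W2 and higher, at 8.68 ± 5.13, in LG. It changed by 0.86 (standard error 0.43, limma adjusted p = 0.40) at W2. All CAPN1 transcripts summed to 76.6 ± 8.37 in W2 and 65.1 ± 1.41 in LG.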

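CSF1R XM_021085015.1 (on chromosome 2 from 151102138 to 151130311) stood at 15.3 ± 4.64 units (SD, n = 3) in W2 and 15.5 ± 4.01 in MG. At W2 this transcript changed by 2.64 (standard error 1.11, limma adjusted p = 0.35), while XM_003124100.6 of the same gene stood at 0.203 ± 0.352 in W2 and 7.41 ± 6.45 in LG. The sum over CSF1R was 18.0 ± 1.22 in W2 and 3.53 ± 3.42 in PL. FOSL2 NM_001315740.1 (on chromosome 3 from 110820403 to 110842903) stood at 0.665 ± 0.396 in W2 and 1.64 ± 1.62 in PL. IL20RA XM_013992536.2 (on chromosome 1 from 27137545 to 27172341) stood at 3.92 ± 1.32 in W2, 6.08 ± 1.81 in PL and 3.53 ± 0.459 in MG, a change at W2 of 0.42 (standard error 0.39, limma adjusted p = 0.69).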

Immunoregulatory genes including *CSF1R*, *FOSL2*, and *IL20RA* were increased, reflecting enhanced immune response. These changes highlight a coordinated activation of immune, apoptotic, and structural remodeling programs essential for mammary gland regression and regeneration (Figure 9C).

### Analysis of apoptosis-related genes in mammary gland tissue

To characterize the molecular expression features of apoptosis in mammary gland tissue, a regulatory network was constructed comprising 11 core genes (*AKT1*, *CTNNB1*, *RELA*, *GSK3B*, *SRC*, *PTGS2*, *ICAM1*, *CFLAR*, *BCL2*, *BCL2L1*, and *NFE2L2*) and 82 associated genes (Supplement 27A). The anti-apoptotic gene *BCL2* exhibited high expression during the MG, LG, and EL stages, but its expression decreased markedly at the W2 stage (Supplement 27B). In contrast, core genes such as *GSK3B*, *NFE2L2*, *RELA*, and *CTNNB1* showed low expression during the early and PL stages but were highly expressed during the dry period and gestation stages. 

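BCL2 XM_021099593.1 (on chromosome 1 from 158337403 to 158518214), the transcript of the gene with the most units, stood at 8.54 ± 1.92 units (SD, n = 3) in MG and 1.79 ± 3.11 in LG. It was listed at 0 in every sample of EL and PL. In W2 it stood at 4.67 ± 4.70, with 4.61, 0 and 9.40 in the 3 samples. Against the other 4 stages, the log2 fold change at W2 was 1.22 (standard error 0.82, limma adjusted p = 0.55). The sum over BCL2 was 9.20 ± 1.76 in MG, 1.80 ± 0.391 in EL, 0.986 ± 0.553 in PL and 6.65 ± 2.90 in W2.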

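RELA NM_001114281.1 (on chromosome 2 from 6594869 to 6602684) stood at 18.2 ± 2.24 units (SD, n = 3) in EL and 6.89 ± 10.7 in PL, against 26.0 ± 2.72 in MG and 29.3 ± 1.70 in W2. The log2 fold change of EL and PL against the other stages was -1.95 (standard error 0.57, limma adjusted p = 0.061), and every EL and PL sample was below every other sample (exact permutation test, two-sided, p = 0.00020, the smallest for 6 samples against 9). CTNNB1 XM_021068564.1 (on chromosome 13 from 25163550 to 25208314) changed by -2.56 (standard error 0.79, limma adjusted p = 0.073), and the sum over the gene, 476 ± 65.4 in LG, 297 ± 86.2 in EL and 210.0 ± 102 in PL, by -1.32 (limma adjusted p = 0.0014). GSK3B XM_021068185.1 (on chromosome 13 from 140136109 to 140370197) stood at 6.50 ± 3.21 in PL and 3.35 ± 5.49 in MG. NFE2L2 XM_003483682.4 (on chromosome 15 from 82967485 to 83146185) stood at 13.4 ± 9.41 in PL and 10.2 ± 0.438 in W2. For GSK3B and NFE2L2 the log2 fold change was 0.24 and 0.03, smaller than its standard error of 0.94 and 0.36.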

Additionally, the expression patterns of the 82 apoptosis-related genes are presented in the heatmap shown in Supplement 27C.

### Analysis of mammary gland immune-related genes

To characterize immune-related molecular expression in the mammary gland, a gene regulatory network was constructed (Supplement 28), identifying 21 core genes (e.g., *AKT1*, *MYD88*, *TLR2*, *IKBKB*, *RELA*, *TNFAIP3*, *CD14*, *CD36*, *CAV1*, *PIK3R1*) and 40 associated genes. Heatmap analysis showed dynamic expression patterns across physiological stages. During early and PL, genes such as *CD36, AKT1, IKBKB, BIRC3, XIAP*, and *TNFAIP3* were notably upregulated, indicating active immune engagement during milk production. In contrast, *CAV1, PIK3R1, TRAF3, MAP3K7*, and *TBK1* were highly expressed in W2, suggesting enhanced immune signaling associated with tissue remodeling. 

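CD36 NM_001044622.1 (on chromosome 9 from 99685748 to 99782296) stood at 9.91 ± 8.96 units (SD, n = 3) in EL, 13.4 ± 7.86 in PL and 6.77 ± 1.99 in LG. IKBKB XM_021077170.1 (on chromosome 17 from 11289607 to 11348557) was lowest in PL, at 9.02 ± 8.29, and highest in W2, at 20.6 ± 3.38. For EL and PL the log2 fold change was -1.01 (standard error 0.62, limma adjusted p = 0.37), and that of the sum over IKBKB -0.90 (limma adjusted p = 0.019). BIRC3 XM_021062707.1 (on chromosome 9 from 33003570 to 33020252) had 15.4 units in PL sample 2 and 0.0748 and 0.0281 in the other two. XIAP XM_021079366.1 (on chromosome X from 101399374 to 101440021) stood at 8.08 ± 9.55 in EL and 4.39 ± 7.21 in PL, below its 15.6 ± 2.05 in MG. TNFAIP3 XM_013992530.2 (on chromosome 1 from 26474158 to 26489771) stood at 1.82 ± 1.93 in PL and below 0.05 in the other stage means, with 7.48% of the units of its gene. The sum over TNFAIP3 was 3.66 ± 1.80 in PL and 6.05 ± 0.681 in LG, and that over AKT1 changed by -0.34 for EL and PL (limma adjusted p = 0.021). Sums were not tested under median ratio scaling, which raises EL and PL values against the other stages. The direction of AKT1 is therefore not settled. None of the 6 genes passed an adjusted p of 0.05 for EL and PL by its transcript.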

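MAP3K7 XM_021082147.1 (on chromosome 1 from 58482046 to 58548087) stood at 16.1 ± 3.44 units (SD, n = 3) in W2 and 2.77 ± 4.80 in PL, a log2 fold change at W2 of 1.45 (standard error 0.73, limma adjusted p = 0.40). PIK3R1 XM_021076847.1 (on chromosome 16 from 46434757 to 46523626) stood at 25.7 ± 3.74 in W2 and 33.1 ± 13.2 in LG. TRAF3 XM_021081626.1, on a sequence not placed on a chromosome, stood at 5.15 ± 4.96 in W2 and 7.62 ± 1.45 in MG. TBK1 NM_001105292.1 (on chromosome 5 from 28880210 to 28929964) stood at 7.59 ± 2.00 in W2 and 10.3 ± 8.48 in MG. CAV1 NM_001348936.1, with 4.44% of the units of its gene, had 0.0200, 57.0 and 2.49 units in MG and 8.94 ± 14.6 in W2. At W2, the log2 fold change was 0.23 (standard error 0.39, limma adjusted p = 0.82) for PIK3R1, -0.04 (standard error 0.94, limma adjusted p = 0.98) for TRAF3, 0.35 (standard error 0.71, limma adjusted p = 0.82) for TBK1 and 1.17 (standard error 1.29, limma adjusted p = 0.74) for this CAV1 transcript.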

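TLR2 XM_005653576.3 (on chromosome 8 from 75416257 to 75428370) rose from 14.6 ± 7.22 units (SD, n = 3) in LG to 26.1 ± 3.08 in EL and 31.9 ± 2.09 in PL. Its log2 fold change from LG to PL was 1.21 (standard error 0.46, limma adjusted p = 0.21), and the samples of the 2 stages did not overlap (exact permutation test, two-sided, p = 0.10, the smallest that 3 against 3 allow). LYN XM_021089358.1 (on chromosome 4 from 75793273 to 75903710) stood at 2.56 ± 0.877 in LG, 1.57 ± 1.64 in EL and 2.89 ± 2.63 in PL. SRC XM_001928614.7 stood at 2.60 ± 3.32 in PL. The sum over CD36 was 32.0 ± 13.0 in LG, 30.5 ± 8.67 in EL and 34.9 ± 8.21 in PL. The sum over CAV1 fell from 151 ± 35.7 in LG to 110.3 ± 11.7 in EL, and changed from LG to PL by a log2 fold change of -0.92 (limma adjusted p = 0.0077).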

Some genes (*TLR2, SRC, CD36, CAV1, LYN*) showed gradual upregulation from late pregnancy through lactation, implicating roles in pathogen recognition, lipid metabolism, and signal transduction. These stage-specific expression profiles of immune genes highlight the shifting immunological priorities of the mammary gland, balancing defense, milk secretion, and involution. The findings offer new insights into immune regulation during functional transitions of the sow mammary gland.

### Analysis of lactation-related genes in the mammary gland

To investigate genes involved in lactation regulation, a gene regulatory network associated with mammary lactation was constructed (Supplement 29). The network comprised seven core genes (*STAT5A*, *CSN3*, *CREB1*, *CYP27B1*, *OAS2*, *MED1*, and *STAT5B*) and eight associated genes. 

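STAT5A NM_214290.1 (on chromosome 12 from 20474221 to 20498785) stood at 34.8 ± 36.6 units (SD, n = 3) in EL, with 9.79, 17.9 and 76.8 in the 3 samples, and at 7.60 ± 1.79 in PL. Its log2 fold change for EL and PL against the other stages was 0.13 (standard error 0.49, limma adjusted p = 0.89). STAT5B NM_214168.1 stood at 0.598 ± 0.496 in EL and 10.1 ± 9.76 in PL, with 5.23% of the units of its gene, and changed by -0.79 (standard error 0.84, limma adjusted p = 0.61). The sum over STAT5B was 109.7 ± 46.7 in EL, 59.0 ± 18.2 in PL and 155 ± 40.2 in W2, a change of -0.78 (limma adjusted p = 0.027).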

Heatmap analysis showed that *STAT5A* and *STAT5B* were significantly upregulated during early (EL) and PL, indicating key roles in epithelial differentiation and lactation initiation. *CSN3* was markedly increased in EL and PL, reflecting its role in milk protein synthesis and secretory activity. 

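The log2 fold change of CSN3 in EL and PL against the other 3 stages was 2.67 (standard error 0.28, limma adjusted p = 0.00051), and every EL and PL sample was above every other sample (exact permutation test, two-sided, p = 0.00020, n = 6 against 9). CSN3 stood at 4657 ± 2066 units (SD, n = 3) in MG and 1932 ± 505 in W2.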

*CREB1* and *MED1* showed elevated expression from LG to EL, suggesting involvement in transcriptional regulation for lactation onset. 

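CREB1 (on chromosome 15 from 110705548 to 110773037) and MED1 (on chromosome 12 from 22830405 to 22872420) are shown in the paper with 3 and 2 transcripts. CREB1 XM_021075307.1 stood at 0.0826 ± 0.0796 units (SD, n = 3) in LG and 2.69 ± 4.06 in EL, and XM_021075312.1 at 0.467 ± 0.477 and 2.34 ± 3.23. XR_002339129.1 was listed at 0 in every LG, EL and PL sample. The sum over CREB1 was 7.21 ± 5.83 in MG, 1.93 ± 1.91 in LG and 6.75 ± 0.680 in EL. MED1 XM_021067050.1 was listed at 0 in every sample of MG, EL and W2 and had 10.2 units in LG sample 3 alone. XM_013979755.2 was listed at 0 in every sample of LG, EL and W2. The sum over MED1 was 8.19 ± 1.18 in MG, 8.24 ± 2.45 in LG and 6.84 ± 1.92 in EL, differences within the spread between samples.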

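OAS2 NM_001031796.1 (on chromosome 14 from 38827667 to 38847697) had its lowest mean in PL, 1.30 ± 1.21 units (SD, n = 3), and its highest in LG, 4.69 ± 3.44. Its log2 fold change at PL was -1.12 (standard error 0.57, limma adjusted p = 0.29). The sum over the 2 transcripts of the gene was 4.02 ± 5.75 in PL and 6.47 ± 4.29 in LG, within the spread between samples.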

*OAS2* peaked at PL, potentially linked to immune or antiviral responses during lactation. These dynamic expression patterns highlight the importance of these genes in regulating lactation and provide a basis for further mechanistic studies.

### Analysis of genes related to substance synthesis and metabolism in the mammary gland

To investigate substance synthesis and metabolic regulation in the mammary gland, a gene regulatory network was constructed (Supplement 30). The network comprised ten core genes (*AKT1*, *LEP*, *STAT3*, *GSK3B*, *SRC*, *IGF1*, *TGFB1*, *NFKB1*, *EGF*, and *IGF2*) and 23 associated genes. Heatmap analysis showed distinct expression patterns of core genes across physiological stages. Notably, *IGF2, AKT1, EGF, NFKB1, STAT3*, and *LEP* were significantly upregulated at PL, indicating key roles in supporting active synthesis and metabolism. Conversely, *GSK3B, SRC, TGFB1*, and *IGF1* exhibited variable expression during LG and W2, suggesting involvement in epithelial cell proliferation, apoptosis, and remodeling. These results emphasize coordinated regulation by core genes in mammary gland function and provide a molecular basis for further study of lactation mechanisms.

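LEP NM_213840.1 (on chromosome 18 from 20106867 to 20124071) stood at 4.17 ± 3.22 units (SD, n = 3) in PL and 0.176 ± 0.135 in LG, a log2 fold change at PL of 2.65 (standard error 0.45, limma adjusted p = 0.0038). LEP XM_021078500.1 was listed at 0 in every sample outside PL and in PL sample 2, and had 8.89 and 6.03 units in the other two. STAT3 NM_001044580.1 (on chromosome 12 from 20407316 to 20471091) stood at 21.4 ± 13.0 in PL and 8.26 ± 4.72 in LG, a change at PL of 1.34 (standard error 0.40, limma adjusted p = 0.065). NFKB1 changed by 1.44 (standard error 0.45, limma adjusted p = 0.077) at PL. IGF2 XM_021080637.1 (on chromosome 2 from 1469183 to 1496417) was lowest in PL, at 7.72 ± 3.19, and changed by -0.48 (standard error 0.52, limma adjusted p = 0.66). Under median ratio scaling IGF2 changed by 0.06. The sum over EGF rose at PL by a log2 fold change of 3.04 (limma adjusted p = 0.00018), and that over AKT1 changed by -0.42 (limma adjusted p = 0.022). Sums were not tested under median ratio scaling. As that scaling moved IGF2 from -0.48 to 0.06, the direction of AKT1 is not settled. Over the named list alone, limma's adjusted p was 0.00027 for LEP NM_213840.1, 0.016 for STAT3 and 0.018 for NFKB1.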

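TGFB1 XM_021093503.1 (on chromosome 6 from 49332169 to 49348642) stood at 1.58 ± 1.56 units (SD, n = 3) in LG and 4.75 ± 2.18 in W2, with 16.8% of the units of its gene. IGF1 XM_005664199.3 (on chromosome 5 from 81762027 to 81909253) was listed at 0 in every LG and PL sample and stood at 2.02 ± 3.50 in W2. GSK3B XM_021068185.1 stood at 2.86 ± 4.96 in LG and 9.00 ± 7.09 in W2, and SRC XM_001928614.7 at 3.77 ± 4.40 in W2. For IGF1, GSK3B and SRC the SD within W2 was close to or above the mean.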

## DISCUSSION

The mammary gland’s development, lactation, and involution are tightly regulated by complex molecular networks. Our study profiled transcriptomic changes across five key stages in the porcine mammary gland, providing an integrated view of the molecular mechanisms driving these functional transitions. Previous studies largely focused on lactation or involution phases, such as single-cell RNA-seq analyses of porcine mammary tissues at LG and postpartum stages [4], transcriptional comparisons between colostrum and mature milk from sows at different parities [5], and tissue biopsies around parturition [6]. In contrast, this work spans from MG to W2, systematically depicting continuous transcriptional dynamics and employing whole-tissue transcriptomics to capture integrated physiological states (Figures 1, 2).

From MG to LG, porcine mammary tissues exhibited elevated expression of ribosomal protein genes (e.g., *RPS8*, *RPS12*) and mitochondrial metabolism genes (*COX1*, *COX2*), reflecting enhanced protein synthesis and energy metabolism needed for ductal growth and alveolar morphogenesis (Figure 2A). This metabolic activation aligns with prior findings in pigs [4]. Additionally, *PAEP* maintained high expression during gestation, indicating early preparation for secretory functions, consistent with its association with milk traits in cattle [11,12].

During EL and PL stages, milk protein genes (*CSN1S1*, *CSN2*, *CSN3*, *LALBA*, *WAP*) were markedly upregulated, indicating robust secretory activation peaking at PL (Figure 2B). This pattern is consistent with transcriptomic results from goats [13], sheep [14], cattle [15], and pigs [6]. At W2, mitochondrial metabolism and stress-related genes remained highly expressed, suggesting ongoing metabolic activity and adaptive remodeling during involution (Supplement 7).

Clustering analysis categorized DEGs into five distinct patterns corresponding to physiological stages. Cluster 1 genes, highly expressed at W2, were enriched in cytoskeletal remodeling, signal transduction, and metabolic regulation pathways (Figure 4A, Supplement 11), highlighting structural and functional adaptations during W2. This corresponds well with known processes of apoptosis and alveolar remodeling in involution [2], as well as immune activation dynamics reported in epithelial cells during early and late involution phases [4]. Similar immune-related enrichments have been observed in dry-period mammary glands of dairy goats [16]. KEGG pathways identified in Cluster 1 include autophagy and endocytosis, critical for pathogen clearance and tissue homeostasis during involution [17,18].

Cluster 2 genes, upregulated at MG, were enriched in Wnt signaling and cell cycle pathways, indicative of rapid proliferation and tissue expansion (Supplement 7A), consistent with Wnt’s established role in early mammary morphogenesis [19]. Enrichment of chromosome segregation and mitotic processes suggests synchronized cellular growth and architectural remodeling required for subsequent lactation [20].

Cluster 3 genes, upregulated at EL, involve Wnt signaling, autophagy regulation, and G1/S cell cycle transition (Figures 4, 5). Autophagy supports cellular homeostasis and organelle renewal during the shift to a secretory phenotype, promoting Golgi and ER function critical for milk biosynthesis and secretion [21]. It also supplies metabolic substrates to meet increased demands during lactation initiation [22].

Our results demonstrate that genes related to lipid metabolism and energy regulation are upregulated at PL (Figures 4, 5), consistent with previous studies reporting increased metabolic demands during high milk production [23]. The enrichment of genes involved in cytoskeletal remodeling and chromatin modification during LG aligns with earlier findings that morphological and epigenetic changes prepare the mammary gland for lactation (Supplement 15). Additionally, activation of ubiquitin-mediated proteolysis, autophagy, and lysosomal pathways supports the observations on the importance of organelle turnover and protein homeostasis in mammary tissue remodeling [24]. Collectively, these findings further confirm the coordinated regulation of metabolic and structural processes during mammary gland functional transitions, providing a molecular basis for adaptation throughout the lactation cycle.

Network analysis identified seven core regulatory genes: *EGF*, *AKT1*, *SRC*, *GATA3*, *STAT6*, *TNFSF11*, and *NFKB1*. *EGF* showed sustained upregulation during EL and PL, playing a key role in epithelial proliferation and lactation initiation alongside endocrine hormones [25,26]. It is known that during lactation initiation, progesterone and estrogen levels decline, while prolactin, insulin, and cortisol increase and act synergistically with EGF to shift mammary epithelial cells from a proliferative to a secretory state [27]. At PL, prolactin, IGF-1, insulin, and cortisol remain elevated, with EGF continuing to cooperate with these hormones to ensure epithelial survival, secretory activity, and milk production [25]. This indicates that EGF serves as a core regulatory factor that, through stage-specific cooperation with key endocrine hormones, drives lactation initiation and sustains secretory stability at PL, thereby acting as a pivotal mediator of mammary development and functional transition.

*AKT1* expression rose in LG and PL, supporting cell survival, metabolism, and anti-inflammatory responses [28,29]. *SRC* promoted cytoskeletal remodeling and functional activation at lactation onset [30]. *GATA3* maintained epithelial differentiation and secretory phenotype stability [31]. *STAT6*, mediating IL-4/IL-13 signaling, likely regulates immune environment and tissue repair during lactation and W2 [32]. Together, these hub genes coordinate epithelial proliferation, differentiation, and remodeling, forming a molecular network that drives mammary gland development and function.

Nevertheless, some limitations should be acknowledged. Transcriptomic profiling provides valuable insights into gene expression dynamics but cannot establish direct causal relationships. Functional validation, such as gene knockdown or overexpression in mammary epithelial cells, will be necessary to confirm the regulatory roles of the identified hub genes. In addition, bulk-tissue RNA-seq captures integrated physiological states but obscures cell type–specific transcriptional heterogeneity, which could be further resolved by single-cell or spatial transcriptomics in future studies.

## CONCLUSION

To our knowledge, this study represents the most comprehensive transcriptomic profiling of porcine mammary glands across five key physiological stages: MG, LG, EL, PL, and W2. Distinct molecular features were identified at each stage, including active cell proliferation and mitochondrial metabolism during gestation; upregulation of milk protein genes (*CSN1S1*, *CSN2*, *LALBA*) and lipid metabolism at lactation initiation; enhanced metabolic and signaling pathways such as glycerolipid metabolism and NF-κB at PL; and increased autophagy, apoptosis, and immune response during W2. Key regulators such as *STAT5A/B*, *AKT1*, and *CTNNB1* were highlighted by gene co-expression and protein interaction analyses. These results reveal the dynamic gene regulatory network underlying mammary gland development and function, offering targets to improve sow lactation and genetic selection. To build on these findings, future studies will validate the roles of key candidate genes and pathways using cultured porcine mammary epithelial cells and mammary organ models.

## Figures and Tables

**Figure 1:**
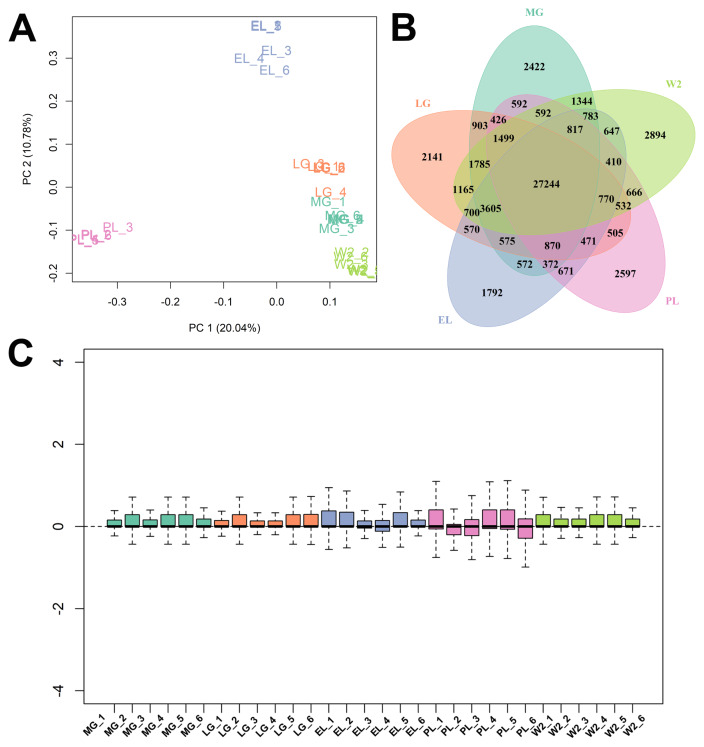
Quality control and gene expression overview across mammary gland stages. (A) Principal component analysis (PCA) plot showing sample clustering at five stages: mid-gestation (MG), late gestation (LG), early lactation (EL), peak lactation (PL), and early involution (W2). PC1 and PC2 explain 20.04% and 10.78% of the variance. (B) Venn diagram showing 27,244 transcripts commonly expressed across all stages. (C) Box plots of normalized gene expression levels for each sample.

**Figure 2:**
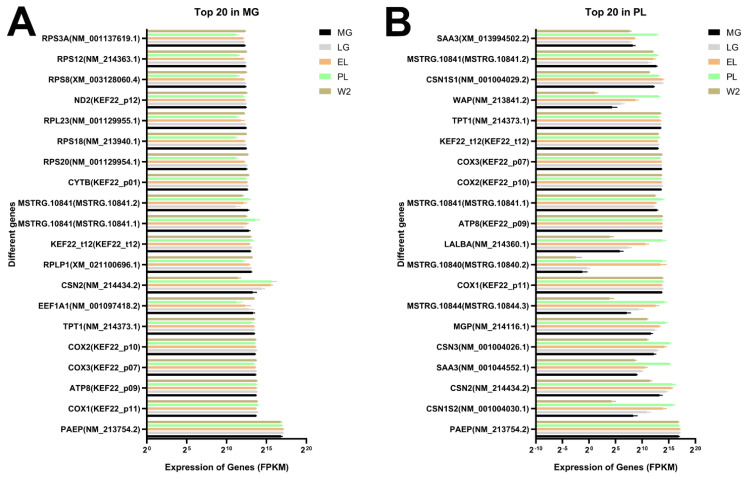
Expression profiles of highly abundant genes in mammary tissues at different physiological stages. (A) Expression distribution (FPKM values) of the top 20 most highly expressed genes identified at the mid-gestation (MG) stage across the five stages: MG, late gestation (LG), early lactation (EL), peak lactation (PL), and early involution (W2; Day 2 after weaning). (B) Expression distribution (FPKM values) of the top 20 most highly expressed genes identified at the PL stage across the five stages: MG, LG, EL, PL, and W2.

**Figure 3:**
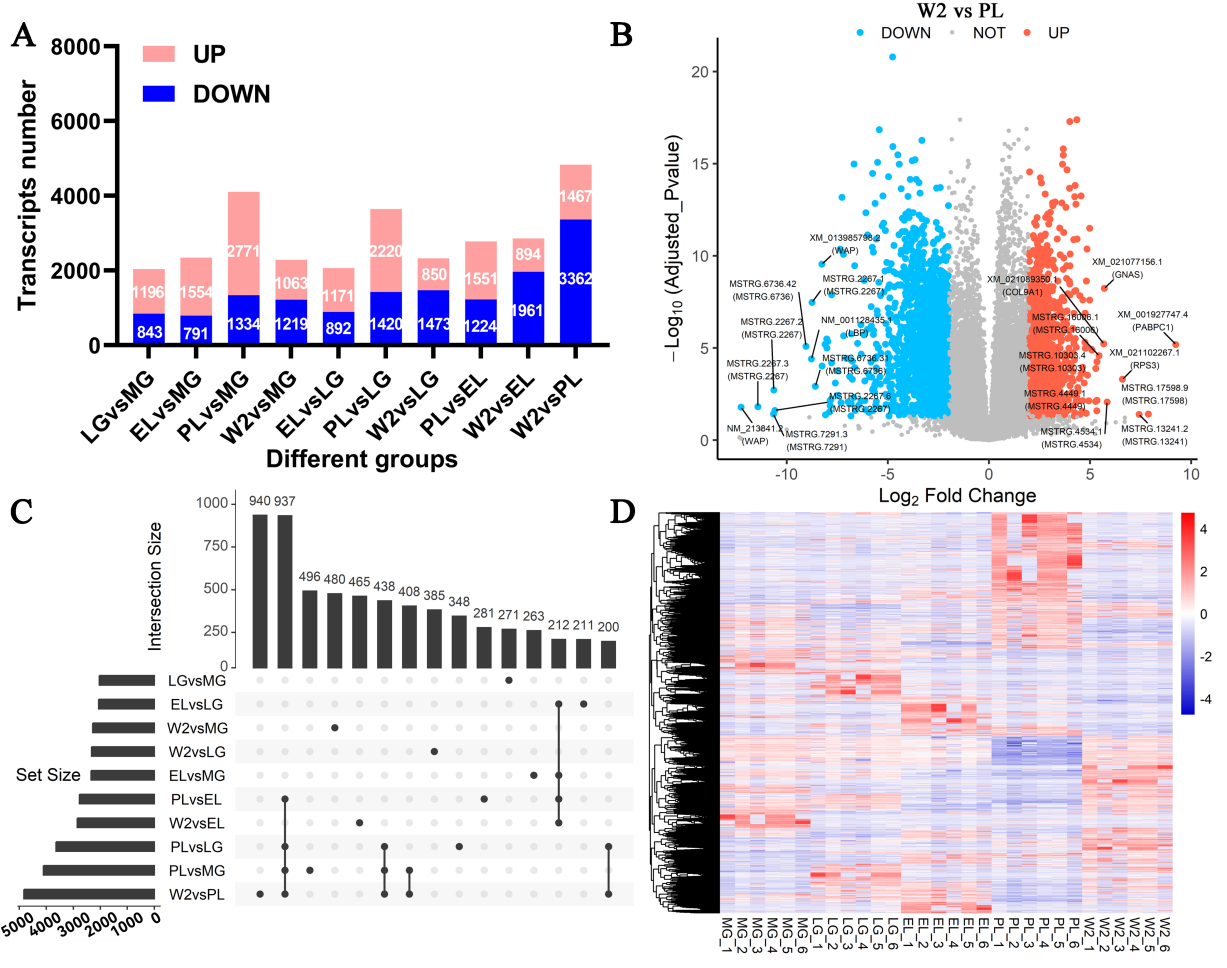
Analysis of differentially expressed transcripts (DETs) across mammary gland stages. (A) Numbers of upregulated and downregulated transcripts in each pairwise comparison among five stages: MG, LG, EL, PL, and W2. (B) Volcano plot of DETs between W2 and PL; red: upregulated, blue: downregulated, grey: not significant. (C) Intersection analysis of DETs across all pairwise comparisons using an UpSet plot. The horizontal bars (left) represent the total number of DETs detected in each comparison (set size). The vertical bars (top) indicate the number of DETs shared among different comparisons (intersection size). The connected black dots (bottom matrix) illustrate the specific overlap patterns among comparisons. This plot highlights both unique and shared DETs across different developmental transitions. (D) Heatmap of all DETs showing distinct expression clusters across stages (red: high, blue: low expression). LG, late gestation; MG, mid-gestation; EL, early lactation; PL, peak lactation; W2, early involution.

**Figure 4:**
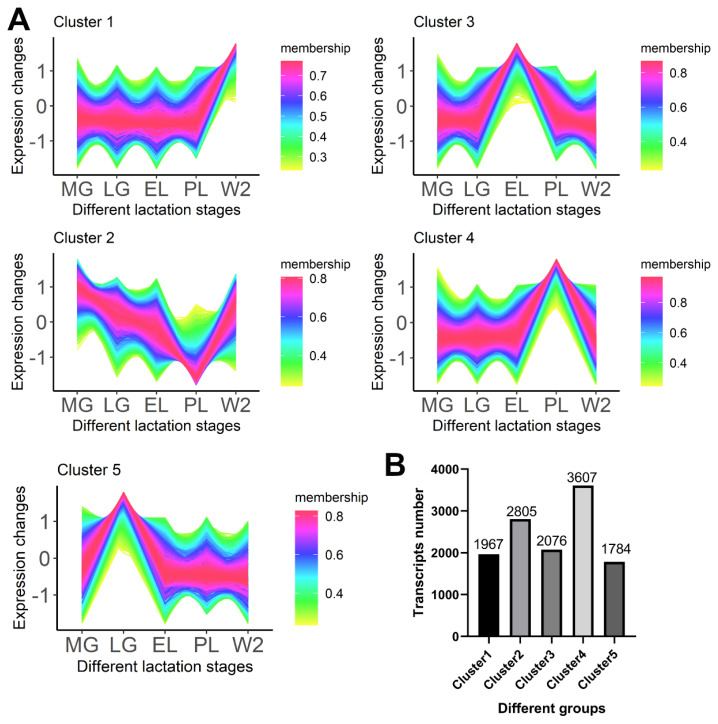
Clustering of expression patterns for differentially expressed transcripts (DETs). (A) Fuzzy C-means clustering grouped DETs into five clusters (Cluster 1–5) based on normalized expression trajectories across MG, LG, EL, PL, and W2. Each line represents one transcript; color intensity reflects membership strength (magenta = high). (B) Transcript counts per cluster. Cluster 4 had the most transcripts (3,607), and Cluster 5 had the fewest (1,784). MG, mid-gestation; LG, late gestation; EL, early lactation; PL, peak lactation; W2, early involution.

**Figure 5:**
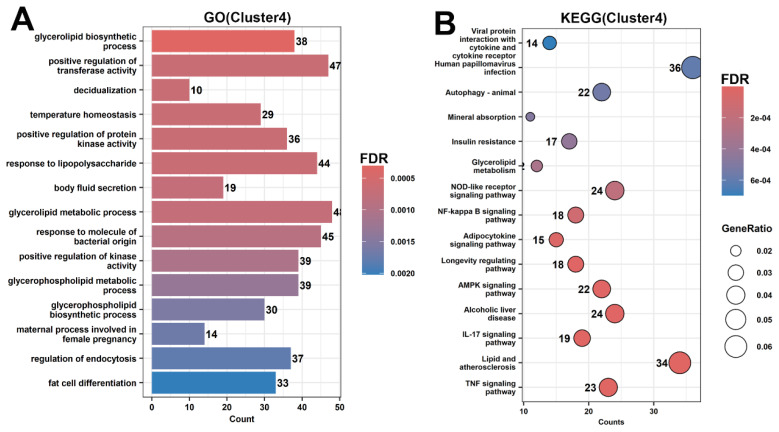
Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) functional enrichment analysis of differentially expressed transcripts in Cluster 4. (A) GO analysis: the X-axis shows the number of enriched transcripts; color indicates significance (FDR), with warmer colors representing higher significance. (B) KEGG pathway analysis: circle size reflects the gene ratio (GeneRatio), and color denotes enrichment significance (FDR).

**Figure 6:**
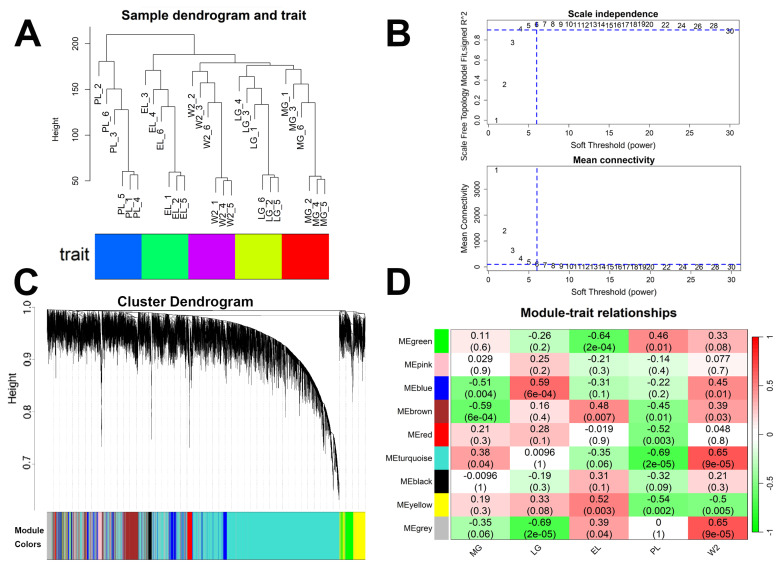
Weighted gene co-expression network analysis (WGCNA) of mammary tissues across different lactation stages. (A) Sample clustering tree based on hierarchical clustering; colors indicate stages: MG, LG, EL, PL, and W2. (B) Soft-thresholding power analysis. Left: scale-free topology fit index (R^2^) vs. power; right: mean connectivity vs. power. (C) Gene dendrogram showing module clustering; modules are color-coded. (D) Heatmap of module–trait correlations. Cells show correlation coefficients between modules and stages, with p-values in parentheses; red = positive, blue = negative correlation. MG, mid-gestation; LG, late gestation; EL, early lactation; PL, peak lactation; W2, early involution.

**Figure 7:**
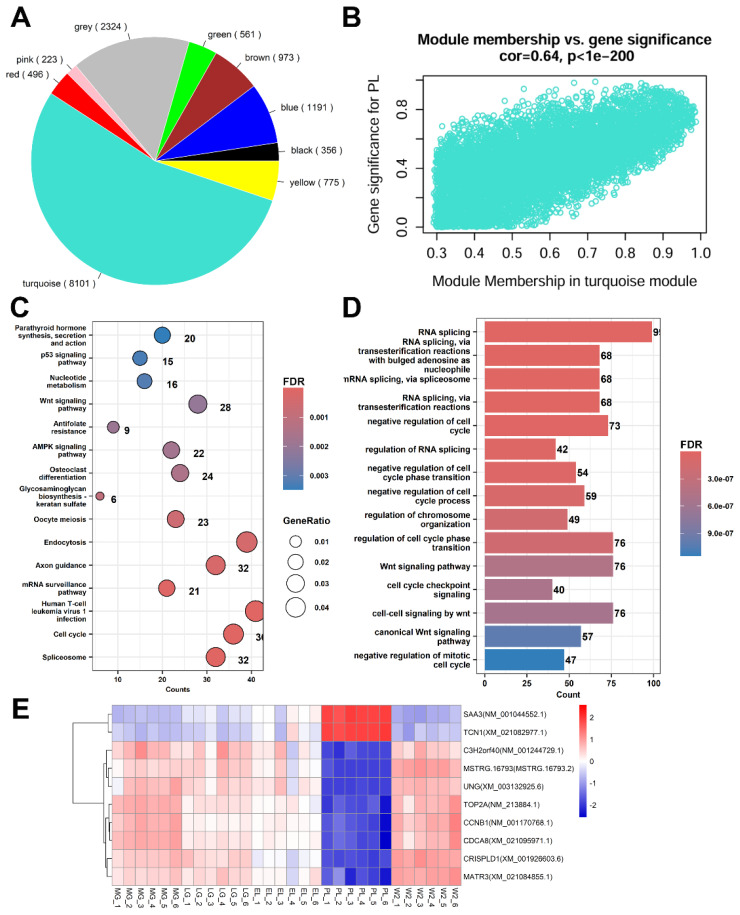
Analysis of the turquoise module associated with peak lactation (PL). (A) Pie chart showing gene counts in each of the nine modules; the turquoise module contained the most genes (8,101). (B) Positive correlation between module membership (MM) and gene significance (GS) for PL in the turquoise module (r = 0.64, p<1e-200). (C) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment of turquoise module genes; key pathways include spliceosome, cell cycle, Wnt signaling, endocytosis, and AMPK signaling. Circle size = gene ratio; color = FDR. (D) Gene Ontology (GO) biological process enrichment; genes mainly involved in RNA splicing, cell cycle checkpoint, and chromosome organization. (E) Heatmap of top 10 hub genes in the turquoise module across MG, LG, EL, PL, and W2 (red = high, blue = low expression). MG, mid-gestation; LG, late gestation; EL, early lactation; PL, peak lactation; W2, early involution.

**Figure 8:**
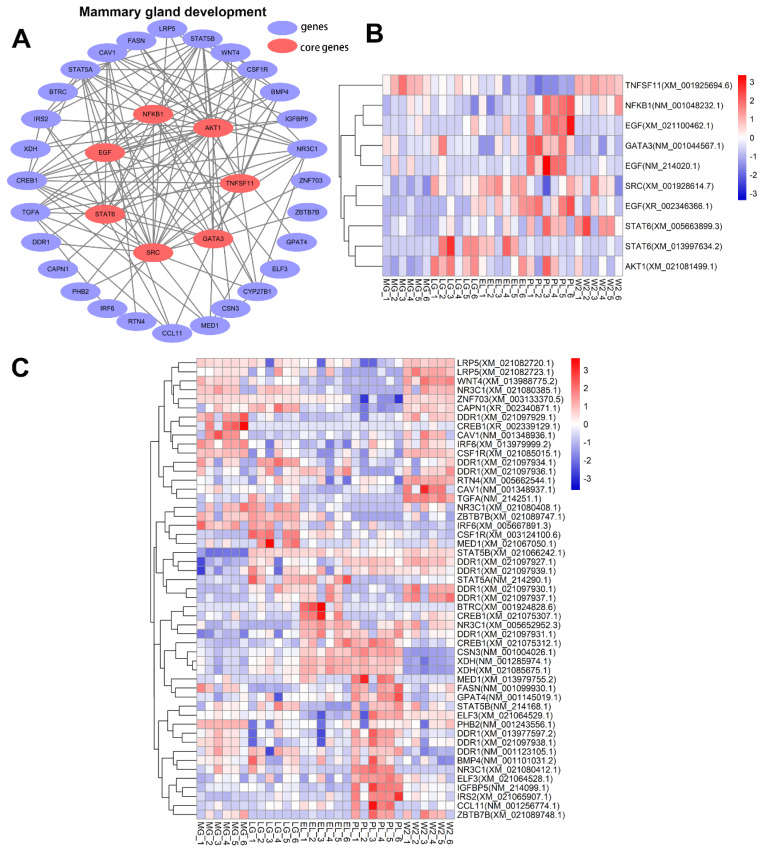
Regulatory network and expression patterns of key genes associated with mammary gland development. (A) Core network showing key genes (*EGF*, *AKT1*, *SRC*, *STAT6*, *GATA3*, *NFKB1*, *TNFSF11*) in red; blue nodes indicate other genes; edges denote regulatory links. (B) Heatmap of core genes with standardized expression (blue: low, red: high). (C) Heatmap of other genes across developmental stages. MG, mid-gestation; LG, late gestation; EL, early lactation; PL, peak lactation; W2, early involution.

**Figure 9:**
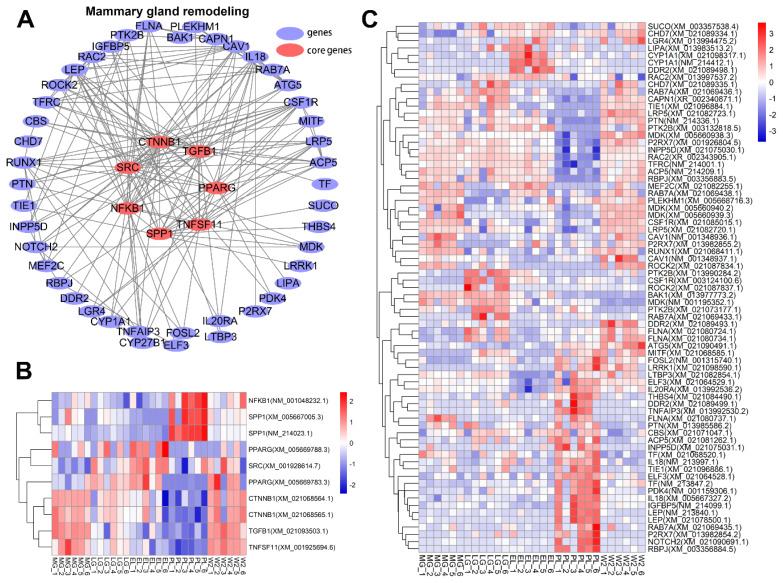
Regulatory network and expression patterns of key genes associated with mammary gland remodeling. (A) Core regulatory network highlighting key genes (red nodes: *NFKB1*, *SPP1*, *PPARG*, *SRC*, *CTNNB1*, *TGFB1*, *TNFSF11*). Blue nodes represent other related genes; edges indicate predicted interactions. (B) Heatmap of core genes showing standardized expression across samples (blue: low, red: high). (C) Heatmap of other network genes across lactation stages. MG, mid-gestation; LG, late gestation; EL, early lactation; PL, peak lactation; W2, early involution.

## Data Availability

The data supporting this study are available from the corresponding author upon reasonable request. RNA-seq data are accessible via NCBI GEO (accession: GSE295679).

# Supplementary material for: Time-resolved transcriptomic profiling of mammary gland tissue during ductal morphogenesis, lactation activation, and involution in sows
**Source:** Anim Biosci. 2025 Nov 14;39(5):250560. doi: 10.5713/ab.250560
**Supplement:** Supplementary file 1

Supplementary Materials

塔里木大学涉及人体及动物（生物）科技伦理实验  
审查同意书

|      |              |      |               |
|------|--------------|------|---------------|
| 申请编号 | B20250506001 | 批准编号 | PB20250506001 |
|------|--------------|------|---------------|

本《涉及人体及动物（生物）科技伦理实验方案》经过塔里木大学科技伦理委员会审核，符合涉及人体及动物（生物）科技伦理保护原则，符合国家实验涉及人体及动物（生物）科技伦理的相关规定。相关信息如下：

|      |                                                                                                  |       |       |    |                           |
|------|--------------------------------------------------------------------------------------------------|-------|-------|----|---------------------------|
| 文章名称 | 猪乳腺导管发育、泌乳功能激活与腺体退化过程的时序性转录组研究                                                                   |       |       |    |                           |
| 通讯作者 | 玄荣                                                                                               | 职称/学位 | 讲师/博士 | 邮箱 |  |
| 第一作者 | 彭亚南                                                                                              | 职称/学位 | 无/硕士  | 邮箱 |     |
| 审核意见 | <input checked="" type="checkbox"/> 符合涉及人体及动物（生物）科技伦理要求，可以进行申请项目。<br><input type="checkbox"/> 其他 |       |       |    |                           |
|      | 备注：                                                                                              |       |       |    |                           |

塔里木大学科技伦理委员会  
塔里木大学科研处（代章）  
日期：2025年5月6日

Supplement 1. Animal ethics approval statement.

# Supplementary material for: Time-resolved transcriptomic profiling of mammary gland tissue during ductal morphogenesis, lactation activation, and involution in sows
**Source:** Anim Biosci. 2025 Nov 14;39(5):250560. doi: 10.5713/ab.250560
**Supplement:** Supplementary file 2

**Supplement 2. Summary of sample collection time points, animal characteristics, and tissue sampling sites.**

| <b>Sample Collection Time Point</b> | <b>Age (months )</b> | <b>Body Weight (kg)</b> | <b>Chest Girth (cm)</b> | <b>Body Length (cm)</b> | <b>Backfat Thickness (mm)</b> | <b>Gestation/Lactation Stage Description</b> | <b>Tissue Collection Site</b>                         |
|-------------------------------------|----------------------|-------------------------|-------------------------|-------------------------|-------------------------------|----------------------------------------------|-------------------------------------------------------|
| Day 70 of Gestation                 | 24                   | 207.86                  | 110                     | 145                     | 18                            | Mid-Gestation                                | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 70 of Gestation                 | 25                   | 207.18                  | 112                     | 147                     | 19                            | Mid-Gestation                                | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 70 of Gestation                 | 25                   | 205.78                  | 114                     | 149                     | 18                            | Mid-Gestation                                | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 70 of Gestation                 | 24                   | 206.71                  | 116                     | 151                     | 18                            | Mid-Gestation                                | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 70 of Gestation                 | 25                   | 207.22                  | 110                     | 153                     | 19                            | Mid-Gestation                                | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 70 of Gestation                 | 24                   | 206.95                  | 112                     | 155                     | 20                            | Mid-Gestation                                | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 110 of Gestation                | 26                   | 218.75                  | 114                     | 145                     | 21                            | Late Gestation                               | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 110 of Gestation                | 25                   | 217.28                  | 116                     | 147                     | 21                            | Late Gestation                               | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 110 of Gestation                | 26                   | 218.62                  | 115                     | 149                     | 20                            | Late Gestation                               | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 110 of Gestation                | 26                   | 217.32                  | 116                     | 151                     | 19                            | Late Gestation                               | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 110 of Gestation                | 25                   | 217.63                  | 114                     | 153                     | 19                            | Late Gestation                               | 1–2 cm Below the Third Pair of Teats on the Left Side |

|                      |    |        |     |     |    |                 |                                                       |
|----------------------|----|--------|-----|-----|----|-----------------|-------------------------------------------------------|
| Day 110 of Gestation | 26 | 218.97 | 116 | 155 | 21 | Late Gestation  | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 2 Postpartum     | 25 | 212.14 | 114 | 145 | 21 | Early Lactation | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 2 Postpartum     | 25 | 212.36 | 112 | 147 | 20 | Early Lactation | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 2 Postpartum     | 26 | 210.67 | 114 | 149 | 20 | Early Lactation | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 2 Postpartum     | 26 | 210.89 | 116 | 151 | 21 | Early Lactation | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 2 Postpartum     | 25 | 212.33 | 110 | 153 | 19 | Early Lactation | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 2 Postpartum     | 26 | 214.27 | 112 | 155 | 20 | Early Lactation | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 10 Postpartum    | 26 | 208.57 | 114 | 145 | 18 | Peak Lactation  | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 10 Postpartum    | 26 | 208.91 | 116 | 147 | 19 | Peak Lactation  | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 10 Postpartum    | 26 | 210.21 | 113 | 149 | 20 | Peak Lactation  | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 10 Postpartum    | 25 | 207.64 | 112 | 151 | 18 | Peak Lactation  | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 10 Postpartum    | 25 | 210.17 | 114 | 153 | 19 | Peak Lactation  | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 10 Postpartum    | 26 | 209.45 | 116 | 155 | 20 | Peak Lactation  | 1–2 cm Below the Third Pair of Teats on the Left Side |

|                    |    |        |     |     |    |                  |                                                       |
|--------------------|----|--------|-----|-----|----|------------------|-------------------------------------------------------|
| Day 2 Post-weaning | 26 | 210.14 | 110 | 145 | 18 | Early Dry Period | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 2 Post-weaning | 25 | 210.37 | 112 | 147 | 19 | Early Dry Period | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 2 Post-weaning | 26 | 210.47 | 112 | 149 | 20 | Early Dry Period | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 2 Post-weaning | 27 | 210.18 | 111 | 151 | 21 | Early Dry Period | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 2 Post-weaning | 27 | 208.96 | 110 | 153 | 21 | Early Dry Period | 1–2 cm Below the Third Pair of Teats on the Left Side |
| Day 2 Post-weaning | 27 | 211.24 | 112 | 155 | 20 | Early Dry Period | 1–2 cm Below the Third Pair of Teats on the Left Side |

---

# Supplementary material for: Time-resolved transcriptomic profiling of mammary gland tissue during ductal morphogenesis, lactation activation, and involution in sows
**Source:** Anim Biosci. 2025 Nov 14;39(5):250560. doi: 10.5713/ab.250560
**Supplement:** Supplementary file 3

**Supplement 3. Primer sequences for quantitative PCR and stability evaluation of candidate housekeeping genes using NormFinder analysis.**

**Supplement 3A. Primer sequences of candidate housekeeping genes.**

| Gene ID                 | 5' primer            | 3' primer            | Tm (5' primer) | GC% (5' primer) | Tm (3' primer) | GC% (3' primer) |
|-------------------------|----------------------|----------------------|----------------|-----------------|----------------|-----------------|
| NM_001206359.1(GAPDH)   | AGTGAACGGATTTGGCCGC  | TCTCATGGTTCACGCCCATC | 61.33          | 57.89           | 60.11          | 55              |
| NM_214373.1(TPT1)       | TGGACTACCGTGAGGATGG  | CAGTGGCCAGCCAGTTATG  | 59.96          | 55              | 60.04          | 55              |
|                         | T                    | A                    |                |                 |                |                 |
| XM_003356239.4(DNAJC8)  | AGAGGGTCAGAAGGCGAG   | CGCCACCTCACATGAGTCT  | 60.03          | 55              | 60.04          | 55              |
|                         | AT                   | T                    |                |                 |                |                 |
| XM_021091108.1(VDR)     | CATCCGAGGGAGCAATGTC  | CATAACGGAGGTCTCGTGG  | 59.82          | 55              | 59.9           | 60              |
|                         | A                    | G                    |                |                 |                |                 |
| XM_021072721.1(LZTS1)   | GTCCGTCGGTCTTTGTCTGT | GACCCTGACAGTTACACGC  | 59.97          | 55              | 59.97          | 55              |
|                         |                      | A                    |                |                 |                |                 |
| XM_021066242.1(STAT5B)  | GAAAGCCAAGCTTGAACAC  | TCTCCGCCAACTTCTCACAC | 58.24          | 50              | 59.97          | 55              |
|                         | G                    |                      |                |                 |                |                 |
| NM_214023.1(SPP1)       | GGGCTGCAGACCAAGGAAA  | GTGAGGTCTTCCTCTGTGG  | 60.23          | 57.89           | 60.04          | 60              |
|                         |                      | C                    |                |                 |                |                 |
| XM_003358764.5(NCBP2)   | CCGGAAGCCTCTTCATGGTT | TCCTCCCTGCGCTTAGAGT  | 60.04          | 55              | 60.13          | 52.38           |
|                         |                      | AT                   |                |                 |                |                 |
| XM_021082977.1(TCN1)    | AATACACAACGGCAATCCG  | TGTTAAACACCGCGTCCAG  | 59.55          | 50              | 59.9           | 50              |
|                         | C                    | A                    |                |                 |                |                 |
| NM_001245010.1(BHLHE40) | CCAGTCATCCAGCGGACTT  | TGCACATGAGTGCGTGCAT  | 60.04          | 55              | 60.97          | 52.63           |
|                         | T                    |                      |                |                 |                |                 |
| XM_003132925.6(UNG)     | GCAAACAGCCCATCAACTG  | CAGGTGGCAGGGTGATCTT  | 60.04          | 55              | 59.96          | 55              |
|                         | G                    | T                    |                |                 |                |                 |

|                       |         |              |                     |       |    |       |    |
|-----------------------|---------|--------------|---------------------|-------|----|-------|----|
| NM_001244697.1(LSAMP) | CAACGTC | ACTGAGGAGCAC | CACCGACCCAGGTCTGAAA | 59.97 | 55 | 59.89 | 55 |
|                       | T       |              | A                   |       |    |       |    |

---

**Supplement 3B. qPCR amplification efficiency and correlation coefficients.**

| Gene ID                 | Slope of the standard curve | R2          | Efficiency  |
|-------------------------|-----------------------------|-------------|-------------|
| NM_001206359.1(GAPDH)   | -3.412571429                | 0.972458371 | 96.35147107 |
| NM_214373.1(TPT1)       | -3.351428571                | 0.981204617 | 98.78344905 |
| XM_003356239.4(DNAJC8)  | -3.495238095                | 0.989327541 | 93.24289819 |
| XM_021091108.1(VDR)     | -3.287142857                | 0.993785194 | 101.4723993 |
| XM_021072721.1(LZTS1)   | -3.468571429                | 0.957421038 | 94.22410556 |
| XM_021066242.1(STAT5B)  | -3.392380952                | 0.968314792 | 97.14157165 |
| NM_214023.1(SPP1)       | -3.45047619                 | 0.974685103 | 94.90145013 |
| XM_003358764.5(NCBP2)   | -3.517142857                | 0.995812506 | 92.45167251 |
| XM_021082977.1(TCN1)    | -3.365714286                | 0.990532187 | 98.2046103  |
| NM_001245010.1(BHLHE40) | -3.530952381                | 0.963278429 | 91.9595442  |
| XM_003132925.6(UNG)     | -3.478095238                | 0.987693154 | 93.8713753  |
| NM_001244697.1(LSAMP)   | -3.408095238                | 0.985104387 | 96.5255545  |

R2 = coefficient of determination of the standard curve (%).

Efficiency is calculated as  $[(10^{(-1/\text{curve slope})} - 1) \times 100]$ , (%).

**Supplement 3C. Expression distribution of 15 housekeeping genes across developmental stages.**

| Sample | GAPDH    | ACTB     | ATP5B    | S100A6   | RPL4     | FLOT2    | RPL32    | HPRT1    | B2M      | UBC      | RPL13A   | HMBS     | EIF4A2   | GUSB     | TPT1     | Group |
|--------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|-------|
| MG_1   | 184.9378 | 614.6918 | 515.3144 | 115.5593 | 2766.546 | 10.59076 | 865.561  | 44.7272  | 426.4478 | 178.5928 | 2747.8   | 6.409265 | 483.0443 | 27.91332 | 11137.59 | MG    |
| MG_2   | 200.1188 | 646.3125 | 548.6849 | 102.7888 | 2601.852 | 11.771   | 801.0606 | 59.99197 | 541.9239 | 209.9471 | 2858.589 | 8.499912 | 463.1995 | 27.74149 | 11543.1  | MG    |
| MG_3   | 209.5573 | 514.6583 | 597.5557 | 123.7614 | 2684.369 | 11.07898 | 607.3107 | 72.99445 | 533.6635 | 230.7548 | 2873.74  | 12.50212 | 421.8947 | 27.97998 | 11794.21 | MG    |
| MG_4   | 199.9786 | 647.5292 | 548.209  | 102.0018 | 2602.012 | 11.03765 | 803.2175 | 59.66065 | 541.0766 | 210.3029 | 2858.567 | 9.779641 | 462.8925 | 26.71495 | 11543.48 | MG    |
| MG_5   | 199.4107 | 648.1891 | 548.7382 | 101.8944 | 2602.084 | 10.67536 | 803.2437 | 60.7144  | 541.2069 | 209.6141 | 2859.365 | 8.581333 | 463.9529 | 27.50858 | 11543.68 | MG    |
| MG_6   | 204.5751 | 813.0811 | 532.7408 | 67.02617 | 2354.913 | 10.51263 | 933.7343 | 62.07177 | 663.0964 | 220.476  | 2954.012 | 8.819787 | 487.1205 | 25.69937 | 11699.65 | MG    |
| LG_1   | 161.4231 | 528.2965 | 481.1941 | 51.23417 | 2710.601 | 11.60856 | 1220.318 | 35.28144 | 514.4174 | 186.636  | 2799.388 | 4.289519 | 349.8556 | 22.10463 | 10959.7  | LG    |
| LG_2   | 165.1825 | 481.6028 | 470.0981 | 57.46914 | 2699.514 | 9.047106 | 1392.471 | 37.64771 | 552.1988 | 201.3973 | 2538.57  | 5.787394 | 350.696  | 19.27862 | 11425.47 | LG    |
| LG_3   | 164.1228 | 574.0206 | 402.3049 | 52.51321 | 2533.068 | 5.627991 | 1984.407 | 32.12838 | 491.3913 | 178.5566 | 2611.721 | 4.09555  | 301.5556 | 19.00807 | 11464.54 | LG    |
| LG_4   | 170.6849 | 342.2458 | 523.6693 | 64.60028 | 2852.868 | 9.652164 | 971.5662 | 48.37441 | 651.7325 | 238.2204 | 2205.367 | 8.049324 | 400.2121 | 17.35065 | 11852.78 | LG    |
| LG_5   | 165.5541 | 481.3179 | 468.9071 | 56.06105 | 2699.263 | 8.737018 | 1391.913 | 37.86498 | 552.7372 | 201.1989 | 2538.553 | 4.529144 | 351.0724 | 20.27232 | 11425.65 | LG    |
| LG_6   | 166.565  | 481.1408 | 470.0131 | 55.52816 | 2699.524 | 8.987122 | 1392.307 | 39.0681  | 552.6587 | 201.2547 | 2539.189 | 5.013666 | 349.8312 | 20.16384 | 11425.94 | LG    |
| EL_1   | 160.864  | 381.7852 | 467.1546 | 25.36622 | 1719.428 | 8.850427 | 696.5848 | 30.45641 | 339.4678 | 197.9363 | 2089.538 | 5.071844 | 271.067  | 18.76087 | 10946.95 | EL    |
| EL_2   | 159.9221 | 382.0813 | 469.0075 | 24.16836 | 1718.813 | 8.940511 | 696.4437 | 29.06386 | 338.4276 | 197.7764 | 2089.332 | 5.122298 | 270.2435 | 19.86662 | 10946.3  | EL    |
| EL_3   | 175.0789 | 369.3251 | 523.946  | 28.47618 | 2707.713 | 14.76278 | 812.2294 | 41.30806 | 349.9395 | 246.7613 | 2489.005 | 6.826115 | 489.491  | 22.92618 | 12125.51 | EL    |
| EL_4   | 146.8793 | 345.7606 | 404.731  | 24.65447 | 249.607  | 5.804922 | 402.9016 | 21.03029 | 297.5615 | 172.8294 | 1668.896 | 3.489424 | 143.3203 | 15.69904 | 10316.77 | EL    |
| EL_5   | 160.9572 | 382.4358 | 468.5803 | 24.46501 | 1718.143 | 9.484223 | 696.2118 | 31.01053 | 338.8131 | 197.7488 | 2088.851 | 5.69901  | 271.1559 | 20.03421 | 10947.2  | EL    |
| EL_6   | 158.1269 | 432.4121 | 475.4284 | 21.98783 | 2198.819 | 7.18147  | 873.7401 | 27.91343 | 368.9429 | 173.8869 | 2110.049 | 4.478028 | 180.9814 | 21.12627 | 10397.82 | EL    |
| PL_1   | 96.28729 | 449.2242 | 275.8634 | 112.0576 | 1184.502 | 12.83396 | 691.7931 | 15.3315  | 480.0325 | 189.7428 | 980.6696 | 5.587901 | 195.6642 | 11.77155 | 8636.491 | PL    |
| PL_2   | 70.17715 | 285.1618 | 303.5563 | 29.84765 | 700.1317 | 6.661003 | 308.1673 | 10.02992 | 264.7738 | 118.4043 | 609.4699 | 4.69153  | 148.6962 | 10.69259 | 5174.195 | PL    |
| PL_3   | 124.1673 | 628.3709 | 300.4246 | 144.8681 | 1327.538 | 13.29045 | 984.083  | 18.76652 | 689.3087 | 132.7552 | 1031.679 | 4.88354  | 189.6597 | 14.18157 | 9521.532 | PL    |
| PL_4   | 96.50829 | 449.6955 | 276.679  | 112.209  | 1184.736 | 11.97065 | 691.1347 | 15.45688 | 479.9521 | 190.5028 | 980.4007 | 4.048659 | 196.1944 | 12.90442 | 8636.996 | PL    |
| PL_5   | 96.01842 | 449.6057 | 275.9285 | 111.9539 | 1184.335 | 11.95574 | 691.0704 | 14.8622  | 479.5633 | 190.6121 | 981.1452 | 4.728754 | 195.591  | 12.10752 | 8637.251 | PL    |
| PL_6   | 94.91874 | 435.3469 | 224.9228 | 162.6342 | 1526.668 | 15.59308 | 782.5175 | 16.37459 | 486.6194 | 318.9156 | 1300.677 | 6.170539 | 249.7591 | 10.85655 | 11215.41 | PL    |

|      |          |          |          |          |          |          |          |          |          |          |          |          |          |          |          |    |
|------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----------|----|
| W2_1 | 169.6896 | 717.0052 | 557.4859 | 109.6733 | 1772.619 | 7.454392 | 1056.432 | 61.54582 | 413.6273 | 212.5603 | 2986.218 | 7.084764 | 351.4268 | 27.22933 | 11224.01 | W2 |
| W2_2 | 162.6505 | 886.6597 | 530.038  | 37.87026 | 370.415  | 7.884785 | 1224.791 | 57.86574 | 475.9242 | 192.8097 | 3219.554 | 4.703153 | 515.3267 | 30.42917 | 10892.93 | W2 |
| W2_3 | 178.7987 | 355.8303 | 576.4178 | 141.0982 | 2237.225 | 11.47407 | 780.3968 | 64.94308 | 383.0439 | 220.967  | 2857.596 | 10.45552 | 451.5637 | 23.68656 | 12455.41 | W2 |
| W2_4 | 169.7397 | 717.0501 | 557.8642 | 109.0497 | 1772.15  | 8.24965  | 1056.346 | 61.08415 | 413.0934 | 212.599  | 2986.436 | 6.26313  | 352.1428 | 28.56813 | 11224.51 | W2 |
| W2_5 | 170.5208 | 717.0957 | 557.4165 | 109.1628 | 1773.023 | 8.400326 | 1056.139 | 60.77502 | 413.9155 | 212.5287 | 2986.29  | 7.392707 | 351.9573 | 28.33535 | 11224.75 | W2 |
| W2_6 | 167.3075 | 907.9592 | 566.8122 | 149.3121 | 2710.7   | 6.565944 | 1163.359 | 59.18688 | 381.4611 | 223.9165 | 2881.747 | 4.283201 | 88.97591 | 29.25659 | 10324.45 | W2 |

---

**Supplement 3D. NormFinder-based stability values and ranking of housekeeping genes.**

| Stability of a single reference gene calculated by Normfinder |                  |                          |           |
|---------------------------------------------------------------|------------------|--------------------------|-----------|
| Gene_ID                                                       | Group Difference | Group Standard Deviation | Stability |
| GAPDH                                                         | 0.63             | 0.11                     | 0.17      |
| TPT1                                                          | 0.59             | 0.09                     | 0.18      |
| ATP5B                                                         | 0.62             | 0.21                     | 0.23      |
| UBC                                                           | 0.58             | 0.2                      | 0.28      |
| GUSB                                                          | 0.68             | 0.17                     | 0.28      |
| HMBS                                                          | 0.62             | 0.31                     | 0.3       |
| EIF4A2                                                        | 0.53             | 0.48                     | 0.31      |
| ACTB                                                          | 0.43             | 0.35                     | 0.32      |
| RPL13A                                                        | 1.45             | 0.09                     | 0.33      |
| B2M                                                           | 0.9              | 0.17                     | 0.34      |
| RPL32                                                         | 1.07             | 0.3                      | 0.37      |
| HPRT1                                                         | 1.71             | 0.11                     | 0.41      |
| FLOT2                                                         | 1.41             | 0.21                     | 0.43      |
| RPL4                                                          | 1.01             | 0.66                     | 0.44      |
| S100A6                                                        | 2.38             | 0.45                     | 0.72      |

  

| Stability of paired reference genes calculated by Normfinder |       |           |  |
|--------------------------------------------------------------|-------|-----------|--|
| Gene1                                                        | Gene2 | Stability |  |
| GAPDH                                                        | ATP5B | 0.18      |  |
| GAPDH                                                        | UBC   | 0.17      |  |
| GAPDH                                                        | TPT1  | 0.16      |  |
| ATP5B                                                        | UBC   | 0.17      |  |
| ATP5B                                                        | TPT1  | 0.17      |  |

UBC

TPT1

0.23

---

# Supplementary material for: Time-resolved transcriptomic profiling of mammary gland tissue during ductal morphogenesis, lactation activation, and involution in sows
**Source:** Anim Biosci. 2025 Nov 14;39(5):250560. doi: 10.5713/ab.250560
**Supplement:** Supplementary file 4

**Supplement 4. Summary of total reads, clean reads, mapped reads, and mapping rates of mammary gland samples across developmental stages.**

| <b>ID</b> | <b>Total_reads</b> | <b>Clean reads</b> | <b>Mapping reads</b> | <b>Mapping rate (%)</b> |
|-----------|--------------------|--------------------|----------------------|-------------------------|
| MG_1      | 15359658           | 13627089           | 12922568             | 94.83                   |
| MG_2      | 10209215           | 9640562            | 8978255              | 93.13                   |
| MG_3      | 10955924           | 9888817            | 9419098              | 95.25                   |
| MG_4      | 11228872           | 10203676           | 9720022              | 95.26                   |
| MG_5      | 10749101           | 9485007            | 8941516              | 94.27                   |
| MG_6      | 9380179            | 8530335            | 8246275              | 96.67                   |
| LG_1      | 19735456           | 17931635           | 16880841             | 94.14                   |
| LG_2      | 11181784           | 10560077           | 10127114             | 95.9                    |
| LG_3      | 11951622           | 10752874           | 9952860              | 92.56                   |
| LG_4      | 10008072           | 8822115            | 8474524              | 96.06                   |
| LG_5      | 9926854            | 9264733            | 8530966              | 92.08                   |
| LG_6      | 11035192           | 9752903            | 8974621              | 92.02                   |
| EL_1      | 10437247           | 9840236            | 9515508              | 96.7                    |
| EL_2      | 10374501           | 9764480            | 9362183              | 95.88                   |
| EL_3      | 13126162           | 11661282           | 10755200             | 92.23                   |
| EL_4      | 14561353           | 13134340           | 12253026             | 93.29                   |
| EL_5      | 11475742           | 10190459           | 9497508              | 93.2                    |
| EL_6      | 14064962           | 12799115           | 12096444             | 94.51                   |
| PL_1      | 10612547           | 9618151            | 9172831              | 95.37                   |
| PL_2      | 12095287           | 11088959           | 10663143             | 96.16                   |
| PL_3      | 10056002           | 9342026            | 8817004              | 94.38                   |
| PL_4      | 12073055           | 11302794           | 10488993             | 92.8                    |
| PL_5      | 10110591           | 9164240            | 8615302              | 94.01                   |
| PL_6      | 9273962            | 8317817            | 7993422              | 96.1                    |

|      |          |          |          |       |
|------|----------|----------|----------|-------|
| W2_1 | 9949970  | 9198747  | 8889669  | 96.64 |
| W2_2 | 10927580 | 9969231  | 9524603  | 95.54 |
| W2_3 | 10349213 | 9244952  | 8947265  | 96.78 |
| W2_4 | 10059467 | 9459923  | 8895166  | 94.03 |
| W2_5 | 15883509 | 14006078 | 13216135 | 94.36 |
| W2_6 | 9675245  | 8855752  | 8236735  | 93.01 |

---

# Supplementary material for: Time-resolved transcriptomic profiling of mammary gland tissue during ductal morphogenesis, lactation activation, and involution in sows
**Source:** Anim Biosci. 2025 Nov 14;39(5):250560. doi: 10.5713/ab.250560
**Supplement:** Supplementary file 5

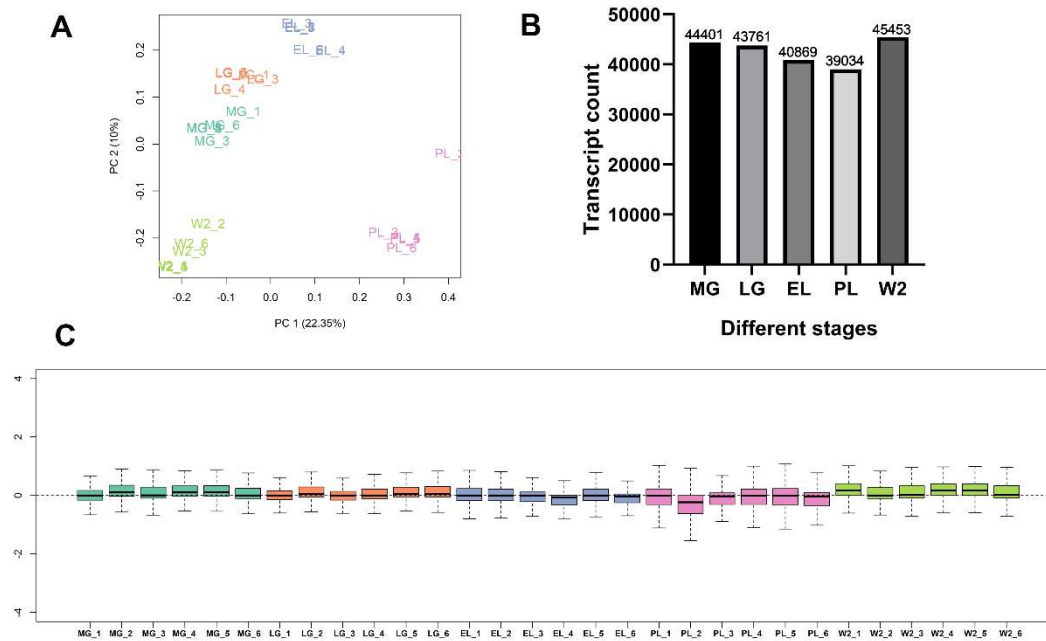

**Supplement 5. Pre-normalization quality assessment of transcriptomic data across different mammary gland developmental stages.** (A) Principal component analysis (PCA) of raw transcriptomic profiles from five physiological stages: mid-gestation (MG), late gestation (LG), early lactation (EL), peak lactation (PL), and early involution (W2). The first principal component (PC1) and second principal component (PC2) explained 22.35% and 10% of the variance, respectively. (B) Total number of transcripts detected at each stage. W2 samples exhibited the highest transcript count, whereas PL samples showed the lowest. (C) Boxplots of raw expression value distributions across all samples, indicating a generally consistent distribution but with slight sample dispersion before normalization.

# Supplementary material for: Time-resolved transcriptomic profiling of mammary gland tissue during ductal morphogenesis, lactation activation, and involution in sows
**Source:** Anim Biosci. 2025 Nov 14;39(5):250560. doi: 10.5713/ab.250560
**Supplement:** Supplementary file 6

**Supplement 6. Raw counts of all transcripts across different mammary gland developmental stages. Due to the large file size, the complete raw count matrix has been deposited in Figshare and is publicly available at <https://doi.org/10.6084/m9.figshare.31015387>.**

# Supplementary material for: Time-resolved transcriptomic profiling of mammary gland tissue during ductal morphogenesis, lactation activation, and involution in sows
**Source:** Anim Biosci. 2025 Nov 14;39(5):250560. doi: 10.5713/ab.250560
**Supplement:** Supplementary file 7

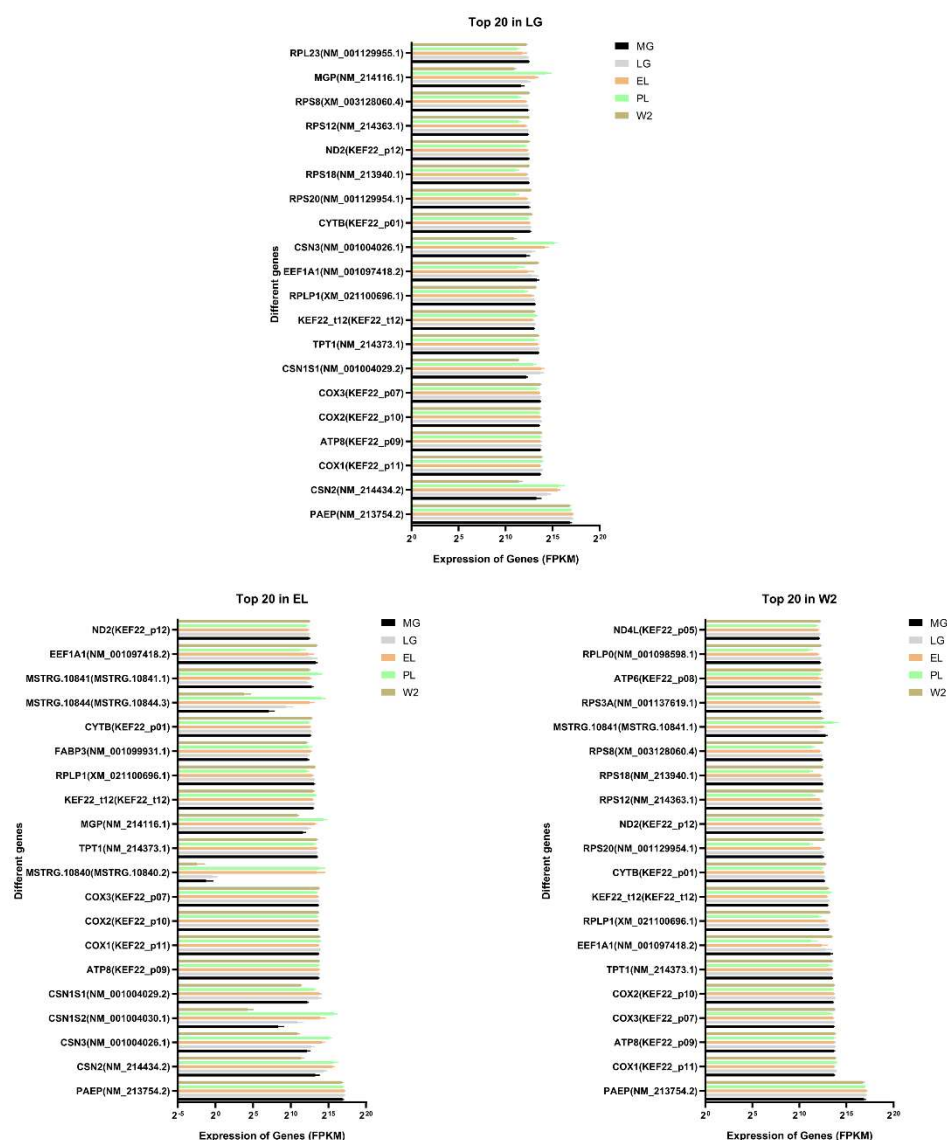

**Supplement 7. Expression profiles of the top 20 highly expressed genes at different mammary gland developmental stages.** Bar plots show the expression levels (FPKM) of the top 20 highly expressed genes selected from late gestation (LG), early lactation (EL), and early involution (W2) stages. The expression of these genes is compared across five stages: mid-gestation (MG), late gestation (LG), early lactation (EL), peak lactation (PL), and early involution (W2).

# Supplementary material for: Time-resolved transcriptomic profiling of mammary gland tissue during ductal morphogenesis, lactation activation, and involution in sows
**Source:** Anim Biosci. 2025 Nov 14;39(5):250560. doi: 10.5713/ab.250560
**Supplement:** Supplementary file 8

**Supplement 8. Differentially expressed transcripts identified across different developmental stages of the mammary gland. Due to the large file size, the complete raw count matrix has been deposited in Figshare and is publicly available at <https://doi.org/10.6084/m9.figshare.31015387>.**

# Supplementary material for: Time-resolved transcriptomic profiling of mammary gland tissue during ductal morphogenesis, lactation activation, and involution in sows
**Source:** Anim Biosci. 2025 Nov 14;39(5):250560. doi: 10.5713/ab.250560
**Supplement:** Supplementary file 9

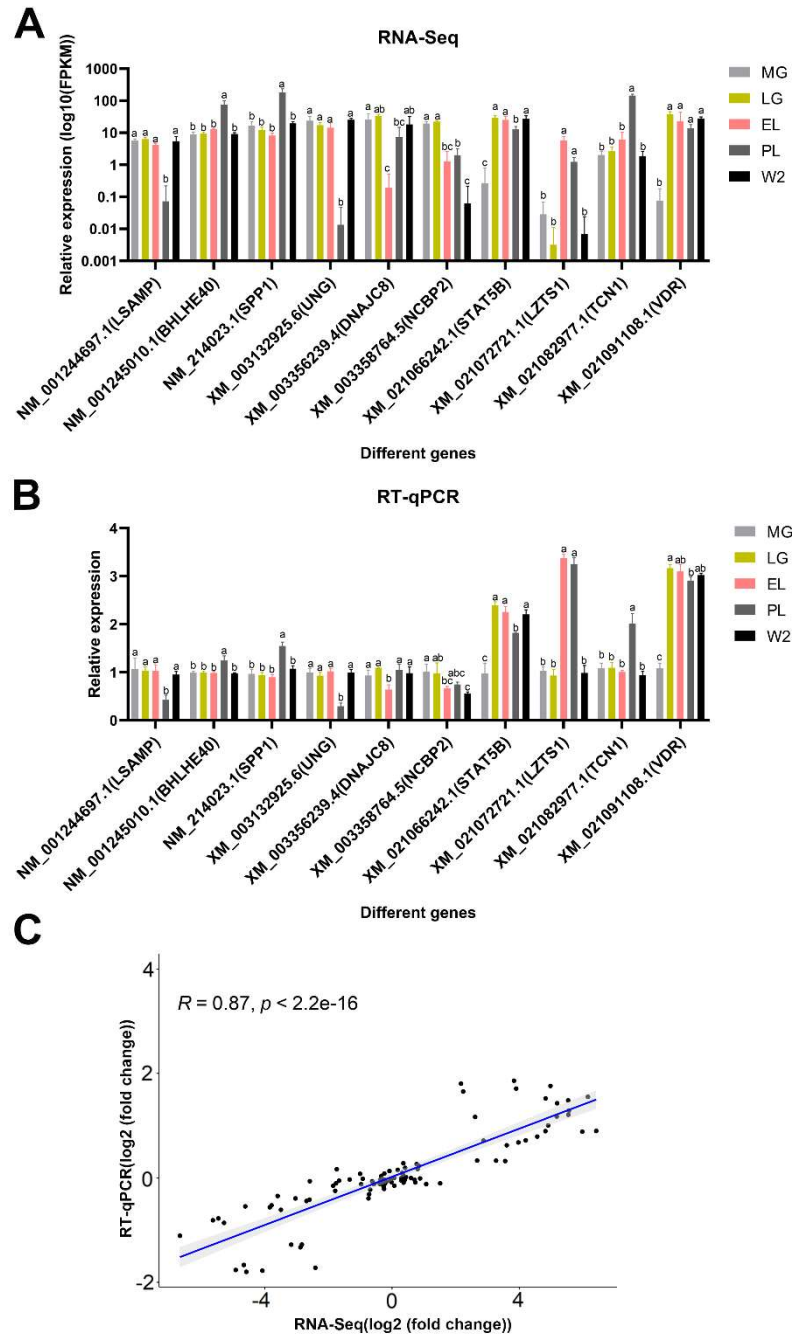

**Supplement 9. Validation of RNA-Seq results by RT-qPCR analysis.** (A) Relative expression levels (log<sub>10</sub>-transformed FPKM) of selected differentially expressed genes detected by RNA-Seq across five mammary gland developmental stages: mid-gestation (MG), late gestation (LG), early lactation (EL), peak lactation (PL), and early involution (W2). Different letters above the bars indicate significant differences ( $p < 0.05$ ). (B) Relative expression levels of the same genes validated by RT-qPCR. (C) Correlation analysis between RNA-Seq and RT-qPCR results. A strong positive correlation was observed ( $R = 0.87, p < 2.2e-16$ ), supporting the reliability of the RNA-Seq data.

# Supplementary material for: Time-resolved transcriptomic profiling of mammary gland tissue during ductal morphogenesis, lactation activation, and involution in sows
**Source:** Anim Biosci. 2025 Nov 14;39(5):250560. doi: 10.5713/ab.250560
**Supplement:** Supplementary file 10

**Supplement 10. Clustering analysis of differentially expressed transcripts based on expression profiles. Due to the large file size, the complete raw count matrix has been deposited in Figshare and is publicly available at <https://doi.org/10.6084/m9.figshare.31015387>.**

# Supplementary material for: Time-resolved transcriptomic profiling of mammary gland tissue during ductal morphogenesis, lactation activation, and involution in sows
**Source:** Anim Biosci. 2025 Nov 14;39(5):250560. doi: 10.5713/ab.250560
**Supplement:** Supplementary file 11

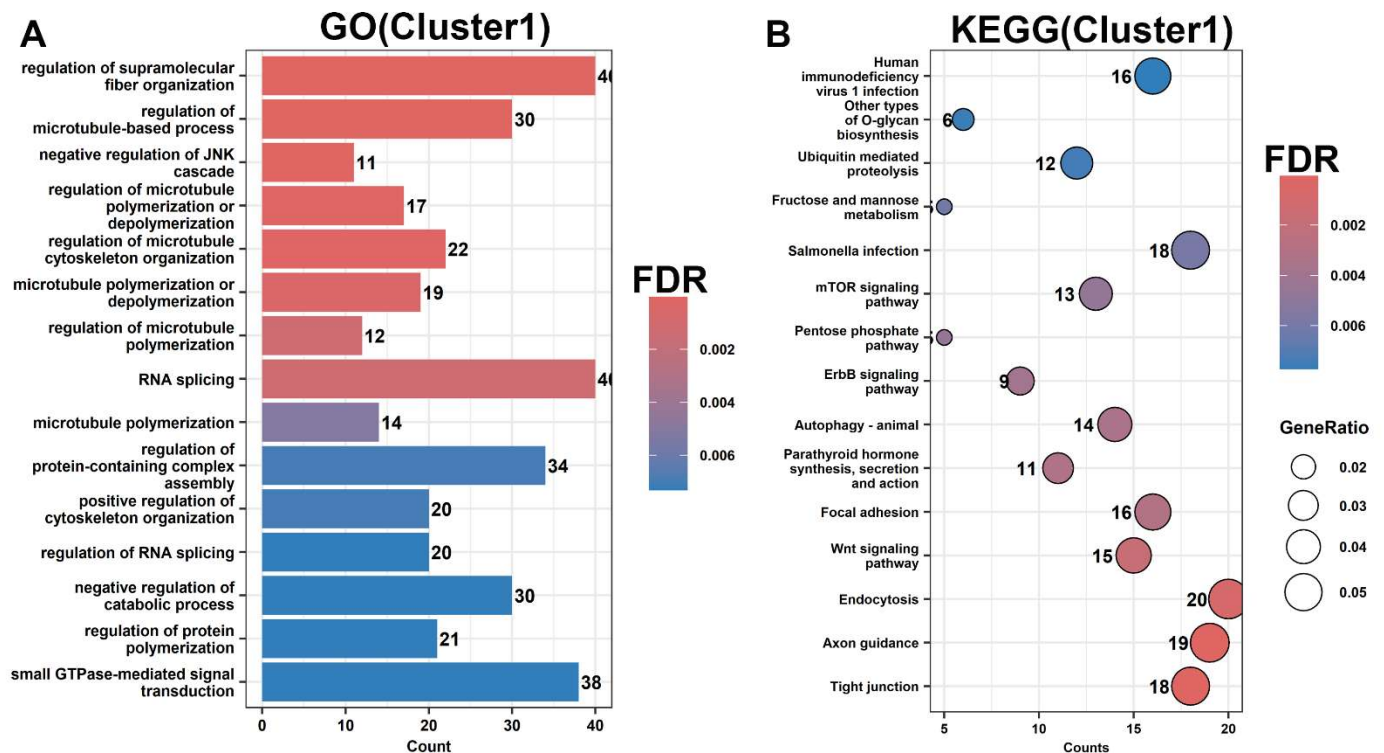

**Supplement 11. Functional enrichment analysis of genes in Cluster 1.** (A) Gene Ontology (GO) enrichment analysis for genes in Cluster 1. Top enriched biological processes included regulation of supramolecular fiber organization, microtubule-based processes, and RNA splicing. The bar color represents the false discovery rate (FDR), and the number at the end of each bar indicates the gene count. (B) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis for Cluster 1 genes. The size of each bubble represents the gene ratio, and the color gradient represents the FDR value. Enriched pathways included tight junction, axon guidance, endocytosis, and Wnt signaling pathway.

# Supplementary material for: Time-resolved transcriptomic profiling of mammary gland tissue during ductal morphogenesis, lactation activation, and involution in sows
**Source:** Anim Biosci. 2025 Nov 14;39(5):250560. doi: 10.5713/ab.250560
**Supplement:** Supplementary file 12

**Supplement 12. GO and KEGG functional enrichment analysis for each cluster of differentially expressed transcripts. Due to the large file size, the complete raw count matrix has been deposited in Figshare and is publicly available at <https://doi.org/10.6084/m9.figshare.31015387>.**

# Supplementary material for: Time-resolved transcriptomic profiling of mammary gland tissue during ductal morphogenesis, lactation activation, and involution in sows
**Source:** Anim Biosci. 2025 Nov 14;39(5):250560. doi: 10.5713/ab.250560
**Supplement:** Supplementary file 13

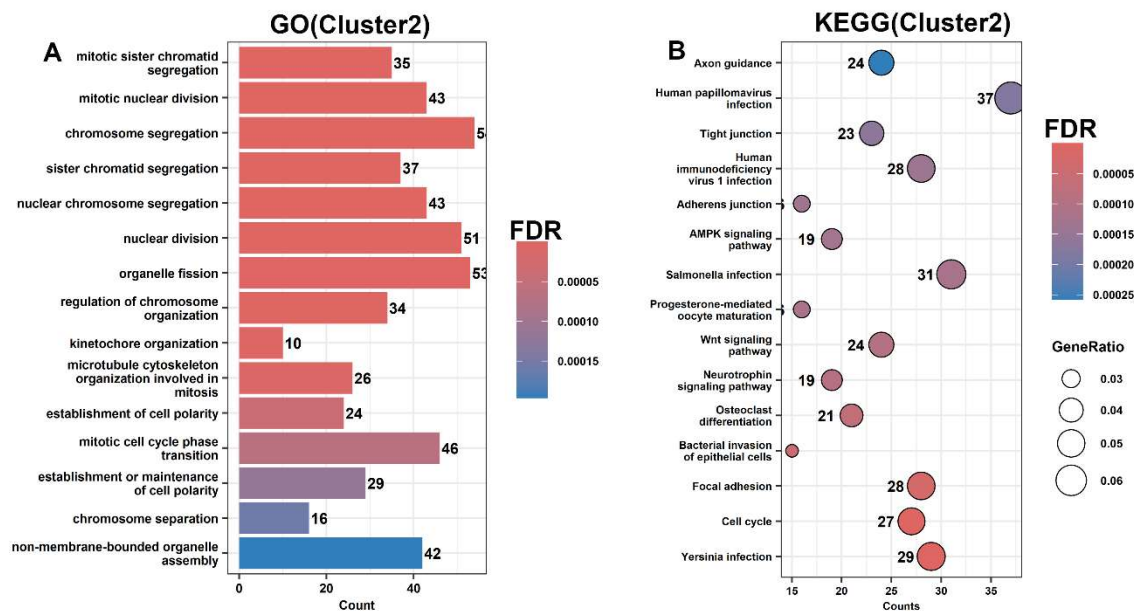

**Supplement 13. Functional enrichment analysis of genes in Cluster 2.** (A) Gene Ontology (GO) enrichment analysis for genes in Cluster 2. Top enriched biological processes included mitotic sister chromatid segregation, nuclear division, and organelle fission. Bar color represents the false discovery rate (FDR), and the number at the end of each bar indicates the gene count. (B) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis for Cluster 2 genes. The size of each bubble represents the gene ratio, and the color gradient represents the FDR value. Enriched pathways included cell cycle, focal adhesion, Wnt signaling pathway, and AMPK signaling pathway.

# Supplementary material for: Time-resolved transcriptomic profiling of mammary gland tissue during ductal morphogenesis, lactation activation, and involution in sows
**Source:** Anim Biosci. 2025 Nov 14;39(5):250560. doi: 10.5713/ab.250560
**Supplement:** Supplementary file 14

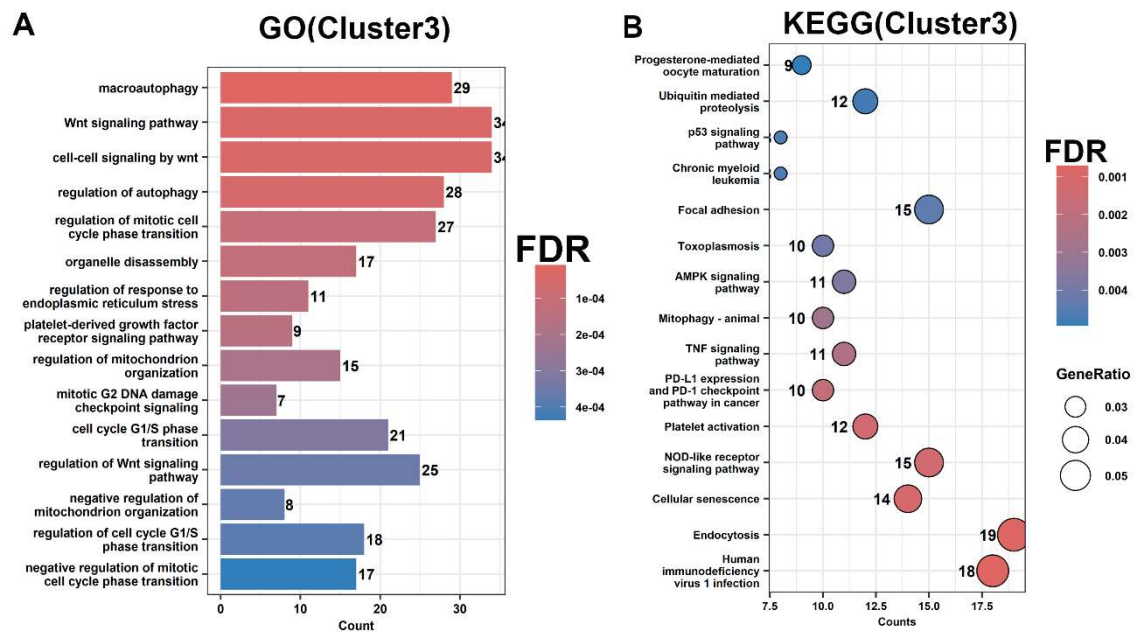

**Supplement 14. Functional enrichment analysis of genes in Cluster 3.** (A) Gene Ontology (GO) enrichment analysis for genes in Cluster 3. Top enriched biological processes included macroautophagy, Wnt signaling pathway, cell-cell signaling by Wnt, and regulation of autophagy. The bar color represents the false discovery rate (FDR), and the number at the end of each bar indicates the gene count. (B) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis for Cluster 3 genes. The size of each bubble represents the gene ratio, and the color gradient represents the FDR value. Enriched pathways included endocytosis, cellular senescence, PD-L1 expression and PD-1 checkpoint pathway in cancer, and AMPK signaling pathway.

# Supplementary material for: Time-resolved transcriptomic profiling of mammary gland tissue during ductal morphogenesis, lactation activation, and involution in sows
**Source:** Anim Biosci. 2025 Nov 14;39(5):250560. doi: 10.5713/ab.250560
**Supplement:** Supplementary file 15

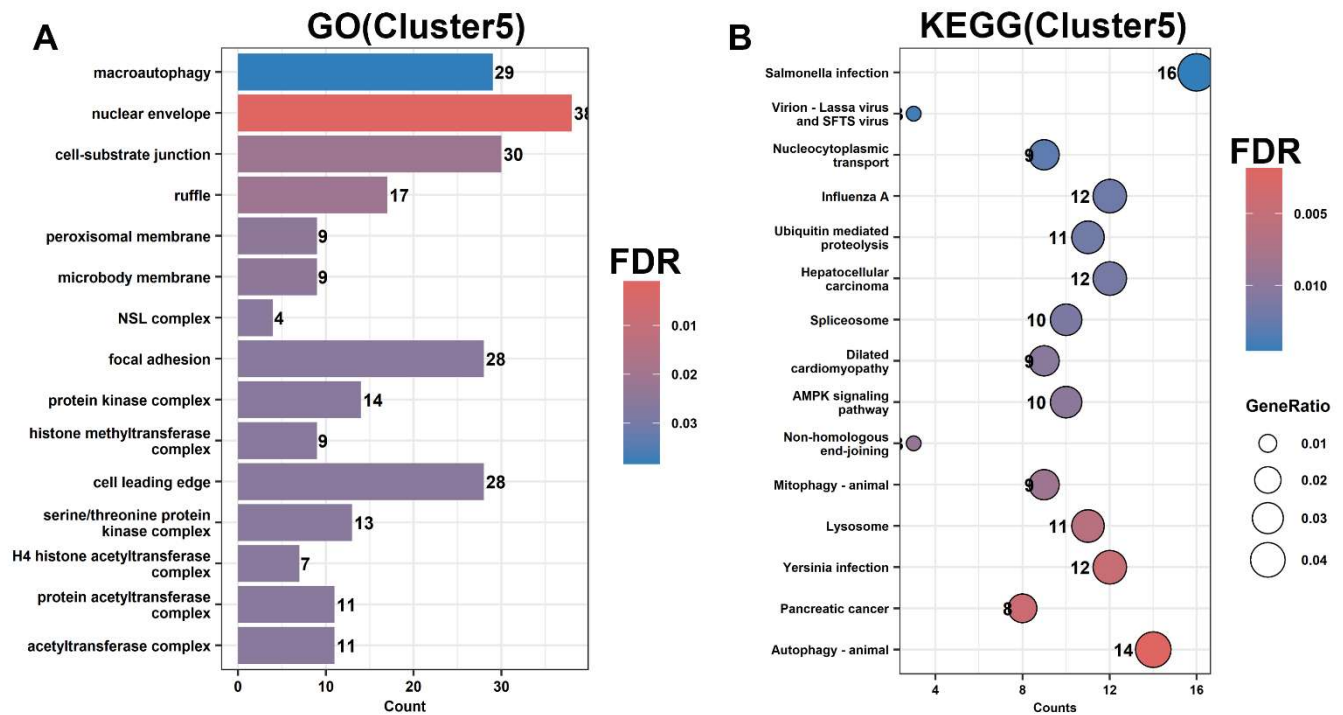

**Supplement 15. Functional enrichment analysis of genes in Cluster 5.** (A) Gene Ontology (GO) enrichment analysis for genes in Cluster 5. Top enriched biological processes included macroautophagy, nuclear envelope organization, and cell-substrate junction formation. Bar color represents the false discovery rate (FDR), and the number at the end of each bar indicates the gene count. (B) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis for Cluster 5 genes. The size of each bubble represents the gene ratio, and the color gradient represents the FDR value. Enriched pathways included autophagy-animal, pancreatic cancer, lysosome, and AMPK signaling pathway.

# Supplementary material for: Time-resolved transcriptomic profiling of mammary gland tissue during ductal morphogenesis, lactation activation, and involution in sows
**Source:** Anim Biosci. 2025 Nov 14;39(5):250560. doi: 10.5713/ab.250560
**Supplement:** Supplementary file 16

**Supplement 16. WGCNA results and correlation analysis between gene co-expression modules and the five developmental stages. Due to the large file size, the complete raw count matrix has been deposited in Figshare and is publicly available at <https://doi.org/10.6084/m9.figshare.31015387>.**

# Supplementary material for: Time-resolved transcriptomic profiling of mammary gland tissue during ductal morphogenesis, lactation activation, and involution in sows
**Source:** Anim Biosci. 2025 Nov 14;39(5):250560. doi: 10.5713/ab.250560
**Supplement:** Supplementary file 17

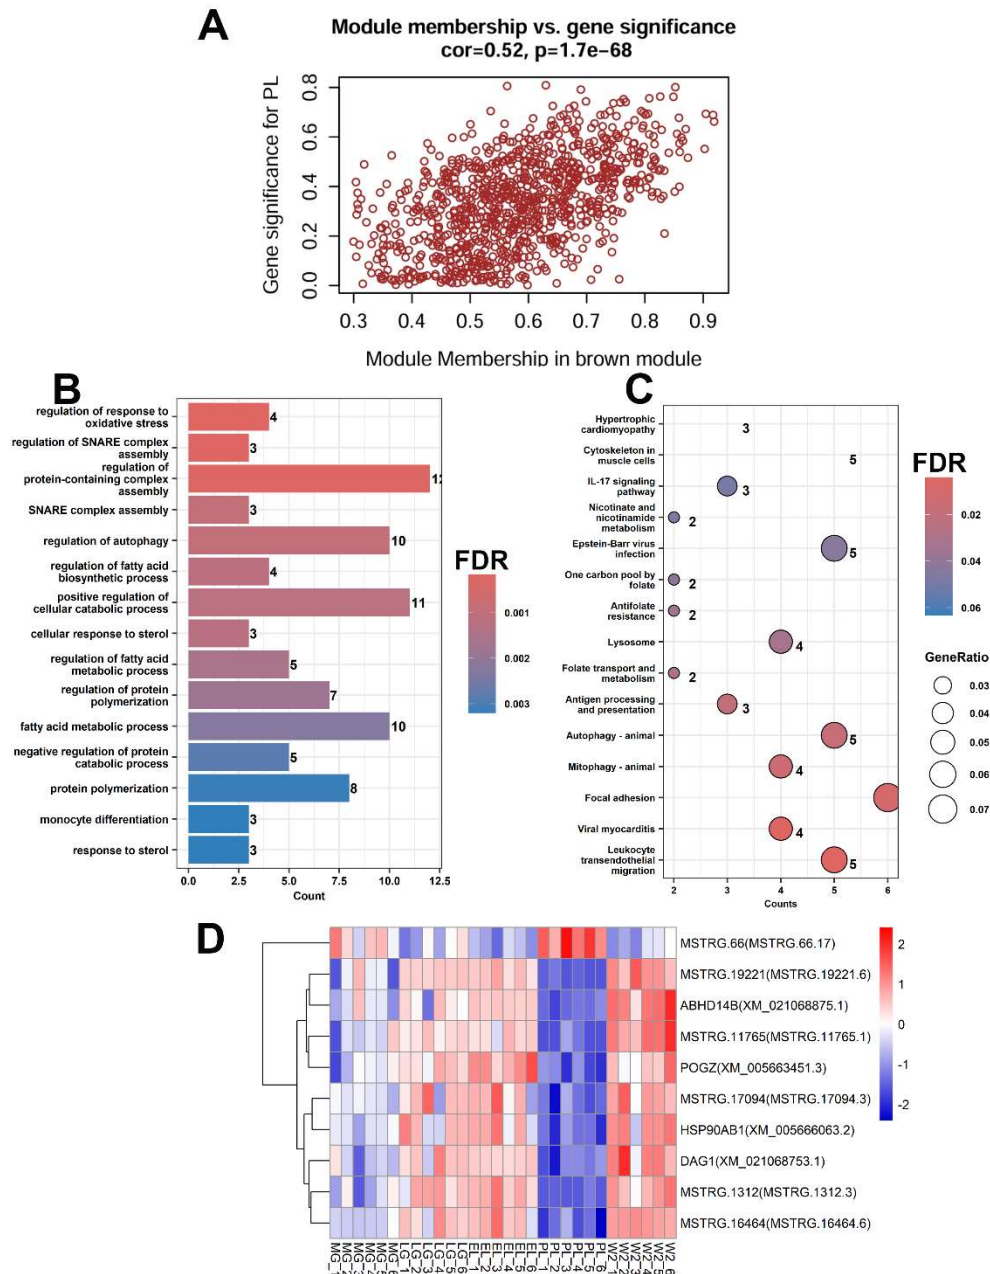

**Supplement 17. WGCNA analysis and functional annotation of the brown module.** (A) Correlation between gene significance for peak lactation (PL) and module membership in the brown module. A positive correlation was observed (cor = 0.52,  $p = 1.7\text{e-}68$ ). (B) Gene Ontology (GO) enrichment analysis of genes in the brown module. The bar color represents the false discovery rate (FDR), and the number at the end of each bar indicates the gene count. (C) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis for genes in the brown module. The size of each bubble represents the gene ratio, and the color gradient represents the FDR value. (D) Heatmap showing the expression patterns of the top 10 hub genes in the brown module across different samples.

# Supplementary material for: Time-resolved transcriptomic profiling of mammary gland tissue during ductal morphogenesis, lactation activation, and involution in sows
**Source:** Anim Biosci. 2025 Nov 14;39(5):250560. doi: 10.5713/ab.250560
**Supplement:** Supplementary file 18

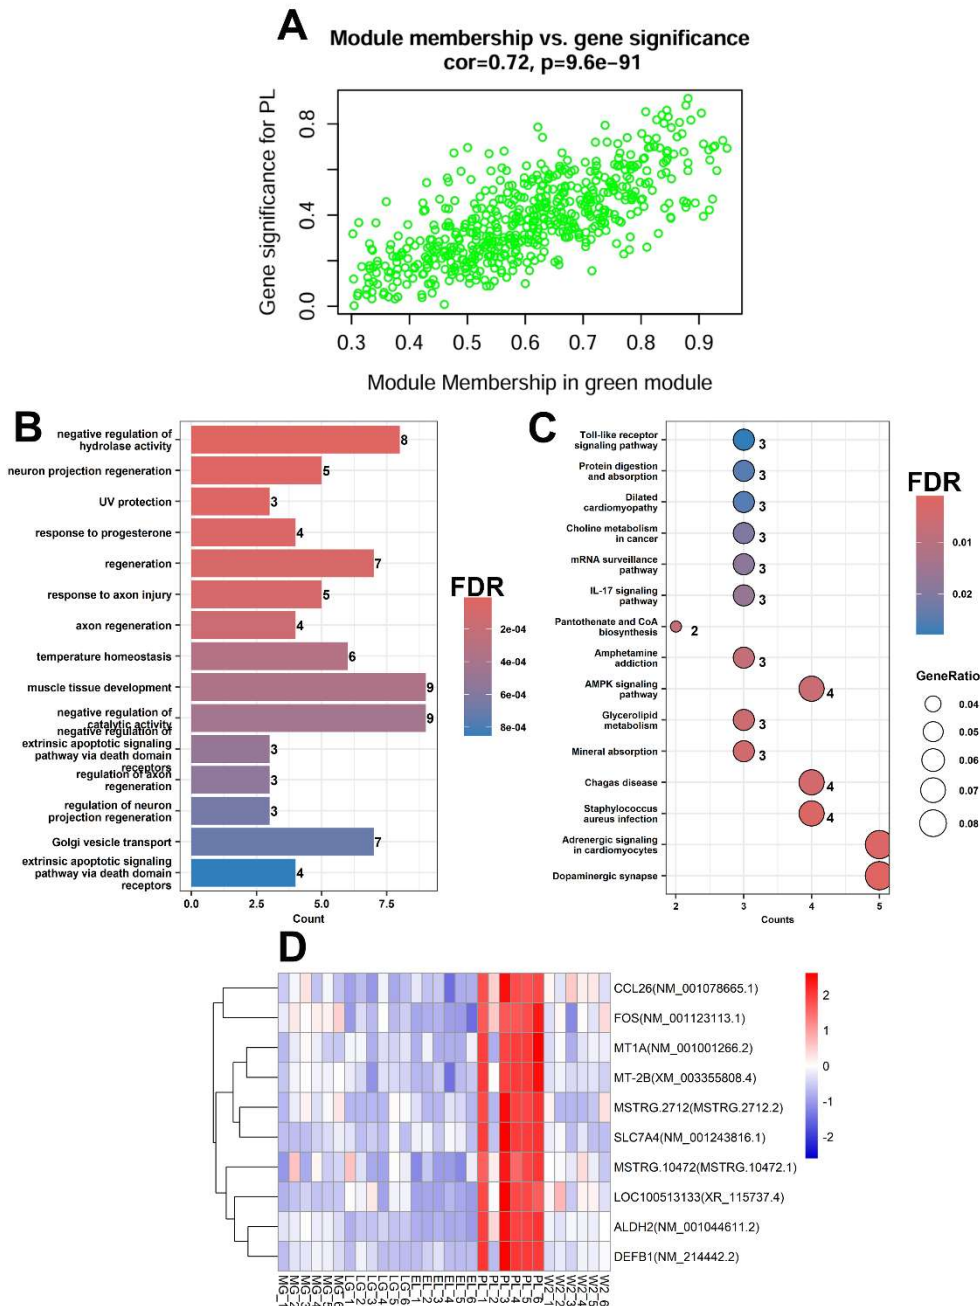

**Supplement 18. Correlation analysis and functional enrichment of the green module associated with the peak lactation (PL) stage.** (A) Correlation between gene significance (GS) for PL and module membership (MM) in the green module. The x-axis represents module membership, and the y-axis represents gene significance for PL. The correlation coefficient is 0.72,  $p = 9.6e-91$ . (B) GO Biological Process enrichment analysis of genes in the green module. The x-axis shows the gene count, and color intensity indicates FDR-corrected significance. (C) KEGG pathway enrichment analysis of genes in the green module. Circle size represents gene ratio, and color indicates FDR-corrected p-value. (D) Heatmap showing the expression patterns of top ten key genes in the green module. Rows represent genes and columns represent samples, with color indicating normalized expression levels (red for high expression, blue for low expression).

# Supplementary material for: Time-resolved transcriptomic profiling of mammary gland tissue during ductal morphogenesis, lactation activation, and involution in sows
**Source:** Anim Biosci. 2025 Nov 14;39(5):250560. doi: 10.5713/ab.250560
**Supplement:** Supplementary file 20

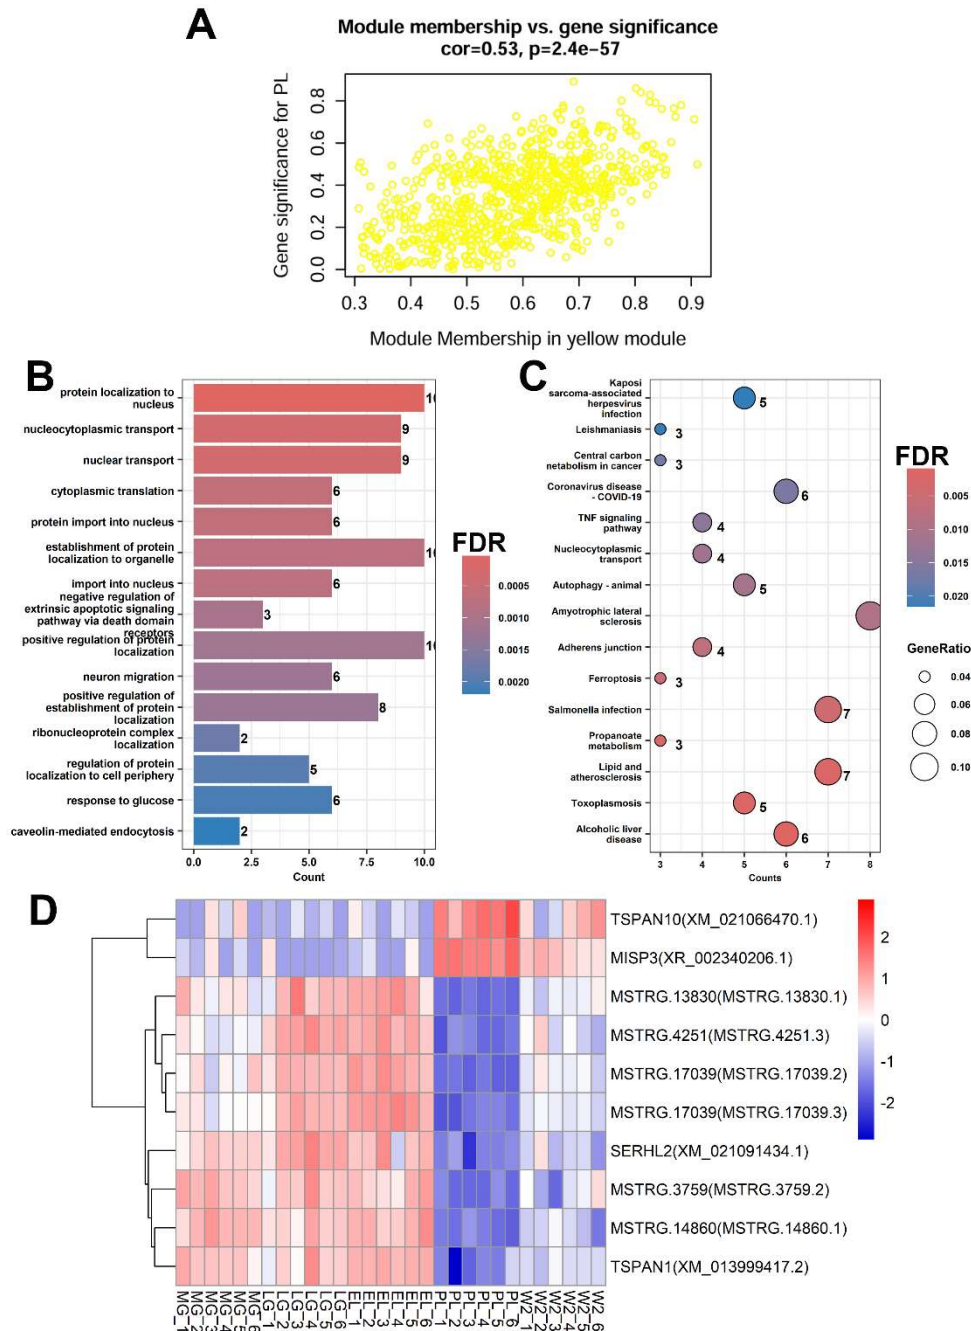

**Supplement 20. Correlation analysis and functional enrichment of the yellow module associated with the peak lactation (PL) stage.** (A) Correlation between gene significance (GS) for PL and module membership (MM) in the yellow module. The x-axis represents module membership, and the y-axis represents gene significance for PL. The correlation coefficient is 0.53,  $p = 2.4e-57$ . (B) GO Biological Process enrichment analysis of genes in the yellow module. The x-axis shows the gene count, and color intensity indicates FDR-corrected significance. (C) KEGG pathway enrichment analysis of genes in the yellow module. Circle size represents gene ratio, and color indicates FDR-corrected p-value. (D) Heatmap showing the expression patterns of key genes in the yellow module. Rows represent genes and columns represent samples, with color indicating normalized expression levels (red for high expression, blue for low expression).

# Supplementary material for: Time-resolved transcriptomic profiling of mammary gland tissue during ductal morphogenesis, lactation activation, and involution in sows
**Source:** Anim Biosci. 2025 Nov 14;39(5):250560. doi: 10.5713/ab.250560
**Supplement:** Supplementary file 24

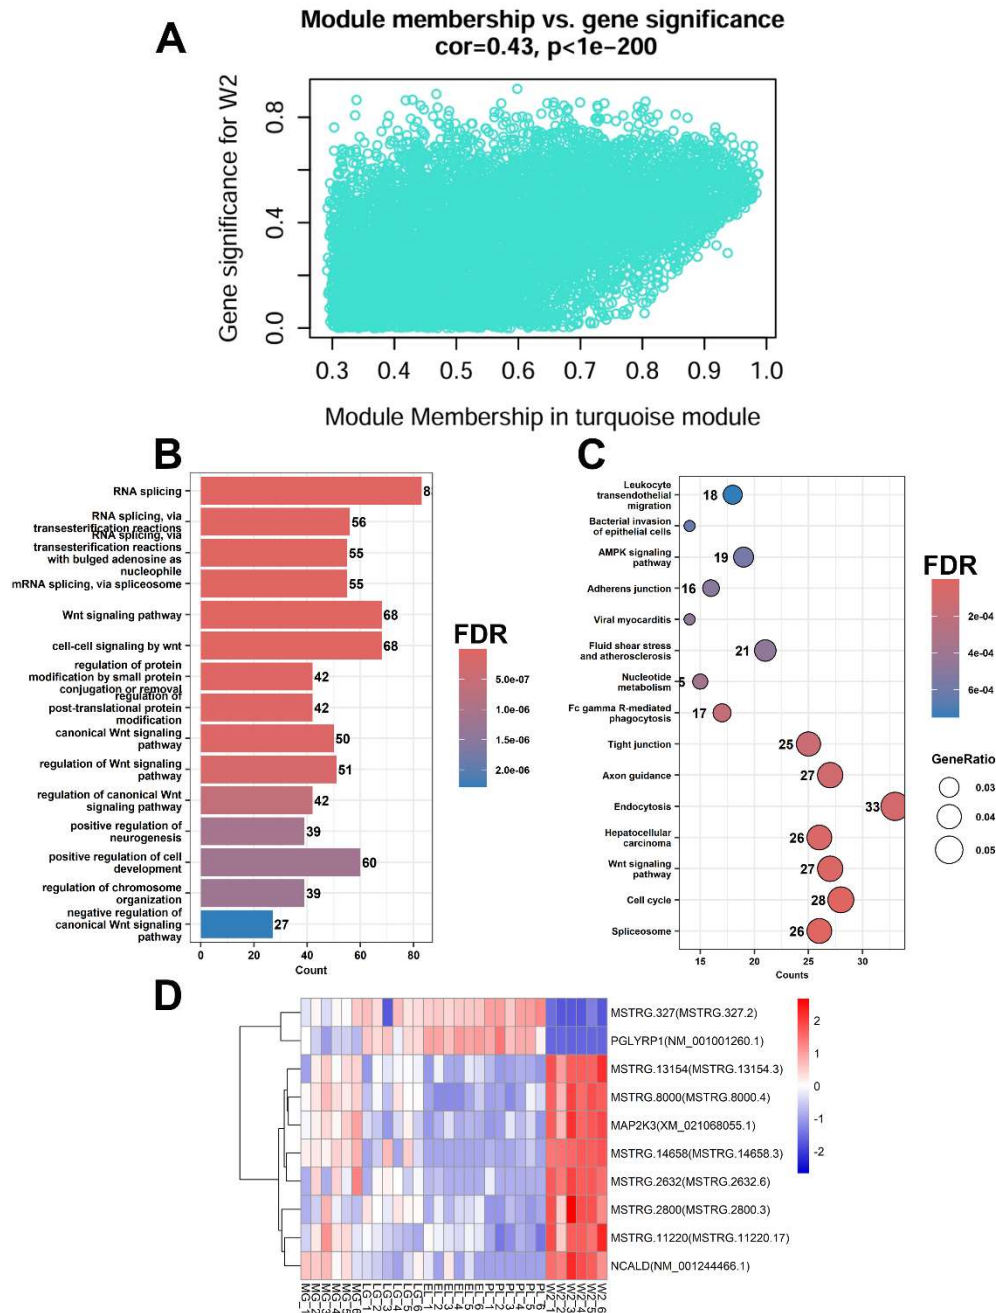

**Supplement 24. Analysis of the turquoise module highly associated with W2 stage.** (A) Scatter plot of module membership versus gene significance for W2 stage in the turquoise module. A positive correlation was observed ( $\text{cor} = 0.43$ ,  $p < 1e-200$ ), indicating that genes with higher module membership tend to have higher biological relevance to W2. (B) Bar plot showing GO biological process enrichment analysis for genes in the turquoise module. The color gradient indicates the FDR value, and the number at the right of each bar represents the gene count in each GO term. (C) Bubble plot showing KEGG pathway enrichment analysis for genes in the turquoise module. Bubble size represents the GeneRatio, and color represents the FDR value. (D) Heatmap showing the expression patterns of top hub genes in the turquoise module across different samples. Red indicates high expression and blue indicates low expression.

# Supplementary material for: Time-resolved transcriptomic profiling of mammary gland tissue during ductal morphogenesis, lactation activation, and involution in sows
**Source:** Anim Biosci. 2025 Nov 14;39(5):250560. doi: 10.5713/ab.250560
**Supplement:** Supplementary file 25

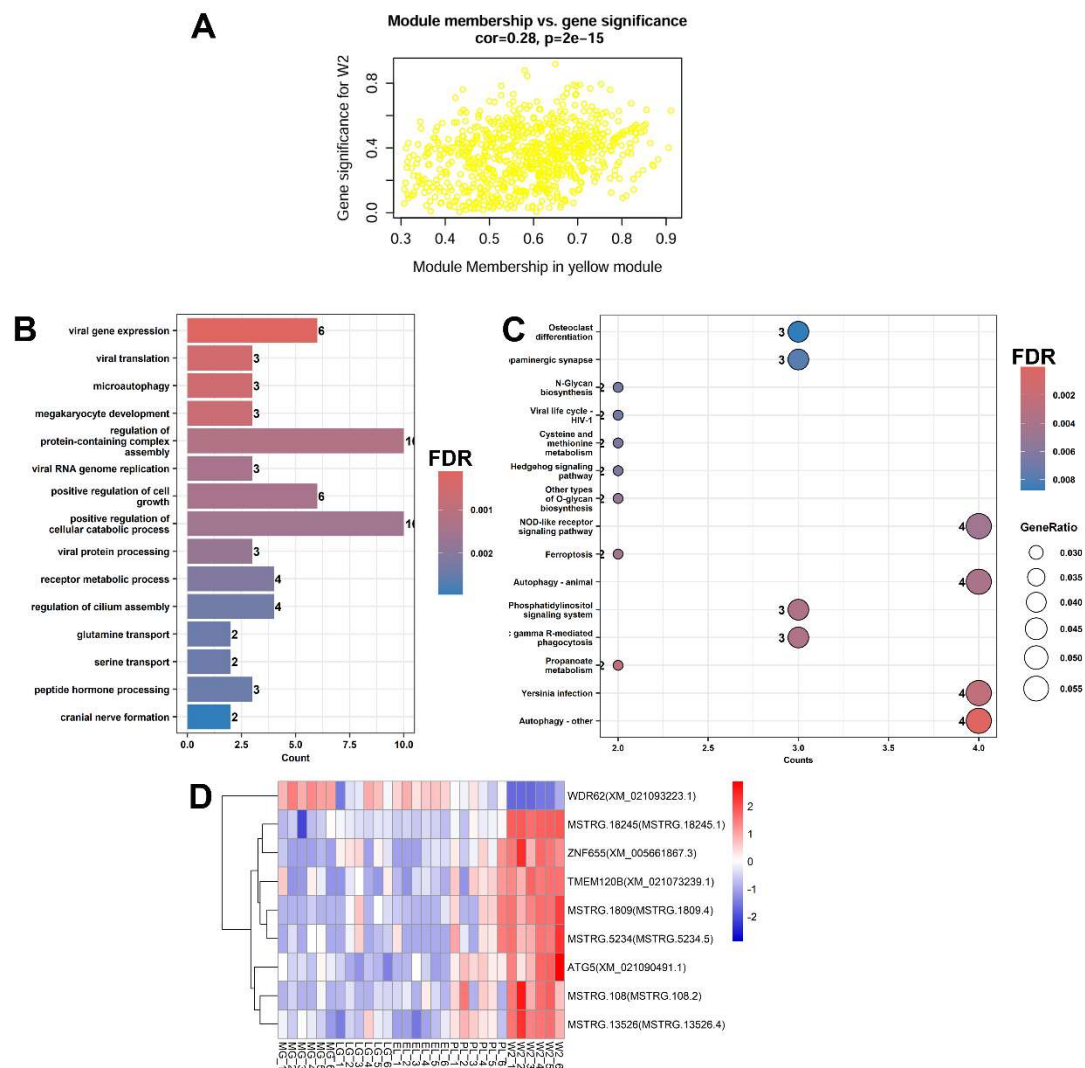

**Supplement 25. Analysis of the yellow module associated with W2 stage.** (A) Scatter plot of module membership versus gene significance for W2 stage in the yellow module. A moderate positive correlation was observed ( $\text{cor} = 0.28, p = 2e-15$ ), suggesting genes with higher module membership are moderately related to W2 biological traits. (B) Bar plot showing GO biological process enrichment analysis for genes in the yellow module. The color gradient represents the FDR value, and the number at the right of each bar indicates the gene count within each GO term. (C) Bubble plot showing KEGG pathway enrichment analysis for genes in the yellow module. Bubble size indicates the GeneRatio, and color represents the FDR value. (D) Heatmap showing the expression patterns of top hub genes in the yellow module across different samples. Red indicates high expression and blue indicates low expression.

# Supplementary material for: Time-resolved transcriptomic profiling of mammary gland tissue during ductal morphogenesis, lactation activation, and involution in sows
**Source:** Anim Biosci. 2025 Nov 14;39(5):250560. doi: 10.5713/ab.250560
**Supplement:** Supplementary file 26

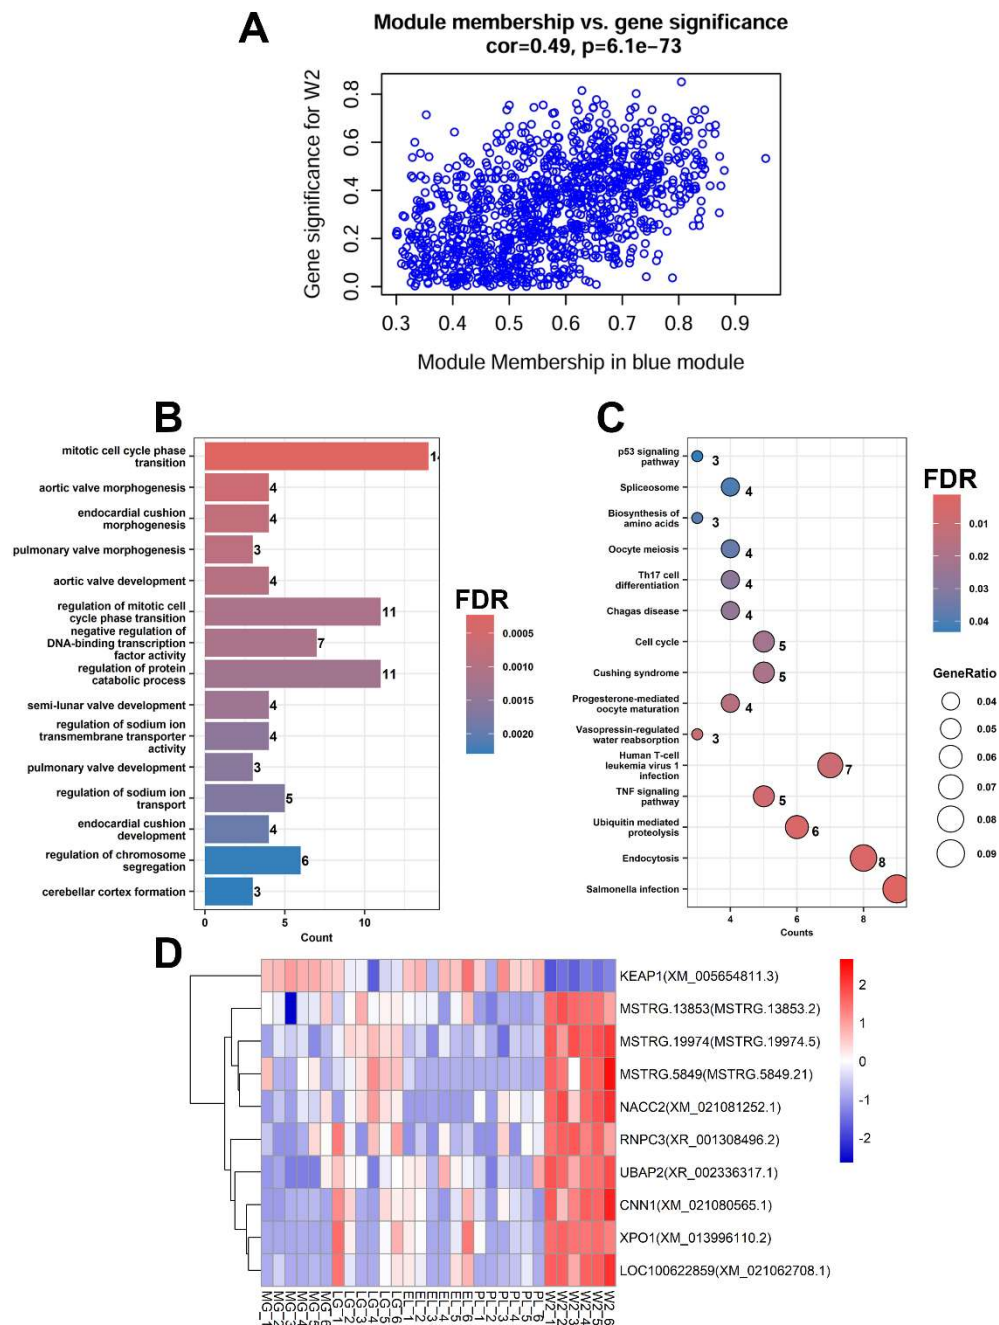

How the deposited data were processed for this re-analysis (not part of the article)

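The deposited table holds 61773 transcript values for each of 30 mammary samples, 6 at each of 5 stages. The authors checked the reads with FastQC, trimmed them with Trimmomatic, aligned them to the Sscrofa11.1 genome with HISAT2, sorted the alignments with SAMtools, and assembled and quantified transcripts with StringTie. They kept transcripts with FPKM of at least 0.5 in at least 1 stage. The authors name RUVs for the removal of unwanted variation, and the paper's text does not state whether the deposited values include it. The deposited values are called FPKM by the authors, but each sample adds up to the total that TPM values have, so they were treated as TPM. No further scaling was applied in the main setting. Supplement 4 of the paper gives the clean reads per library (8317817 to 17931635), with 92.0 to 96.8% mapped. The deposited table gives no reads per transcript, and the raw count matrix to which Supplement 6 of the paper points was not analysed here, so the precision of a single value was taken from the spread between samples alone. Gene symbols and coordinates are those of the reference annotation for the 32726 transcripts whose identifier it holds; the other 29047 were assembled by the authors. Values are called units in the passages.

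Samples were grouped by their names, which the paper's Supplement 3C and Supplement 4 follow. Which samples count as replicates was ruled before the data were examined, after Supplement 3C and Figure 6A of the paper had shown 3 samples of each stage lying almost on top of each other. Samples of a stage were near-identical when the median relative difference of every pair among them, over transcripts with a stage mean of at least 10 units, was below 5% and far below that of the other pairs. Where their mean also equalled the mean of the other samples to within 5%, they were not counted. This held in every stage and left n = 3. Sample records and the paper name no sequencing batch, so no value within batches could be given.

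Values were analysed as log2(value + 0.5). Differences between stages were tested with limma 3.58.1 in R 4.3.3, with the 5 stages in a single fit, trended variance, 10 comparisons and Benjamini-Hochberg adjustment over all transcripts in each comparison. DETs had an adjusted p below 0.05 and an absolute log2 fold change of at least 2. Single transcripts were also tested by exact permutation of the samples between the stages compared (two-sided). The named transcripts were chosen before the data were examined: every gene the paper's text names, by the transcript the paper shows, otherwise by the transcript of the gene with the highest mean, and for W2 vs PL the 3 transcripts with the largest rise and the 3 with the largest fall among DETs whose samples do not overlap. For sentences that name no stage of comparison, the stage was assigned after the numbers of DETs were known and before the named transcripts were tested. Fuzzy c-means used e1071 1.7.16 with 5 clusters, fuzzifier 2 and the best of 10 starts, a number that was not fixed before the data were examined. Co-expression modules were built in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, following the steps of WGCNA except that the tree was cut at a single height in place of its dynamic cut, on 15000 transcripts, with a power of 6, a minimum module size of 100 and merging of eigengenes correlated above 0.75. The height was the one that gave the most modules before merging. Where several heights of the tree gave equally many modules, the highest was used, a rule set before module results were seen. Correlations of eigengenes with stages were first computed as Pearson's r, and Spearman's rho, which the paper's methods name, was added after these were seen.

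The procedure was tested on simulated data of the same size: with n = 3, 183 of 200 planted changes were called and 11 unchanged transcripts, and with n = 6 200 and 6. Changes were planted only in transcripts above a limit on the mean and below a limit on the spread, and all exceeded the threshold for DETs. Alternatives were other pseudocounts, filters on low values, quantile normalization, scaling by the median ratio of transcripts with at least 10 units in every sample, 1 estimated factor of unwanted variation, the replicate number as a block, sums over the transcripts of a gene, the compared stages alone, the near-identical samples counted once, all 6 samples per stage, and each counted sample left out in turn. All 6 samples with median ratio scaling were added after the numbers of DETs were known. Sums over a gene were tested on the values as deposited, without scaling. TCseq, RUVSeq and WGCNA were not run. Enrichment of terms and pathways, protein networks and RT-qPCR were not analysed here.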

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

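The alternatives below were chosen before the data were examined, except for all 6 samples per stage with scaling by the median ratio, which was chosen after the numbers of DETs were known. The list of named items whose log2 fold change was recomputed under every alternative was also chosen after values had been seen. So were the Spearman correlations of modules and the permutation of stage likeness. The named transcripts that were tested had been chosen before the data were examined. Causes of the changes were not tested unless a value is given for one.

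In the main setting, 2148 transcripts were DETs in at least 1 comparison: 10 in LG vs MG, 24 in EL vs MG, 1086 in PL vs MG, 17 in W2 vs MG, 11 in EL vs LG, 674 in PL vs LG, 20 in W2 vs LG, 252 in PL vs EL, 39 in W2 vs EL and 1754 in W2 vs PL. All 6 samples per stage gave 12594: 2164 in LG vs MG, 2586 in EL vs MG, 4691 in PL vs MG, 2392 in W2 vs MG, 2290 in EL vs LG, 4230 in PL vs LG, 2549 in W2 vs LG, 3077 in PL vs EL, 3263 in W2 vs EL and 5674 in W2 vs PL. The replicate number as a block in these samples gave 12597: 2159 in LG vs MG, 2588 in EL vs MG, 4690 in PL vs MG, 2397 in W2 vs MG, 2289 in EL vs LG, 4239 in PL vs LG, 2545 in W2 vs LG, 3070 in PL vs EL, 3272 in W2 vs EL and 5675 in W2 vs PL. Median ratio scaling of all 6 samples gave 11510: 1915 in LG vs MG, 2292 in EL vs MG, 4320 in PL vs MG, 1910 in W2 vs MG, 2226 in EL vs LG, 4258 in PL vs LG, 2103 in W2 vs LG, 3580 in PL vs EL, 2727 in W2 vs EL and 4815 in W2 vs PL. With the near-identical samples counted once there were 6627: 208 in LG vs MG, 612 in EL vs MG, 2925 in PL vs MG, 281 in W2 vs MG, 277 in EL vs LG, 2414 in PL vs LG, 418 in W2 vs LG, 1331 in PL vs EL, 1241 in W2 vs EL and 3919 in W2 vs PL. Of the DETs of the main setting, 2034 were also DETs with all 6 samples per stage in at least 1 comparison, whether or not it was the same one. In W2 vs PL, 1629 of the 1754 were DETs in both settings in the same direction.

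Within the counted samples, quantile normalization gave 1363 DETs, 1032 of them in W2 vs PL, and median ratio scaling 1283 and 936. The replicate number as a block gave 1235: 4 in LG vs MG, 5 in EL vs MG, 276 in PL vs MG, 6 in W2 vs MG, 1 in EL vs LG, 61 in PL vs LG, 2 in W2 vs LG, 62 in PL vs EL and 4 in W2 vs EL. A fit of the compared stages alone gave 12 in EL vs MG, 210 in PL vs MG, 86 in PL vs LG, 2 in W2 vs LG, 9 in PL vs EL, 23 in W2 vs EL and 277 in W2 vs PL. A pseudocount of 0.1 gave 25 in LG vs MG, 30 in W2 vs MG and 18 in EL vs LG, and a pseudocount of 1 15 in EL vs MG and 7 in EL vs LG. With a stage mean of at least 5 units, 3 in LG vs MG, 4 in EL vs MG, 5 in W2 vs MG, 1 in EL vs LG and 0 in W2 vs LG passed; without adjustment, 3551 transcripts of W2 vs LG had p below 0.05 in the main setting. Sums over the transcripts of a gene gave 3 in LG vs MG, 7 in EL vs MG, 3 in W2 vs MG, 4 in EL vs LG, 8 in W2 vs LG and 60 in W2 vs EL genes. Removal of 1 factor of unwanted variation gave 15 in EL vs MG. The absence of a filter could not move these numbers, since every deposited transcript passed the filter. Apart from these and the fits that left out a sample, the numbers of DETs stayed within 1.5 times the main setting.

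Across the 15 fits that each left out 1 counted sample, DETs in any comparison ran from 1655 to 2659, LG vs MG from 6 to 60, EL vs MG from 14 to 64, PL vs MG from 614 to 1527, W2 vs MG from 13 to 73, EL vs LG from 13 to 60, PL vs LG from 385 to 1022, W2 vs LG from 14 to 71, PL vs EL from 160 to 552, W2 vs EL from 33 to 91 and W2 vs PL from 1132 to 2245.

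Median ratio scaling moved the median log2 fold change of all transcripts by more than 0.1 in 7 comparisons. Without scaling, the median was lower by 0.20 in EL vs MG, 0.37 in PL vs MG, 0.27 in PL vs LG and 0.10 in PL vs EL, and higher by 0.13 in W2 vs LG, 0.25 in W2 vs EL and 0.41 in W2 vs PL. Among DETs of W2 vs PL, the share lower in W2 was 19.3% as deposited, 54.5% after quantile normalization, 24.0% with all 6 samples and 47.7% with all 6 samples and median ratio scaling.

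The silhouette width of the stages on the first 2 components was -0.0733 in the main setting, 0.652 with all 6 samples per stage and 0.0456 with each transcript scaled to unit variance. It ran from -0.156 to 0.00100 across the 15 fits that each left out 1 sample. Transcripts expressed in every stage numbered 14113 when every counted sample had to reach 0.5 units. The PL cluster held 1948 transcripts with all 6 samples per stage. Modules numbered 7 when transcripts were selected by mean.

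Of the 111 tests of named transcripts, 26 were significant in the paper's direction. This number was 49 with the near-identical samples counted once, 64 with all 6 samples per stage, 63 with the block in addition, 66 with all 6 samples and median ratio scaling, and 41 with sums over the gene. It ran from 26 to 31 with each sample left out. Tests significant in the opposite direction numbered 2 in the main setting and 7, 12, 11, 8 and 11 in these alternatives. In the other alternatives with every counted sample, they ran from 0 with the replicate number as a block, through 1 with median ratio scaling, to 4 with quantile normalization, and those in the paper's direction from 26 to 33, the latter with median ratio scaling. The list is the paper's own choice from these data, so a high number on it shows no stability.

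For 63 named items the log2 fold change was recomputed under every alternative that applied, in 1755 values. Of these, 1557 kept direction and side of the threshold, 4 lost significance, 161 gained it and 33 changed sign. 51 items never changed sign and 12 did at least once. Under quantile normalization, CSN1S1 at PL was -0.26, COX1 at PL -0.94 and STAT6 at EL and PL 0.11. Under median ratio scaling, PAEP at PL was 0.52, COX3 at PL 0.22, IGF2 at PL 0.0592 and STAT6 0.10. With all 6 samples and median ratio scaling, PAEP was 0.49, COX3 0.20, STAT6 0.38 and IL20RA at W2 -0.0867. STAT6 was 0.0417 with the near-identical samples counted once, and 0.13 with all 6 samples, with or without the block. UNKL at LG was 0.98 with the block and 0.46 as a sum over the gene. Sums over the gene also turned AKT1 at LG, EL and PL to -0.31 and GATA3 at PL to -0.74. These sums were taken without median ratio scaling, which raises PL values against MG and W2. With each sample left out, CSN1S1 at PL ran from -0.0756 to 0.42, PAEP at PL from -0.12 to 0.0257, UNKL from -0.64 to 0.58, STAT6 from -0.89 to 0.45, CAV1 NM_001348937.1 at W2 from -0.0442 to 2.24 and STAT5A at EL and PL from -0.28 to 0.44.

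The number of samples limits the single values. With n = 3 per stage, a comparison of 1 transcript between a pair of stages cannot reach an exact p below 0.10. The table gives no reads per transcript, and the raw counts to which the paper points were not analysed here, so the counting error of low values was not estimated.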

Differences from the paper's values

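The paper reports 12239 DETs in any comparison, and 2148 were found in the main setting. The gap closed with all 6 samples per stage (12594), with the replicate number as a block in these samples (12597), and with all 6 samples and median ratio scaling (11510), a setting chosen after seeing the values. With the other alternatives set before the data were examined it did not. For W2 vs PL the paper's number is 4829 and the main setting gave 1754. All 6 samples per stage (5674), the block in these samples (5675) and the near-identical samples counted once (3919) closed the gap in the total. So did all 6 samples with median ratio scaling (4815), chosen after seeing the values. The paper's number of upregulated transcripts, 1467, taken as higher in W2, lay near the 1415 of the main setting. In the same order, these settings gave 4311, 4307, 3139 and 2519 higher ones. The paper's number of downregulated transcripts is 3362. Taken as lower in W2 than in PL, it stands against 339 in the main setting. None of the alternatives set before the data were examined closed this gap. All 6 samples with median ratio scaling, chosen after seeing the values, gave 2296. Taken as higher in W2, 3362 stands against 1415 in the main setting and 4311 with all 6 samples per stage.

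In Fig. 3A, read by eye, the paper's numbers of DETs are about 2000 for LG vs MG against 10 in the main setting, about 2300 for EL vs MG against 24 in the main setting, about 4100 for PL vs MG against 1086 in the main setting, about 2300 for W2 vs MG against 17 in the main setting, about 2100 for EL vs LG against 11 in the main setting, about 3600 for PL vs LG against 674 in the main setting, about 2300 for W2 vs LG against 20 in the main setting, about 2800 for PL vs EL against 252 in the main setting and about 2900 for W2 vs EL against 39. All 6 samples per stage, with or without the block, closed these gaps, as did all 6 samples with median ratio scaling, which was chosen after seeing the values. For PL vs MG (2925) and PL vs LG (2414), the near-identical samples counted once narrowed the gap. The paper's numbers are 1.402 and 1.491 times as large. The paper's number of transcripts shared across multiple comparisons is 937, taken here as the DETs of the 4 comparisons with PL alone, and 186 DETs were in the 4 comparisons with PL and in no other. All 6 samples per stage gave 899, the block in these samples 906, and all 6 samples with median ratio scaling, chosen after seeing the values, 1018. The other alternatives did not close the gap.

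The paper's cluster with a peak in PL holds 3607 transcripts, that with a peak in MG 2805 and that with a peak in LG 1784. The main setting gave 388 for PL, 299 for MG and no LG cluster. All 6 samples per stage gave 2748 for MG and 2167 for LG, and no alternative closed the gap for PL. The paper reports 9 modules, against 21 here. The tree was cut here at the height with the most branches of sufficient size, so these numbers do not follow the same rule. Selection of transcripts by mean gave 7, a power of 12 gave 27 and all 6 samples per stage 17. For the largest module, the paper's correlation with W2 is 0.65, and Spearman's rho was 0.62. All 6 samples per stage gave 0.65, and a power of 12 and selection by mean 0.66. The first equals the paper's value after rounding; with 3 of 15 samples rho moves in steps, and the others lie as close to the paper's value as these steps allow, so the gap closed in each. Pearson's r was 0.52 for W2 and -0.80 for PL.

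Directions also differed. The paper gives more downregulated than upregulated transcripts in W2 vs PL. Taken as W2 minus PL, this is the opposite of the 1415 higher and 339 lower ones of the main setting. Quantile normalization was the one setting with more lower (562) than higher (470) ones. Compared with Fig. 3A, the direction with more DETs was the opposite one in 7 of the 10 comparisons in the main setting, with 2 ties. It was opposite in 10 with all 6 samples per stage, and in 5 after median ratio scaling of the counted samples. This comparison was made after the values were seen. The paper's methods describe the earlier stage as given relative to the later one, so its directions can be read either way. The genes it names in W2 vs PL, such as WAP as downregulated, go with W2 minus PL. Read the other way, its 3362 and 1467 would be higher and lower ones. All 6 samples per stage gave 4311 and 1363 of these, and the main setting 1415 and 339. The paper ranks the PL cluster as the largest, while the largest here peaked in W2 in every setting run. Most transcripts are described as strong members of their cluster; a membership above 0.7 was held by 29.4% in the main setting and 43.2% with all 6 samples per stage, and by 72.9% with the lower fuzzifier. The paper describes sample clustering by stage without exceptions, and 3 of 15 counted samples had their nearest sample in the same stage; the silhouette width of the stages was -0.0733, and 0.652 with all 6 samples per stage. Pairs of module and stage are described as significant, and 0 of 105 had an adjusted p below 0.05 here, 9 an exact p below 0.05 without adjustment. This number is set largely by the design: the smallest exact p that 455 arrangements allow is 0.0022, and over so many pairs an adjusted p below 0.05 takes at least 5 at or near it, or 10 for rho, where the smallest is 0.0044.

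Of the tests of named transcripts, 29 had the direction opposite to the paper's, 2 of them with an adjusted p below 0.05 over all transcripts: PGLYRP1 at W2 (-2.99) and COX3 at PL (-0.35). Log2 fold changes are given in parentheses. For S100A6, ANXA8 and CXCL16 the paper's sentence names no stage, and EL was assigned here. The paper calls their module positively associated with EL but prints a negative correlation, so the direction it means at EL is not certain. The paper has the following as higher, and they were lower: PAEP (-0.0463), COX2 (-0.17), ND2 (-0.35), ATP6 (-0.0885), OAS2 (-1.12) and IGF2 (-0.48) at PL, S100A6 (-1.70), ANXA8 (-2.78) and CXCL16 (-1.12) at EL, UNKL (-0.13) at LG, CREB1 XM_021075312.1 (-0.11), CREB1 XR_002339129.1 (-0.49) and MED1 XM_013979755.2 (-0.39) at LG and EL, STAT6 XM_005663899.3 (-0.0512), AKT1 (-0.0175), IKBKB (-1.01), XIAP (-1.85) and STAT5B (-0.79) at EL and PL, RAB7A XM_021069433.1 (-0.42), CSF1R XM_003124100.6 (-1.20) and TRAF3 (-0.0417) at W2, and SRC (-0.75), CAV1 NM_001348937.1 (-0.26) and LYN (-0.41) in PL against LG. GSK3B (0.24) and NFE2L2 (0.03) at EL and PL and BCL2 at W2 (1.22) are described as lower there and were higher; this BCL2 transcript was listed at 0 in EL, where the paper has the gene high and the sum over its transcripts was 1.80 ± 0.391 units. All 6 samples with median ratio scaling, chosen after seeing the values, put PAEP (0.49) and COX3 (0.20) at PL in the paper's direction with an adjusted p below 0.05; no other of these items that were recomputed under every setting was called in the paper's direction. Transcripts that the paper calls and the main setting did not were called in more tests with all 6 samples per stage (64 against 26), with the block in these samples (63), with the near-identical samples counted once (49), with sums over the gene (41) and, chosen after seeing the values, with all 6 samples and median ratio scaling (66). Tests significant in the opposite direction rose as well in these settings, from 2 in the main setting to 12, 11, 7, 11 and 8 in the same order. Median ratio scaling of the counted samples gave 33 in the paper's direction and 1 opposite, and the block in the counted samples 26 and 0.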

Other observations

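The tests of the near-identical samples were chosen only after that pattern was seen, as were the residual SD of abundant transcripts and the limit used to read the residual SD. The other tests of explanations in this part were chosen before their results were seen.

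In every stage, 3 samples lay close to the mean of the other 3. Explanations were weighed by how their differences from that mean depend on the level. A pooled or repeated library of the same animals would give differences that grow with the level, but their SD above 1000 units was 0.966 times that at 1 to 3 units. An adjustment on a log scale would leave a relative difference of about one size, but the relative SD at 1 to 3 units was 1276 times that above 1000 units. Animals that are alike would lie as far from the mean of others as those others do, but the other samples lay 19.9 times as far. A random term of one size added to the mean and set to 0 where negative would leave about 50% of values above 0 where the other samples are at 0, and 50.2% were above 0. Differences of a pair of such samples from the mean had correlations across transcripts of -0.0128 to 0.0338 by stage. Of the 4 explanations, only the last remains, as a hypothesis found and tested on the same values. By stage means of the counted samples, all 61773 deposited transcripts reach the authors' FPKM minimum in a stage, and by those of all 6 samples 60932. This argues against a filter on stage means that included the near-identical values, and places them after it if deposited values were filtered. The paper's number of transcripts in every stage, 27244, equals that of all 6 samples. Values had a median of 9 decimals in the near-identical samples and 5 or 6 in the counted ones. The table does not show why or by which operation such values arose, and the raw reads were not analysed here. No biological explanation was tested beyond that of animals that are alike.

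When all 6 samples per stage are used, 32486 pairs of transcript and stage reached 0.5 units in a sample only in the near-identical samples. Of these, 54.5% (17697) were listed at 0 in all 3 counted samples of the stage, which is only just above 50%. The residual SD of a transcript around its stage means had a median of 0.640 with all 6 samples and 0.810 with the counted samples. The median ratio per transcript was 0.739, nearer to 0.63 than to 1, and 0.652 for transcripts with a stage mean of at least 10 units. Samples equal to the mean of the others would give a ratio of about 0.63, and independent samples a ratio near 1. The smaller spread that comes with the near-identical samples is a candidate explanation for the higher number of DETs with all 6 samples.

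The paper's larger number of downregulated than upregulated transcripts in W2 vs PL was taken as more lower ones in W2. It was weighed against the few milk transcripts that take a large part of the total at PL. Without scaling 19.3% of DETs were lower in W2, and after median ratio scaling 48.9%. A larger share of milk transcripts at PL lowers the other PL values, which puts more transcripts higher in W2, not lower. With median ratio scaling, which sets the typical transcript equal between samples, the share lower in W2 rose. These values argue against the milk share as the source of more lower transcripts in W2. If the paper's direction is the opposite one, this test does not apply.

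Titles and stage names of the EL and MG samples disagree in the sample records. If the samples titled EL came from mid-gestation and those titled MG from early lactation, milk transcripts would be higher in every sample titled MG. This held for 0 of the 6 milk transcripts, and 5 of the 6 were higher in every counted sample titled EL than in every one titled MG, while the samples of WAP overlapped. An exchange of the stages is therefore not borne out by these transcripts.

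Other splits of the same samples were tested with the same thresholds. For LG vs MG, 7 of the 10 splits of the 6 samples gave as many DETs, the real one included, and for W2 vs MG 3 of the 10 splits. For EL vs MG, PL vs MG, EL vs LG, PL vs LG, W2 vs LG, PL vs EL, W2 vs EL and W2 vs PL, 1 of the 10 splits did, the smallest share that 3 samples against 3 allow, so this test cannot go below 0.10 for a single comparison. The other splits gave 1 to 19 DETs against 1754 for W2 vs PL, 1 to 14 against 1086 for PL vs MG, 3 to 15 against 674 for PL vs LG, 7 to 48 against 252 for PL vs EL and 0 to 10 against 39 for W2 vs EL. The remaining ranges were 0 to 8 against 24 for EL vs MG, 2 to 9 against 11 for EL vs LG, 7 to 16 against 20 for W2 vs LG, 3 to 17 against 10 for LG vs MG and 7 to 24 against 17 for W2 vs MG. The stages share replicate numbers, so splits differ in how many same-numbered pairs they part. Among the 4 splits that part as many pairs as the real one, 4 gave as many DETs for LG vs MG, and 1 for W2 vs MG, the real one. In the other comparisons the real one alone did, of 4 such splits, or of 6 for PL vs LG and W2 vs LG. Over all comparisons, 1 of 100 splits of the 15 samples gave as many DETs, the real one, and the others gave 3 to 1016.

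Among transcripts with a mean of at least 20 units in each of the other stages, 8 were listed at 0 in all counted samples of a stage, 5 of them in PL: PABPC1 and 4 assembled transcripts without a gene symbol. This list was drawn up after the values were seen. For 14 of the 111 tests of named transcripts, the sum over the gene changed in the direction opposite to that of the transcript. Of the genes that the paper measured by RT-qPCR, LSAMP and UNG were listed at 0 in PL for the transcript tested, NCBP2 in W2, and TCN1 and SPP1 were not listed at 0 in any stage. The RT-qPCR values were not analysed here.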
